# Empagliflozin enhances metabolic efficiency and improves left ventricular hypertrophy in a hypertrophic cardiomyopathy mouse model

**DOI:** 10.1093/eurheartj/ehaf324

**Published:** 2025-05-21

**Authors:** Tomas Baka, Jarrod Moore, Fuzhong Qin, Salva R Yurista, Aifeng Zhang, Huamei He, Jordan M Chambers, Dominique Croteau, Raghuveera K Goel, Hunter Smith, Miranda C Wang, Christopher S Chen, Ion A Hobai, Martina Rombaldova, Ondrej Kuda, Jil C Tardiff, James A Balschi, David R Pimentel, Christine E Seidman, Jonathan G Seidman, Andrew Emili, Wilson S Colucci, Ivan Luptak

**Keywords:** Hypertrophic cardiomyopathy, SGLT2 inhibition, Cardiac energetics, Cardiac metabolism, Uncoupled glycolysis, Branched-chain amino acids, Metabolic reprogramming, mTOR

## Abstract

**Background and Aims:**

Hypertrophic cardiomyopathy (HCM) is a genetic cardiac disorder characterized by left ventricular hypertrophy (LVH), diastolic dysfunction, and impaired metabolic efficiency. This study investigates the therapeutic potential of the sodium–glucose cotransporter 2 inhibitor (SGLT2i) empagliflozin (EMPA) in ameliorating these pathological features in a mouse model carrying the myosin R403Q mutation.

**Methods:**

Male mice harbouring the R403Q mutation were treated with EMPA for 16 weeks. Multi-nuclear magnetic resonance spectroscopy (^31^P, ^13^C, and ^23^Na MRS), echocardiography, transcriptomic, proteomic, and phosphoproteomic profiling were utilized to assess metabolic, structural, and functional changes.

**Results:**

Empagliflozin facilitated the coupling of glycolysis with glucose oxidation and normalized elevated intracellular sodium levels. Treatment resulted in a significant reduction in LVH and myocardial fibrosis as evidenced by echocardiography and histopathology. These structural improvements correlated with enhancements in mitochondrial adenosine triphosphate (ATP) synthesis, fatty acid oxidation, and branched-chain amino acid catabolism. Furthermore, EMPA improved left ventricular diastolic function and contractile reserve, underscored by improved ATP production and reduced energy cost of contraction. Notably, these benefits were linked to down-regulation of the mammalian target of rapamycin signalling pathway and normalization of myocardial substrate metabolic fluxes.

**Conclusions:**

Empagliflozin significantly mitigates structural and metabolic dysfunctions in a mouse model of HCM, underscoring its potential as a therapeutic agent for managing this condition. These findings suggest broader applicability of SGLT2i in cardiovascular diseases, including those due to myocardial-specific mutations, warranting further clinical investigation.

**See the editorial comment for this article ‘Empagliflozin to energize the heart of patients with hypertrophic cardiomyopathy’, by J. van der Velden, https://doi.org/10.1093/eurheartj/ehaf395.**

Translational Perspective Recent advancements in preventing sudden death have shifted the focus to heart failure (HF) as the primary cause of morbidity and mortality in patients with hypertrophic cardiomyopathy (HCM), highlighting an unmet clinical need. This study suggests that sodium–glucose cotransporter 2 inhibitors could offer broad benefits in HCM, by correcting metabolic dysregulation associated with reducing left ventricular hypertrophy, fibrosis, and contractile dysfunction. These findings support their potential to improve cardiac function and delay the progression to HF. Moreover, this study contributes to the evidence supporting the use of myocardial metabolic modulation in cardiovascular diseases.

## Introduction

Hypertrophic cardiomyopathy (HCM) is a hereditary cardiac disorder caused by mutations in several sarcomere genes, integral to the heart's contractile machinery. With an estimated prevalence of 1:200, the clinical presentation of HCM spans a spectrum from asymptomatic stages to severe complications such as heart failure (HF) and life-threatening arrhythmias, highlighting its significance as a public health burden. While strategies for sudden death prevention have been successful, HF continues to be the main contributor to morbidity and mortality in HCM patients.^1,2^

At the cellular level, HCM mutations lead to a state of hypercontractility and an energetically inefficient sarcomere, leading to a several-fold increase in adenosine triphosphate (ATP) consumption.^3,4^ This culminates in left ventricular (LV) hypertrophy (LVH) and diastolic dysfunction.^3^ The progression to an advanced phenotype, characterized by profound mitochondrial dysfunction, reduced capacity for increased systolic workload during physical exertion, and myocardial fibrosis, is not fully elucidated.^5–8^ As has been shown in pressure overload, there is a preferential reliance on glycolysis over fatty acid oxidation (FAO) in pathological LVH, without a corresponding increase in glucose oxidation, leading to an accumulation of glycolytic intermediates.^9^ Similarly, increased myocardial glucose uptake^10^ and compromised energetics, as evidenced by reduced phosphocreatine-to-ATP ratio (PCr/ATP),^6,11^ have been noted to precede LVH in patients with HCM. Our recent multi-omic investigations have corroborated these findings, demonstrating an early accumulation of glycolytic intermediates and a decline in FAO enzymes in advanced HCM.^12^

Taken together, these observations suggest that uncoupling of glycolysis from glucose oxidation may be pathogenic in HCM. The accumulation of glycolytic byproducts, including pyruvate, lactate, and protons, may exert cardiotoxic effects leading to elevated intracellular sodium,^13,14^ decreased FAO, and mitochondrial damage in advanced HCM. Elevated intracellular sodium, in turn, can impair intracellular calcium handling, a mechanism implicated in HCM pathogenesis.^15,16^ Importantly, while similar substrate changes have been suggested by *ex vivo* metabolomic analysis,^12^ to our best knowledge, no direct measurements of substrate oxidation fluxes have been previously performed in beating HCM hearts.

In this context, sodium–glucose cotransporter 2 inhibitors (SGLT2i), such as empagliflozin (EMPA), have emerged as promising therapeutic agents, demonstrating substantial benefits on cardiovascular morbidity and mortality in HF patients, irrespective of diabetic status.^17^ Our recent findings from diabetic cardiomyopathy suggest that SGLT2 inhibition has the potential to counter LVH, increase FAO, and lower myocardial intracellular sodium,^18,19^ thereby offering a compelling rationale for exploring their utility in HCM management. This is further supported by SGLT2i-related improvements in diastolic function and functional capacity^20^ as well as all-cause mortality, hospitalizations, and cardiovascular symptoms in clinical studies encompassing diabetic and non-diabetic HCM patients.^21^

Here, we hypothesized that treatment with EMPA would improve cardiac energetics, contractile function and structure in HCM. To test this hypothesis, we studied mice carrying the myosin R403Q mutation treated with EMPA for 16 weeks. Through the application of multi-nuclear magnetic resonance spectroscopy (^31^P, ^13^C, and ^23^Na MRS), alongside transcriptomic, proteomic, and phosphoproteomic profiling, we determined that EMPA treatment facilitates the coupling of glycolysis with glucose oxidation and normalizes the elevated intracellular sodium levels observed in HCM myocardium. Consistent with prior literature, EMPA normalized myocardial FAO^18,22^ and, unexpectedly, branched-chain amino acid (BCAA) catabolism,^23^ which was associated with reduced mammalian target of rapamycin (mTOR) activation. These metabolic corrections were accompanied by the attenuation of LVH and fibrosis, improved energetics, diastolic function, and contractile reserve in HCM hearts.

## Methods

Nine-to-10-week-old male mice harbouring R403Q mutation in cardiac myosin heavy chain or wild-type (WT) littermates were fed *ad libitum* a control diet (CD; 10% kcal lard, 0% sucrose; product No. D09071703; Research Diets, New Brunswick, NJ, USA) or the same diet enriched with EMPA (0.15 mg/g of diet; Boehringer Ingelheim, Ingelheim am Rhein, Germany) for 16 weeks. This dose of EMPA is equivalent to ∼15 mg/kg body weight as described by Verma *et al*.^24^ Mice harbouring R403Q mutation in cardiac myosin heavy chain were kindly provided by Drs Christine E. Seidman and Jonathan G. Seidman (Harvard Medical School, Boston, MA, USA).^3,25,26^ Mice were randomized by body weight and divided into three groups: (i) WT-CD; (ii) R403Q-CD; and (iii) R403Q-EMPA. Mice were housed under standard laboratory conditions with controlled temperature, humidity, and light. The protocol was approved by the Institutional Animal Care and Use Committee at Boston University School of Medicine and Brigham and Women's Hospital. The study protocol is depicted in *Figure 1*.

**Figure 1:**
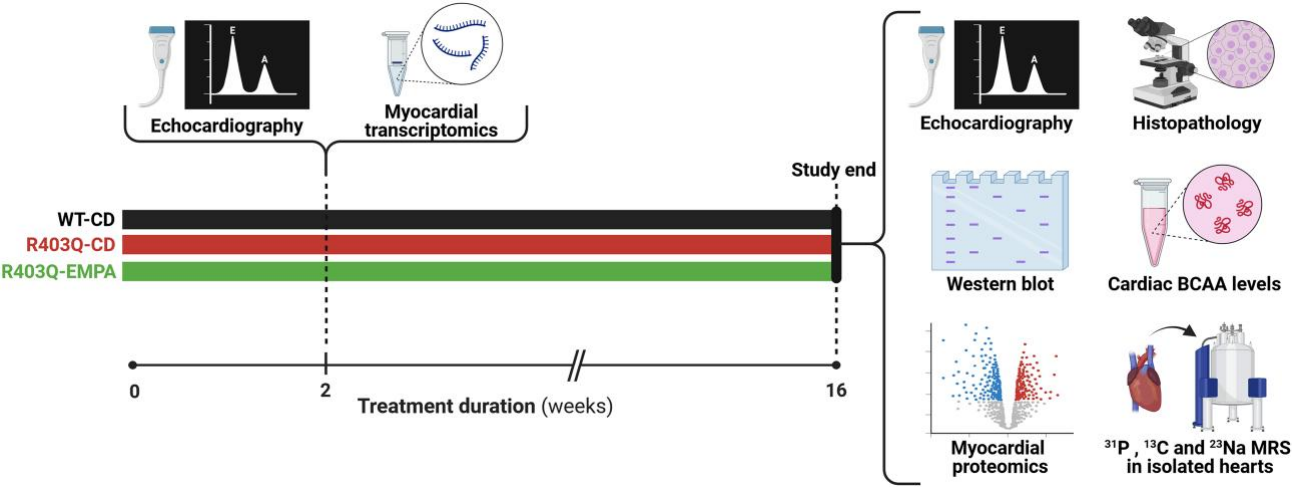
Study protocol. Mice harbouring R403Q mutation in cardiac myosin heavy chain or their wild-type littermates were randomized by body weight into three groups: (i) wild-type-control diet (WT-CD); (ii) R403Q-CD; and (iii) R403Q-EMPA. Nine-to-10-weeks-old mice were started on a control diet or the same diet enriched with empagliflozin. After 2 weeks of treatment echocardiography was performed and subset of mice was sacrificed for myocardial RNA sequencing analysis. At the end of the 16-week treatment period, mice underwent echocardiography and heart isolation followed by ^31^P, ^13^C, and ^23^Na NMR spectroscopy. Hearts from a separate set of animals were used for histology, western blot analysis, cardiac branched-chain amino acid levels measurement, and both proteomics and phosphoproteomics assessments. Created with BioRender.com

Echocardiography,^18,27^ LV contractile function, and high-energy phosphates measurement by ^31^P NMR spectroscopy,^18,19,28,29^  ^13^C substrate oxidation flux by ^13^C NMR^30–32^ and intracellular sodium [Na^+^]*_i_* assessment by ^23^Na NMR in isolated beating hearts,^19^ cardiac histology,^18,28^ and western blot analysis,^33,34^ BCAA levels measurement, transcriptomics,^18^ proteomics, and phosphoproteomics^12^ were performed as previously described. Supplementary animal studies, detailed methods and dataset deposition information are available in the Supplementary data online. Means, SEM, and *N* for each figure are provided in Supplementary data online, *Table S5*.

## Results

### Empagliflozin modulates pathways associated with substrate metabolism, energetics, and hypertrophy in R403Q hearts

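Left ventricular RNA was sequenced from 4 groups of male mice: wild-type mice on the control diet (WT-CD, n = 5), R403Q mice on the control diet (R403Q-CD, n = 7), R403Q mice on the EMPA diet (R403Q-EMPA, n = 4) and wild-type mice on the EMPA diet (WT-EMPA, n = 5). The paper gives an age of 12 weeks and an EMPA treatment of 2 weeks, whereas the description deposited with the samples gives 16 weeks of treatment. The RNA sequencing results of the paper do not cover the WT-EMPA mice. R403Q is a missense mutation in the α-myosin heavy chain, which is encoded by Myh6. Its transcript took 4.24 ± 0.189% of all counts in WT-CD (SD, n = 5), 3.35 ± 0.708% in R403Q-CD (SD, n = 7) and 3.51 ± 0.419% in R403Q-EMPA hearts (SD, n = 4).

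The authors sequenced polyadenylated RNA as read pairs, aligned the pairs to the mouse genome (mm10) with STAR and counted uniquely aligned proper pairs on Ensembl genes with featureCounts, leaving out mitochondrial genes. The deposited values are these counts, without normalization, together with the variance-stabilized values made from them. Totals per mouse ran from 29722396 to 40600094 counts in WT-CD (median 31625364), from 27348777 to 43539684 in R403Q-CD (median 31170736) and from 23491535 to 35855534 in R403Q-EMPA (median 31487884). The smallest expression that these totals can show, taken as 3 counts, lay between 0.0689 and 0.128 CPM (counts scaled to the same library total), and this floor covers counting error only.

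The counts were normalized by the TMM method, and genes were tested with edgeR's quasi-likelihood test in a model with the 3 groups of the paper, with Benjamini-Hochberg adjustment over the 17025 genes that had enough counts. Gene sets were tested with fgsea on all tested genes, ranked by the sign of the change and the square root of edgeR's F statistic. A positive normalized enrichment score (NES) means higher expression in the first group named. The 44 gene sets that cover the paper's pathways were fixed before the data were examined: 24 Reactome sets and 20 lists of genes written by hand. Their p-values were adjusted over all 1150 sets tested, and the NES of the same pathway in the paper comes from another version of the sets. The paper reported many of the pathways from the same mice, so the choice of the 44 sets was not independent of these data. To treat mice rather than genes as replicates, each mouse also received a score per set, the mean over its genes of log2 CPM scaled to units of SD over the 16 mice. Scores were compared by two-sided exact permutation tests, with adjustment over the 44 sets. For 7 mice against 5 the smallest p these tests can give is 0.00126, and for 4 against 7 it is 0.00303. Over 44 sets, a single set at this smallest p has an adjusted p of 0.0556 in the former design and 0.133 in the latter, so that it cannot pass the threshold by itself. The permutations, and the random splits of mice, took no account of the cages that groups shared. No cage, as read from the mouse numbers, held mice on both diets: the CD mice came from 4 cages and the EMPA mice from 3. Cage and diet can therefore not be told apart.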

Transcriptomic and proteomic/phosphoproteomic analyses were conducted to evaluate the effects of EMPA on R403Q hearts. Echocardiography in 12-week-old mice revealed diastolic LV dysfunction without LVH (see Supplementary data online, *Figure S1*). Transcriptomic analysis of 12-week-old R403Q hearts, prior to the onset of LVH, revealed: (i) up-regulation of pathways related to hypertrophy and remodelling, including mammalian target of rapamycin complex 1 (mTORC1) signalling and collagen formation; (ii) down-regulation of energy metabolism pathways including pyruvate dehydrogenase (PDH) complex, FAO, tricarboxylic acid (TCA) cycle and mitochondrial electron transport, (iii) down-regulation of DNA metabolism and up-regulation of ATPase-coupled ion transport; (iv) down-regulation of insulin and up-regulation of glucagon related pathways; (v) down-regulation of BCAA catabolism; and (vi) pathological changes in pathways related to cardiac muscle contraction, relaxation, cardiac cell development, and action potential formation. 

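In R403Q-CD against WT-CD hearts, 98 of 17025 genes had an adjusted p-value under 0.05, of which 63 were higher and 35 lower in R403Q-CD. Their absolute log2 fold change had a median of 0.59. At an unadjusted p-value under 0.05 there were 3341 genes, where chance alone would give 851. The number moved most with DESeq2's Wald test, the test the paper used, which found 806 genes (499 higher and 307 lower), the 98 genes among them. Scaled to library size alone, 147 genes passed, 118 higher and 29 lower. With cage added to a model of the 12 CD mice alone, 19 genes remained past the threshold, 18 of them among the 98. The same mice without cage gave 28 genes, so most of the fall from 98 came with the smaller fit. Genes at an unadjusted p-value under 0.05 numbered 3891 with cage and 2979 without. Across 12 fits that each left out 1 mouse, between 14 and 630 genes passed. Of 100 ways to split the same 12 mice into groups of 7 and 5, the real one included, 3 gave at least as many genes.

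The gene with the smallest p-value was Htatip2 (ENSMUSG00000039745), on chromosome 7 of GRCm38 from 49759115 to 49773975. It rose from 16.7 ± 0.677 CPM in WT-CD (SD, n = 5) to 23.5 ± 1.5 CPM in R403Q-CD (SD, n = 7), a log2 fold change of 0.50 (SE 0.0551, adjusted p = 0.00109, edgeR). Sec14l5 (log2 fold change 1.60), Rp1 (2.00) and 2 genes with provisional names completed the 5 higher genes with the smallest p-values. The 5 lower genes were Trabd2b (log2 fold change −0.64, adjusted p = 0.00159), the T-type calcium channel gene Cacna1g (−0.94, adjusted p = 0.00922), Sh3rf2 (−0.53), the pacemaker channel gene Hcn4 (−1.15, adjusted p = 0.0178) and the adenosine receptor gene Adora1 (−0.49). Hcn4 (ENSMUSG00000032338, chromosome 9 from 58823412 to 58863175) fell from 12.3 ± 2.62 to 5.46 ± 1.82 CPM (SD, n = 5 and 7). It lost the threshold in 4 of the 12 fits without a mouse.

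Of the 44 gene sets, 20 passed an adjusted p-value of 0.05, 9 higher and 11 lower in R403Q-CD. For hypertrophy and remodelling, the NES was 2.2 (adjusted p = 1.44e-05) for collagen formation and 2.05 (adjusted p = 0.0049) for fetal and hypertrophic marker genes, whereas hypertrophy model genes had an NES of 1.65 (adjusted p = 0.0995), which passed with DESeq2's Wald statistic (NES 1.7). For energy metabolism, it was −2.28 (adjusted p = 0.000427) for fatty acid oxidation enzymes, with 24 of 24 genes lower and a median log2 fold change of −0.21, and −2.38 (adjusted p = 5.44e-05) for TCA cycle enzymes. Regulation of the PDH complex reached −1.75 (adjusted p = 0.0679), the PDH complex with its kinases, phosphatases and the pyruvate carrier −1.71 (adjusted p = 0.0792), respiratory electron transport −1.5 (adjusted p = 0.0679) and complex I subunits −1.35 (adjusted p = 0.291). The R403Q-CD and WT-CD mice came from the same 4 cages, and with cage in the model both of the latter sets passed (NES −2.19 and −1.97), as did 28 of the 44 sets. Mitochondrial DNA maintenance, the DNA metabolism set closest to the paper's, had an NES of −1.92 (adjusted p = 0.0152). ATPases that pump ions gave −1.09, short of the threshold, and 0.699 when counts were scaled to library size alone. Insulin signalling components were lower (−1.9 (adjusted p = 0.011)), and the glucagon-like peptide 1 set had an NES of 1.69 (adjusted p = 0.0625). Enzymes of branched-chain amino acid catabolism gave −2.65 (adjusted p = 2.52e-07). Sarcomere and calcium-handling genes gave −2.12 (adjusted p = 0.00187), and ion channels of the ventricular action potential −2.99 (adjusted p = 6.76e-09) with 32 of 38 genes lower.

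The number of gene sets moved most with limma's camera, which allows for correlation between genes: 0 of the 44 sets passed. When enrichment was run over the 44 sets alone, 28 passed for the real groups, and 26 of the 100 splits of the 12 mice gave at least as many, with a median of 24 over the other splits. With mice as replicates, 0 sets passed the adjustment over 44 and 13 had an unadjusted p-value under 0.05. The smallest was that of the action potential channels, with scores of 0.598 ± 0.211 in WT-CD (SD, n = 5) and −0.395 ± 0.418 in R403Q-CD (SD, n = 7; exact permutation p = 0.00126, adjusted p = 0.0556). All 7 R403Q-CD mice lay below all 5 WT-CD mice for this set.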

Remarkably, a brief (2-week) EMPA treatment counteracted these gene reprogramming changes (*Table 1* and Supplementary data online, *Table S1*). Furthermore, single-nucleus RNA sequencing corroborated these findings by demonstrating fibroblast activation^35^ in untreated R403Q hearts (see Supplementary data online, *Figures S2–S4*).

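Between R403Q-EMPA and R403Q-CD hearts, 0 genes had an adjusted p-value under 0.05, the smallest being 0.0916. At an unadjusted p-value under 0.05 there were 2123 genes, and 21 of 100 splits of the 11 mice into groups of 4 and 7 gave at least as many. DESeq2's Wald test moved the count most, to 139 genes (73 higher and 66 lower with EMPA).

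To put a number on counteraction, the 2 contrasts were compared gene by gene. Of the 98 genes past the threshold between R403Q-CD and WT-CD, 73 (74.5%) changed the opposite way with EMPA, and across all 17025 genes the log2 fold changes of the 2 contrasts had a Pearson correlation of −0.53; genes are not independent replicates. The R403Q-CD mice enter both contrasts with opposite signs, which by itself makes the correlation negative. The 16 mice were shuffled among the 3 groups 100 times, the real grouping included. Of these groupings, 25 gave a correlation at least as negative, and the median of the others was −0.41. For the top 98 genes, 89 gave at least as large a share of opposite genes, and the median of the others was 87.8%. The share of 74.5% was thus below that of most groupings. Shuffling also mixed wild-type with R403Q mice, so it did not keep the genotype difference behind the 98 genes. The lower share therefore cannot tell whether EMPA opposed that difference. When different R403Q-CD mice were used for each contrast (35 splits of the 7 mice, each used both ways), the mean correlation was −0.18, between −0.37 and 0.06, and the mean share of opposite genes 56.4%.

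Among the 44 gene sets, 20 passed in this contrast, 6 higher and 14 lower with EMPA, and of the 20 sets past the threshold between R403Q-CD and WT-CD, 19 had an NES of the opposite sign. The exception was sarcomere and calcium-handling genes (−1.13 (adjusted p = 0.528)). Fatty acid oxidation enzymes had an NES of 2.34 (adjusted p = 0.000379), with 24 of 24 genes higher and a median log2 fold change of 0.23. Collagen formation had an NES of −2.43 (adjusted p = 1.96e-06), hypertrophy model genes −1.92 (adjusted p = 0.0208) and insulin signalling components 1.77 (adjusted p = 0.0423). The threshold was not reached by TCA cycle enzymes (1.47 (adjusted p = 0.226)), regulation of the PDH complex (1.25 (adjusted p = 0.471)), the longer PDH list (1.29 (adjusted p = 0.411)), respiratory electron transport (1.39 (adjusted p = 0.213)), complex I subunits (1.31 (adjusted p = 0.357)), mitochondrial DNA maintenance (1.55 (adjusted p = 0.213)), the glucagon-like peptide 1 set (−1.59 (adjusted p = 0.117)) or the action potential channels (1.69 (adjusted p = 0.0514)). ATPases that pump ions had an NES of 0.623 (adjusted p = 0.984), and −0.987 with DESeq2's Wald statistic. The count of 19 opposite sets also rests on the R403Q-CD mice that both contrasts share. With different R403Q-CD mice in each contrast, a mean of 14.5 of 19.64 sets past the threshold were opposite. When enrichment was run over the 44 sets alone, 26 sets were opposite, and 13 of the 100 shuffles gave at least as many.

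Clock genes active at night were lower in all 4 R403Q-EMPA mice than in all 7 R403Q-CD mice. With a clock score in the model, 4 of the 44 sets passed in place of 20, and fatty acid oxidation enzymes had an NES of 1.7 (adjusted p = 0.0972, fgsea). The clock score itself differed by −2.41 between these groups (exact permutation p = 0.0121, adjusted p = 0.0606 over 15 marker scores), so this model can also remove an effect of EMPA.

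With camera 0 sets passed, and 63 of the 100 splits gave at least as many sets as the real groups when enrichment was run over the 44 sets alone. The fatty acid oxidation score of 1 R403Q-CD mouse was −2.83, while the other 6 lay between −1.12 and 0.456. Without that mouse, 9 of the 44 sets passed, fatty acid oxidation enzymes among them (NES 2.05), and the correlation of the 2 contrasts was −0.33. The NES of these enzymes stayed past the threshold in all 11 fits without a mouse. Run over the 44 sets alone, however, 43 of the 100 splits gave them an NES at least as far from 0. With mice as replicates 0 sets passed the adjustment and 3 had an unadjusted p-value under 0.05. Fatty acid oxidation scores were −0.487 ± 1.16 in R403Q-CD (SD, n = 7) and 0.386 ± 0.311 in R403Q-EMPA (SD, n = 4; exact permutation p = 0.173, adjusted p = 0.64). Of the enrichment in Table 1 and Table S1, the paper states that the short treatment counteracted the changes seen in untreated R403Q hearts.

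**Figure D1:**
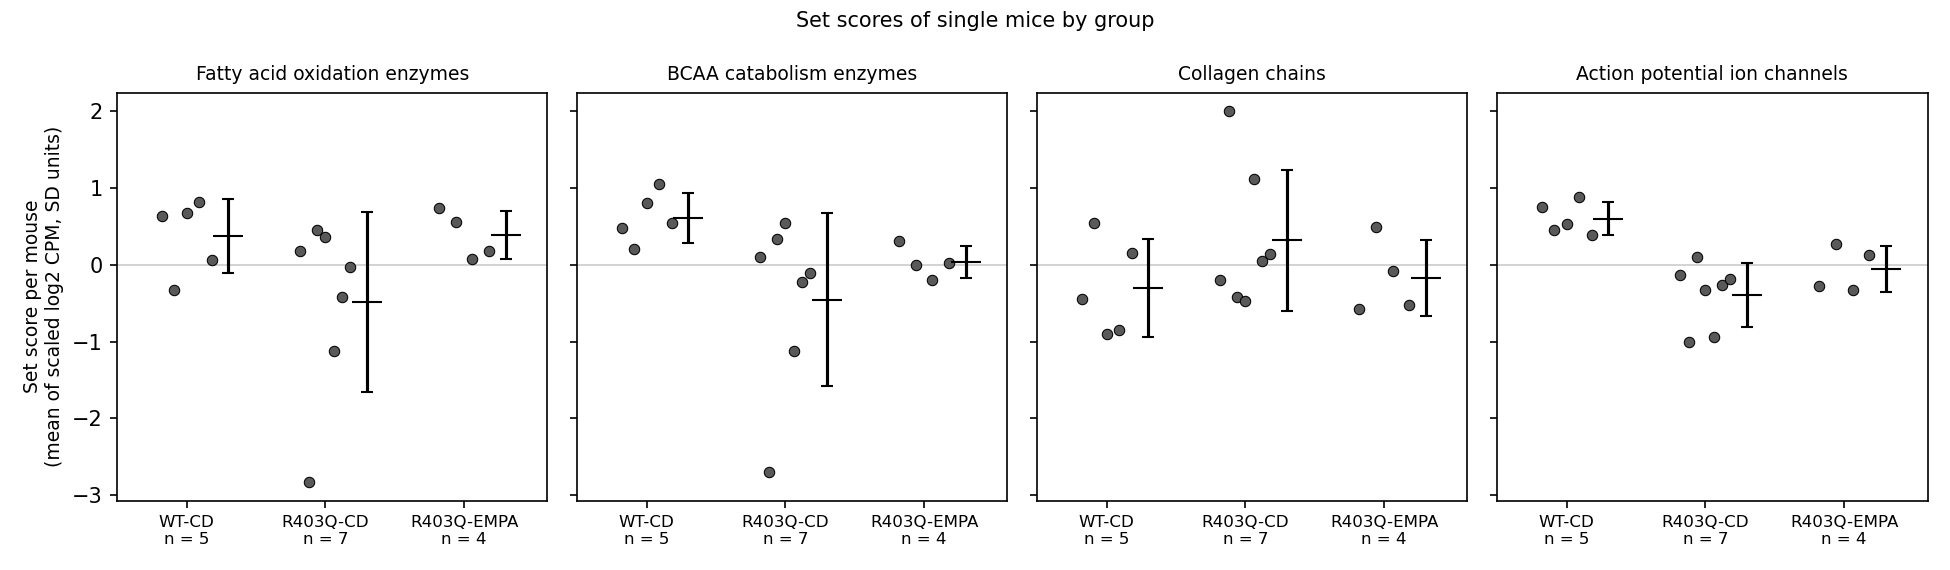
Score of each mouse (y axis, in SD units over the 16 mice) for fatty acid oxidation enzymes, enzymes of branched-chain amino acid catabolism, collagen chains and ion channels of the ventricular action potential, in WT-CD (n = 5), R403Q-CD (n = 7) and R403Q-EMPA (n = 4); points are mice and bars with whiskers are mean ± SD. A lone R403Q-CD mouse lies at −2.83 in the first panel, and the action potential scores of all 7 R403Q-CD mice lie below those of all 5 WT-CD mice.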

**Table 1:** Cardiac RNA sequencing analysis conducted on 12-week-old mice prior to the development of left ventricular hypertrophy

Keyword	Group	Gene set name	R403Q-CD vs WT-CD			R403Q-EMPA vs R403Q-CD		
			NES	*P*	FDR *q*	NES	*P*	FDR *q*
Fatty acid	C5 GO biological process	FATTY ACID BETA OXIDATION	−2.26	<.0001	***0.0007***	2.30	<.0001	***0.0046***
	C2 reactome pathway	MITOCHONDRIAL FATTY ACID BETA OXIDATION	−2.24	<.0001	***0.0008***	2.09	<.0001	***0.0292***
	C5 GO biological process	FATTY ACID CATABOLIC PROCESS	−2.15	<.0001	***0.0030***	2.12	<.0001	***0.0268***
	C2 WikiPathways pathway	FATTY ACID BETAOXIDATION	−2.01	<.0001	***0.0119***	2.38	<.0001	***0.0023***
	C2 KEGG pathway	FATTY ACID METABOLISM	−2.01	<.0001	***0.0120***	1.99	<.0001	***0.0468***
	C5 GO biological process	REGULATION OF FATTY ACID OXIDATION	−1.50	.0286	***0.1402***	2.01	<.0001	***0.0422***
	C5 GO biological process	REGULATION OF FATTY ACID BETA OXIDATION	−1.45	.0687	***0.1661***	2.10	<.0001	***0.0268***
Collagen	C2 reactome pathway	COLLAGEN DEGRADATION	2.42	<.0001	***<0.0001***	−1.93	<.0001	***0.0410***
	C2 reactome pathway	ASSEMBLY OF COLLAGEN FIBRILS AND OTHER MULTIMERIC STRUCTURES	2.35	<.0001	***<0.0001***	−1.99	<.0001	***0.0237***
	C5 GO cellular component	COLLAGEN CONTAINING EXTRACELLULAR MATRIX	2.34	<.0001	***<0.0001***	−1.73	<.0001	***0.1136***
	C5 GO cellular component	COLLAGEN TRIMER	2.31	<.0001	***0.0001***	−2.28	<.0001	***0.0002***
	C2 reactome pathway	COLLAGEN FORMATION	2.28	<.0001	***0.0001***	−2.25	<.0001	***0.0014***
	C2 reactome pathway	COLLAGEN CHAIN TRIMERIZATION	2.27	<.0001	***0.0001***	−2.36	<.0001	***0.0000***
	C5 GO cellular component	COMPLEX OF COLLAGEN TRIMERS	2.13	<.0001	***0.0004***	−2.10	<.0001	***0.0072***
	C2 reactome pathway	COLLAGEN BIOSYNTHESIS AND MODIFYING ENZYMES	2.09	<.0001	***0.0007***	−2.34	<.0001	***0.0000***
	C5 GO biological process	COLLAGEN METABOLIC PROCESS	2.03	<.0001	***0.0014***	−1.52	<.0001	***0.2422***
	C2 reactome pathway	CROSSLINKING OF COLLAGEN FIBRILS	1.90	.0038	***0.0052***	−1.74	<.0001	***0.1126***
	C5 GO biological process	REGULATION OF COLLAGEN METABOLIC PROCESS	1.71	.0036	***0.0249***	−1.61	<.0001	***0.1838***
BCAA	C2 reactome pathway	BRANCHED CHAIN AMINO ACID CATABOLISM	−2.47	<.0001	***<0.0001***	1.57	.0272	***0.2125***
Hypertrophy	C2 WikiPathways pathway	HYPERTROPHY MODEL	1.72	.0112	***0.0240***	−1.85	.0036	***0.0646***
Insulin	C5 GO biological process	REGULATION OF INSULIN LIKE GROWTH FACTOR RECEPTOR SIGNALING PATHWAY	1.97	<.0001	***0.0027***	−1.66	.0090	***0.1496***
PDH	C2 reactome pathway	REGULATION OF PYRUVATE DEHYDROGENASE PDH COMPLEX	−1.97	<.0001	***0.0164***	1.49	.0624	***0.2414***
	C2 WikiPathways pathway	TCA CYCLE AND DEFICIENCY OF PYRUVATE DEHYDROGENASE COMPLEX PDHC	−2.45	<.0001	***0.0001***	1.57	.0281	***0.2105***
Misc.	C5 GO biological process	CARDIAC CELL DEVELOPMENT	−1.93	<.0001	***0.0238***	1.79	<.0001	***0.1164***
	C5 GO biological process	VENTRICULAR CARDIAC MUSCLE CELL ACTION POTENTIAL	−2.16	<.0001	***0.0029***	1.50	.0275	***0.2376***

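The genes chosen beforehand as markers of the pathways show how much the R403Q-CD hearts differed from each other. Natriuretic peptide A (Nppa, ENSMUSG00000041616, chromosome 4 of GRCm38 from 148000722 to 148002079) had 436 ± 137 CPM in WT-CD (SD, n = 5) and between 878 and 11130 CPM in the 7 R403Q-CD hearts, a log2 fold change of 2.73 (SE 0.641, adjusted p = 0.0579 from edgeR). Natriuretic peptide B (Nppb) rose from 115 ± 41.7 to 260.2 ± 183 CPM (SD, n = 5 and 7; log2 fold change 1.19, adjusted p = 0.104). Other markers of hypertrophy did not pass the threshold either: Ankrd1 had a log2 fold change of 0.83 (adjusted p = 0.168), Acta1 1.50 (adjusted p = 0.207) and Myh7 −0.18 (adjusted p = 0.319). Myh6 itself, which carries the mutation, went from 43440 ± 2470 to 32810 ± 7760 CPM (SD, n = 5 and 7; log2 fold change −0.39, adjusted p = 0.216).

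Among genes of energy metabolism, citrate synthase (Cs) had a log2 fold change of −0.35 (adjusted p = 0.151), Cpt1b −0.10 (adjusted p = 0.694) and Cpt2 −0.30 (adjusted p = 0.199), with 265 ± 31.2 CPM of Cpt2 in WT-CD and 214 ± 37.9 in R403Q-CD (SD, n = 5 and 7). The glucose transporter gene Slc2a4 had a log2 fold change of −0.44 (adjusted p = 0.11). Of the 43 marker genes tested, 0 passed with adjustment over all genes. With adjustment over the 43 genes alone 5 passed, Nppa, Nppb, Bckdk and Slc2a4 among them. Slc5a2, the gene of the EMPA target SGLT2, had too few counts to be tested, and its relative Slc5a1 had a log2 fold change of −0.59 (adjusted p = 0.25).

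The citric acid cycle set of Reactome had an NES of −2.46 (adjusted p = 2.07e-05) between R403Q-CD and WT-CD and 1.57 (adjusted p = 0.201) between R403Q-EMPA and R403Q-CD. The mitochondrial fatty acid beta-oxidation set had an NES of −2.28 (adjusted p = 0.00086) and, with EMPA, 1.98 (adjusted p = 0.0149). Fetal and hypertrophic marker genes fell with EMPA (−1.72 (adjusted p = 0.0659)). The insulin receptor signalling cascade had an NES of −1.42 (adjusted p = 0.101) and 1.23 (adjusted p = 0.388) in the same 2 contrasts, the former turning to 0.628 when genes were ranked by log2 fold change. Striated muscle contraction had an NES of −0.771 (adjusted p = 0.931) and −1.28 (adjusted p = 0.405), the former 1.02 without the filter on low counts.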

R403Q hearts showed: (i) up-regulation of pathways related to hypertrophy and remodelling, collagen formation and metabolism; (ii) down-regulation of pathways associated with fatty acid oxidation; (iii) pathological regulation of energetic metabolism pathways, characterized by the down-regulation of the TCA cycle and the PDH complex; (iv) dysregulation of metabolic signalling pathways, evident from down-regulation of insulin signalling; (v) down-regulation of BCAA catabolism; and (vi) pathological modulation of pathways related to cardiac muscle contraction and relaxation, cardiac cell development, and action potential formation. Differential expression was assessed using the Wald test implemented in the DESeq2 R package. Sample sizes were *n* = 5 for WT-CD, *n* = 7 for R403Q-CD, and *n* = 4 for R403Q-EMPA. Gene sets were obtained from the Molecular Signatures Database (MSigDB), version 7.5.1. False discovery rate (FDR) corrected *P*-values (FDRq) and nominal *P*-values (*P*) of each gene set are reported. An FDRq < 0.05 was considered significant.

Proteomic and phosphoproteomic analyses at the end of the study at 25-weeks of age further validated the transcriptomics findings. Compared with WT mice, untreated R403Q mice exhibited decreased enrichment of pathways related to pyruvate metabolism, FAO, the TCA cycle, and respiratory electron transport (*Figure 2*; Supplementary data online, *Figure S5*). Pathways associated with contraction generation were down-regulated, while those associated with mTOR signalling, collagen formation and insulin-like growth factor activity regulation were up-regulated. Empagliflozin treatment reversed these changes (*Figure 2*; Supplementary data online, *Figure S5* and *Table S3*). For additional details on significant pathway changes and their biological significance, see Supplementary data online, *Tables S2* and *S3*.

**Figure 2:**
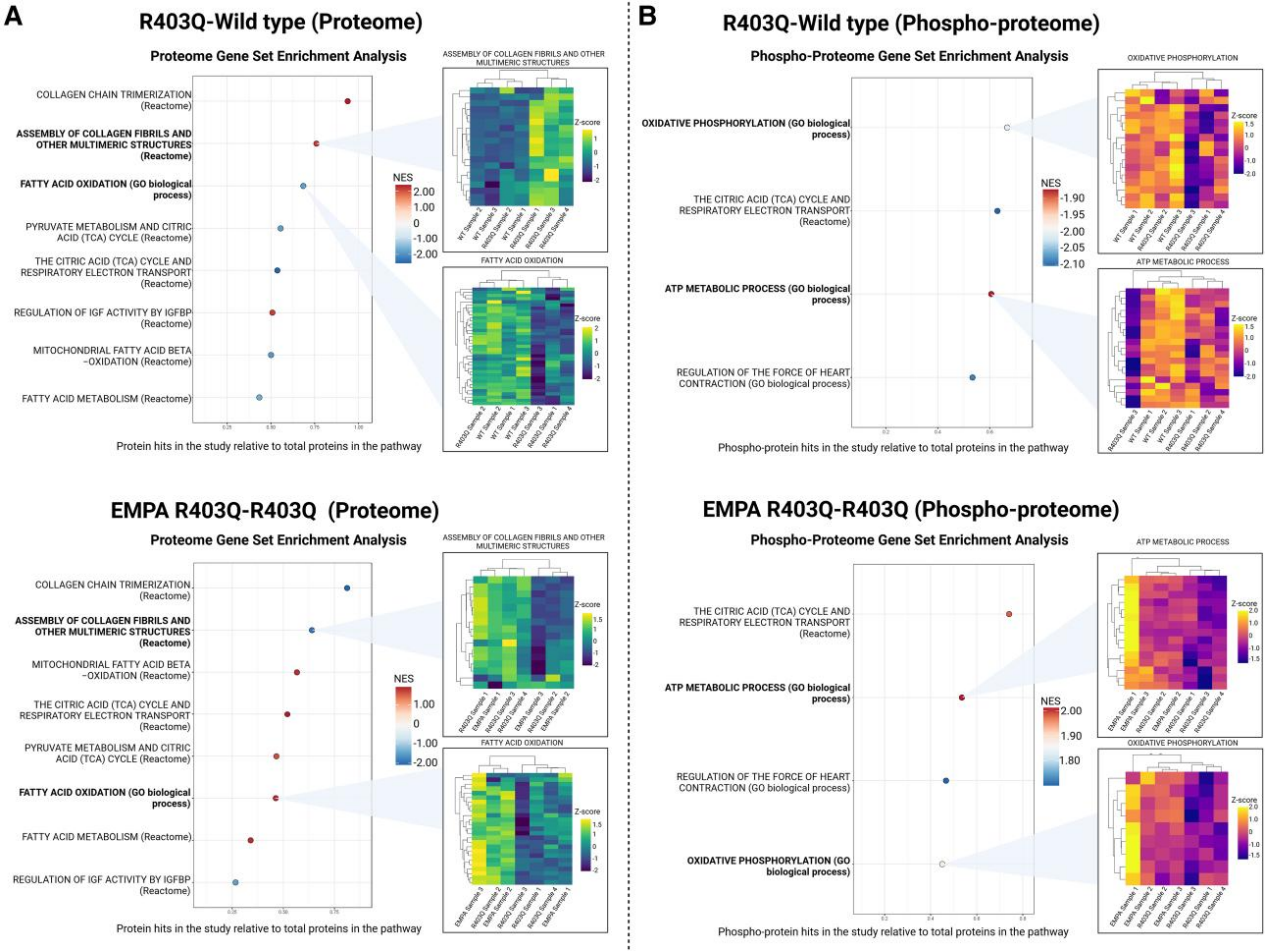
Cardiac proteomic and phosphoproteomic analysis performed in 25-week-old mice after 16 weeks of treatment. Cardiac proteomics showed (*A*) down-regulation of pathways associated with fatty acid oxidation and metabolism, pyruvate metabolism, and tricarboxylic acid and respiratory electron transport in the R403Q mice; up-regulation of pathways associated with collagen formation and the regulation of insulin-like growth factor activity in the R403Q mice. Treatment with empagliflozin countered these changes. Cardiac phosphoproteomics showed (*B*) down-regulation of pathways associated with oxidative phosphorylation, citric acid cycle and respiratory electron transport, adenosine triphosphate metabolic process, and regulation of the force of heart contraction. Treatment with empagliflozin countered these changes. The *n* = 3 (WT-CD), 4 (R403Q-CD), and 3 (R403Q-EMPA). Proteome and phosphor-proteome gene set enrichment analyses depict top differential pathways and select heatmaps with hierarchically clustered (Euclidean distance) profiles of corresponding annotated protein components. Pathways with FDR <0.05 in the R403Q-CD comparison was considered significant. Differential expression of pathways was assessed via a normalized enrichment score, in which a positive normalized enrichment score represents up-regulation and negative normalized enrichment score down-regulation in the first comparison group (e.g. positive normalized enrichment score in the plot comparing R403Q-WT signifies up-regulated in R403Q). Volcano plots are shown in Supplementary data online, *Figure S2*

Collectively, these findings demonstrate that energy metabolism and hypertrophic signalling pathways are dysregulated early in R403Q hearts, as shown by transcriptomic data, and persist into advanced stages of HCM, as revealed by proteomic and phosphoproteomic analyses. 

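At the level of single mice, TCA cycle enzyme scores in 12-week-old hearts were 0.643 ± 0.384 in WT-CD (SD, n = 5) and −0.407 ± 1.21 in R403Q-CD (SD, n = 7; exact permutation p = 0.0669, adjusted p = 0.188). The fatty acid oxidation scores of WT-CD were 0.372 ± 0.487 (SD, n = 5), and the difference of −0.859 between R403Q-CD and WT-CD was smaller than the SD within R403Q-CD (exact permutation p = 0.145, adjusted p = 0.29). Respiratory electron transport scores were 0.175 ± 0.534 in WT-CD and −0.159 ± 1.12 in R403Q-CD (SD, n = 5 and 7; exact permutation p = 0.577). Hypertrophy model genes scored −0.21 ± 0.168 in WT-CD and 0.308 ± 0.612 in R403Q-CD (SD, n = 5 and 7; exact permutation p = 0.104, adjusted p = 0.228), with 4 of 7 R403Q-CD mice above every WT-CD mouse. Of 100 splits of these 12 mice, 7 gave at least 13 sets with an unadjusted p-value under 0.05, the number found for the real groups.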

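Compared directly with WT-CD hearts, R403Q-EMPA hearts at 12 weeks differed in 84 genes with an adjusted p-value under 0.05 in edgeR's test, 54 higher and 30 lower, and in 2081 genes at an unadjusted p-value under 0.05. Of the 98 genes that separated R403Q-CD from WT-CD, 25 were among the 84, all changed in the same direction. The WT-CD mice enter both contrasts with the same sign, which by itself favours shared genes and the same direction. DESeq2's Wald test gave 421 genes for this contrast, and 1 of 100 splits of the 9 mice, the real one, gave as many as 84. Htatip2 stayed at 22.1 ± 0.658 CPM in R403Q-EMPA (SD, n = 4; log2 fold change against R403Q-CD −0.08, adjusted p = 0.578), and Nppa was at 779.7 ± 305 CPM (SD, n = 4; log2 fold change against R403Q-CD −1.88, SE 0.671, adjusted p = 0.303). In fits without 1 mouse, that change of Nppa lay between −2.08 and −0.96. Nppb fell to 115 ± 27.3 CPM (SD, n = 4; log2 fold change −1.17, adjusted p = 0.264). Ankrd1 had a log2 fold change of −1.27 (adjusted p = 0.207), Myh7 of 0.41 (adjusted p = 0.157) and Myh6 of 0.08. Of the 43 marker genes 0 passed over all genes, and over the 43 alone 3 did: Myh7, Ankrd1 and Irs1.

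TCA cycle enzyme scores in R403Q-EMPA were −0.0916 ± 0.394 (SD, n = 4; exact permutation p = 0.727 against R403Q-CD), respiratory electron transport scores 0.0589 ± 0.725 (exact permutation p = 0.773) and hypertrophy model gene scores −0.276 ± 0.119 (exact permutation p = 0.109, adjusted p = 0.64). None of these differences was larger than the SD between the R403Q-CD mice.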

Empagliflozin treatment normalizes these metabolic pathways and mitigates pathological hypertrophy, highlighting its potential to ameliorate the progression of metabolic and structural alterations in HCM.

### Empagliflozin normalizes substrate utilization and intracellular sodium in R403Q hearts

Building on these multi-omics findings, we used ^13^C NMR to directly measure substrate metabolic fluxes in R403Q hearts with and without EMPA treatment. R403Q hearts exhibited a metabolic shift from FAO to an inefficient glucose utilization. Specifically, FAO was reduced by 63% (*P* < .0001; *Figure 3E*) while glucose uptake increased by 167% (0.59 ± 0.19 μmol/gww/min in WT-CD vs 1.58 ± 0.31 μmol/gww/min in R403Q-CD; *P* < .05; *Figure 3A*). In absolute amounts, glucose uptake increased by 0.99 ± 0.37 μmol/gww/min and glucose oxidation increased only by 0.36 ± 0.06 μmol/gww/min (0.24 ± 0.04 μmol/gww/min in WT-CD vs 0.60 ± 0.05 μmol/gww/min in R403Q-CD; *P* < .01; Supplementary data online, *Figure S6*) resulting in increased uncoupling of glycolysis from glucose oxidation by 177% (0.35 ± 0.04 μmol/gww/min in WT-CD vs 0.98 ± 0.05 μmol/gww/min in R403Q-CD; *P* < .0001; *Figure 3B*). This uncoupling led to a 153% increase in lactate production (*P* < .01; *Figure 3D*) and 272% increase in other non-oxidative glucose pathways (*P* < .05; *Figure 3C*), resulting in inefficient glucose utilization as energy substrate. Empagliflozin treatment normalized these metabolic alterations in R403Q hearts by increasing FAO by 175%, restoring it as predominant cardiac energy substrate (*P* < .0001; *Figure 3E*). Additionally, glucose uptake decreased by 65% (*P* < .05; *Figure 3A*) and glycolysis/glucose oxidation coupling improved by 65% (*P* < .0001). This was further supported by a 54% (*P* < .05) reduction in lactate production and 92% (*P* < .01) decrease in other non-oxidative glucose pathways (*Figure 3B–D*). Additionally, normalization of acylcarnitine metabolism following EMPA treatment, as assessed by liquid chromatography–mass spectrometry (see Supplementary data online, *Figure S7*), further underscores its beneficial effect on dysregulated FAO. Moreover, intracellular sodium concentration ([Na^+^]*_i_*) which was elevated by 43% in R403Q hearts (*P* < .05), decreased by 33% with EMPA treatment (*P* < .05, *Figure 3F*). This suggests that the accumulation of glycolytic byproducts such as lactate and protons contributes to elevated [Na^+^]*_i_*, while improved glycolysis/glucose oxidation coupling reverses these abnormalities.

**Figure 3:**
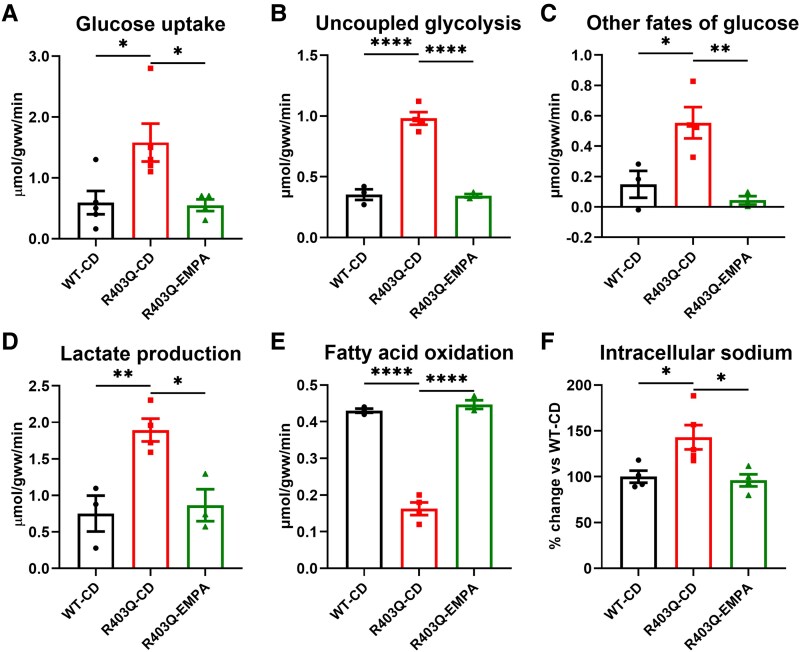
Empagliflozin decreases glucose uptake, improves glycolysis/glucose oxidation coupling and increases fatty acid oxidation and normalizes intracellular sodium levels in R403Q hearts. R403Q heart presented increased glucose uptake (*A*) associated with glycolysis/glucose oxidation uncoupling (*B*) with increase in ‘other fates of glucose’ (*C*) and increased lactate production (*D*). Furthermore, R403Q heart showed decreased fatty acid oxidation (*E*) and increased levels of intracellular sodium ([Na^+^]*_i_*) (*F*). A 16-week empagliflozin treatment switched cardiac metabolism back to fatty acid oxidation (*E*), decreased glucose uptake (*A*) and improved glycolysis/glucose oxidation coupling (*B*) as also evidenced by reducing ‘other fates of glucose’ (*C*), decreasing lactate production (*D*), and normalizing [Na^+^]*_i_* (*F*). Uncoupled glycolysis = glycolysis-glucose oxidation. Data shown are mean ± SEM. *n* = 3–4. *P*-values were obtained by one-way analysis of variance with Bonferroni multiple comparisons tests (adjusted *P*-value threshold <.05). *P < .05, **P < .01, and ****P < .0001

Together, these findings demonstrate a profound metabolic shift in R403Q hearts from FAO to inefficient glucose utilization, characterized by uncoupling of glycolysis from glucose oxidation and elevated intracellular sodium levels. Empagliflozin treatment effectively normalized these metabolic and sodium handling imbalances.

### Empagliflozin improves LV contractile function, cardiac energetics and efficiency in R403Q hearts

R403Q hearts demonstrated impaired contractile reserve as evidenced by their inability to increase developed pressure (DevP) and rate pressure product (RPP) at high workload (HW), coupled with a significant increase in LV end-diastolic pressure (EDP) (*Figure 4A–C*).

**Figure 4:**
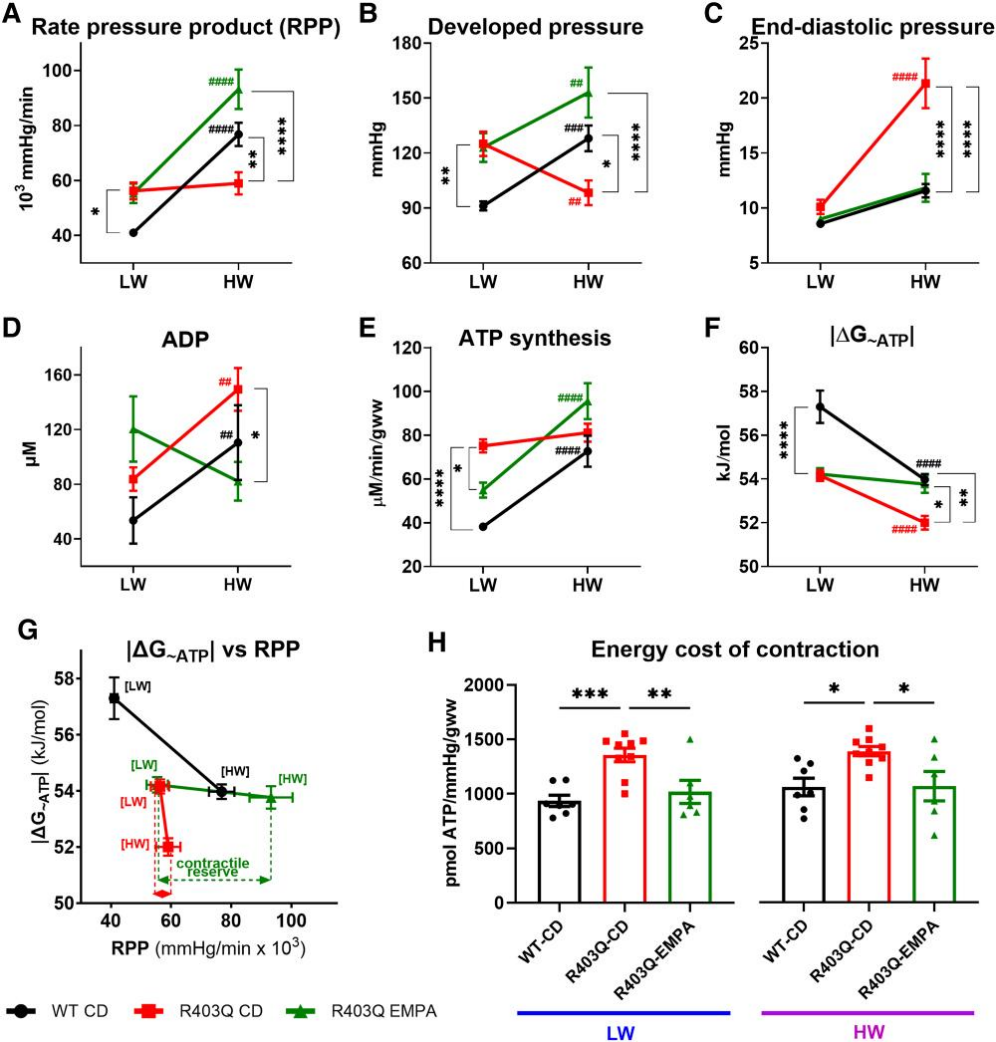
Empagliflozin improves cardiac contractile function, energetics, and efficiency in R403Q hearts. At low workload, R403Q hearts exhibited elevated rate pressure product (*A*) and developed pressure (*B*) and similar end-diastolic pressure (*C*) compared with control hearts. At high workload, while control hearts increased rate pressure product (*A*) and developed pressure (*B*) without significant changes in end-diastolic pressure (*C*), R403Q hearts failed to increase rate pressure product (*A*), displayed decreased developed pressure (*B*), and markedly increased end-diastolic pressure (*C*). After 16-weeks of empagliflozin treatment, R403Q contractile reserve improved as evidenced by increased rate pressure product (*A*) and developed pressure (*B*) at high workload, while maintaining stable end-diastolic pressure (*C*). R403Q hearts showed impaired cardiac energetics: R403Q hearts failed to adequately increase adenosine triphosphate synthesis (*E*) had elevated ADP levels (*D*) and showed a significant reduction in the free energy of adenosine triphosphate hydrolysis (|Δ*G*_∼ATP_|) (*F*), which was already lower than control at low workload. Empagliflozin treatment effectively increased adenosine triphosphate synthesis (*E*) decreased ADP levels (*D*), and stabilized |Δ*G*_∼ATP_| (*F*) under high workload conditions. The graph (*G*) demonstrates the interplay between cardiac energetics and contractile function, indicating that empagliflozin treatment enabled significant increases in rate pressure product at high workload with minimal impact on |Δ*G*_∼ATP_|. Additionally, empagliflozin treatment reduced the energy cost of contraction (*H*) at both low workload and high workload, indicating enhanced energetic efficiency. Data shown are mean ± SEM. *n* = 5–9. *P*-values were obtained by two-way repeated measures analysis of variance with Bonferroni multiple comparisons tests (adjusted *P*-value threshold <.05) to analyse the contractile function and ^31^P NMR data from the isolated beating heart, and one-way analysis of variance with Bonferroni multiple comparisons tests (adjusted *P*-value threshold <.05) to analyse energy cost of contraction. *P < .05, **P < .01, ***P < .001, and ****P < .0001 to denote significant differences between study groups; ^##^*P* < .01, ^###^*P* < .001, and ^####^*P* < .0001 to denote significant differences between high workload and low workload within a study group

At low workload (LW), R403Q hearts exhibited elevated DevP (by 37%, *P* < .01; *Figure 4A*) and RPP (by 37%, *P* < .05; *Figure 4B*) with a comparable EDP to control hearts (ns; *Figure 4C*). At HW, control hearts significantly increased DevP and RPP (40% and 87% vs LW, respectively; *P* < .0001 and *P* < .001; *Figure 4A* and *B*) without a significant rise in EDP (ns, *Figure 4C*). In contrast, R403Q hearts failed to increase RPP and showed a marked 111% rise in EDP compared with LW (*P* < .0001; *Figure 4C*).

Empagliflozin treatment markedly improved the contractile reserve in R403Q hearts. At HW, EMPA-treated R403Q hearts increased RPP by 68% (*P* < .0001; *Figure 4A*) and DevP by 24% (*P* < .01; *Figure 4B*) while maintaining stable EDP (ns; *Figure 4C*). Compared with untreated R403Q hearts, EMPA treated hearts at HW exhibited 56% higher DevP, 58% higher RPP (both *P* < .0001; *Figure 4A* and *B*), and 45% lower EDP (*P* < .0001; *Figure 4C*).

The reduced contractile reserve in R403Q hearts was associated with impaired cardiac energetics. Despite increased baseline ATP synthesis rate, the absolute value of free energy of ATP hydrolysis |Δ*G*_∼ATP_| was reduced, reflecting a mismatch between ATP supply and demand. At HW, ATP synthesis increased by 90% in control hearts (*P* < .0001) but failed to increase in R403Q hearts (ns; *Figure 4E*), further worsening |Δ*G*_∼ATP_|. Empagliflozin treatment did not affect |Δ*G*_∼ATP_| at LW but increased ATP synthesis by 74% at HW (*P* < .0001; *Figure 4E*) resulting in significantly increased |Δ*G*_∼ATP_| (*P* < .05; *Figure 4F*). Adenosine diphosphate (ADP) levels mirrored the |Δ*G*_∼ATP_| changes, with higher ADP in R403Q hearts unaffected by EMPA treatment at LW but significantly decreased at HW (45% reduction, *P* < .05; *Figure 4D*).

Graphical analysis of |Δ*G*_∼ATP_| and RPP underscores the intertwined relationship between cardiac energetics and contractile function (*Figure 4G*). Empagliflozin improved the contractile reserve in R403Q hearts, enabling a 68% increase in RPP at HW (*P* < .0001) with minimal impact on |Δ*G*_∼ATP_|. Additionally, EMPA reduced the energy cost of contraction by 25% at LW and 24% at HW (*P* < .01 and *P* < .05, respectively; *Figure 4H*), highlighting its efficacy in enhancing energetic efficiency in compromised R403Q hearts.

Together, these findings demonstrate impaired contractile function and energetics in R403Q hearts at LW, further deterioration at HW, and normalization following EMPA treatment. Empagliflozin enabled R403Q hearts to respond to increased workload by improving cardiac energetics and enhancing efficiency.

### Empagliflozin prevents cardiac hypertrophy and improves diastolic function in R403Q hearts

At 12 weeks of age, echocardiography of R403Q hearts revealed diastolic dysfunction without significant changes in total wall thickness compared with controls. Specifically, *E*/*A* ratio and *E*_m_ were reduced by 26% and 19%, respectively (*P* < .0001 and *P* < .001; Supplementary data online, *Figure S1*), indicating that diastolic dysfunction precedes LVH in this model, consistent with findings from human HCM.^36^ Baseline echocardiography at 9–10 weeks of age demonstrating similar pattern is shown in Supplementary data online, *Figure S8*.

At the end of the study (age 25 weeks), R403Q hearts exhibited LVH as demonstrated by echocardiography and histopathology (see *Figure 5* and Supplementary data online, Figure  *S9*). Total wall thickness increased by 23% (*P* < .0001), while EMPA treatment decreased this by 12% (*P* < .01; *Figure 5A*). Histopathology showed a 66% increase in cardiomyocyte cross-sectional area and a 267% increase in cardiac fibrosis in R403Q hearts (both *P* < .0001); EMPA treatment reduced these by 42% and 50%, respectively (both *P* < .0001; *Figure 5E* and *F*). R403Q hearts again demonstrated LV diastolic dysfunction, with *E*/*A* ratio and *E*_m_ decreased by 39% and 37%, respectively (*P* < .0001 and *P* < .001; *Figure 5C* and *D*). Empagliflozin improved LV diastolic function, increasing the *E*/*A* ratio by 37% and *E*_m_ by 41% (both *P* < .0001; *Figure 5C* and *D*). As expected in an HCM model with hypercontractility, LV fractional shortening increased by 44% (*P* < .05; *Figure 5B*). Consistent with concentric remodelling, LV end-systolic and end-diastolic diameters were reduced by 25% (*P* < .05) and 11% (ns), respectively, with no significant changes following EMPA treatment (see Supplementary data online, *Figure S10*). These results were corroborated in adult isolated cardiomyocytes where chronic EMPA treatment improved the impaired calcium handling and sarcomere relaxation (see Supplementary data online, *Figure S15*). However, acute EMPA treatment in human induced pluripotent stem cell-derived cardiomyocytes (iPSC-CMs) harbouring the myosin R403Q mutation had no effect on these parameters (see Supplementary data online, *Figure S18*).

**Figure 5:**
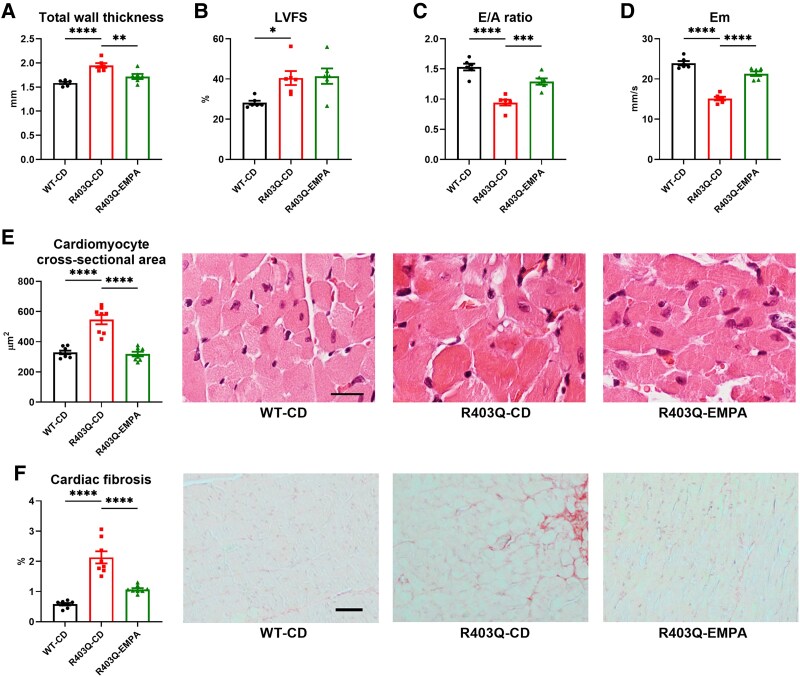
Empagliflozin prevents cardiac hypertrophy and improves diastolic function in R403Q hearts. R403Q hearts developed left ventricular hypertrophy as evidenced by increased total wall thickness (*A*) on echocardiogram and increased cardiomyocyte cross-section area (*E*) and fibrosis (*F*) in histopathology. Hypercontractility in R403Q hearts was evidenced by increased left ventricular fractional shortening (*B*). Furthermore, deteriorated left ventricular diastolic function was evidenced by reduced *E*/*A* ratio (*C*) and *E*_m_ (*D*). A 16-week empagliflozin treatment reduced cardiac hypertrophy and fibrosis (*A*, *E*, and *F*). Additionally, empagliflozin enhanced left ventricular diastolic function (*C* and *D*) without affecting hypercontractility (*B*). Data shown are mean ± SEM. *n* = 6 (for echocardiography) and 8 (for histopathology). *P*-values were obtained by one-way analysis of variance with Bonferroni multiple comparisons tests (adjusted *P*-value threshold <.05). *P < .05, **P < .01, ***P < .001, and ****P < .0001. Representative photomicrographs, hematoxylin–eosin for myocyte cross-section area analysis (*E*) or picrosirius red for cardiac fibrosis analysis (*F*), transmitted light, scale bar indicates 20 µm for myocyte cross-section area analysis (*E*) and 50 µm for cardiac fibrosis analysis (*F*). Additional histopathological images are shown in Supplementary data online, *Figure S9*

Strikingly, EMPA reversed LVH even when treatment was initiated at the fully developed HCM phenotype (see Supplementary data online, *Figure S11*). Moreover, we observed similar effects in a separate HCM model carrying the R92L mutation in cardiac troponin T,^37^ indicating that EMPA's benefits on cardiac hypertrophy and function in HCM are independent of the specific pathogenic sarcomere mutation (see Supplementary data online, *Figure S12*). Collectively, these findings show that EMPA has a potential to both *prevent* and *reverse* cardiac hypertrophy and diastolic dysfunction in HCM hearts.

#### Hypertrophic signalling

The mTOR signalling pathway, a key regulator of growth and energy status, was significantly activated in R403Q hearts. Phospho-mTOR/total-mTOR and phospho-S6/total-S6 ribosomal protein ratios were increased by 103% (*P* < .01; *Figure 6A*) and a 532% (*P* < .0001; *Figure 6B*), respectively, while EMPA treatment reduced these by 43% (*P* < .01) and 92% (*P* < .0001; *Figure 6A* and *B*; uncropped images are shown in Supplementary data online, *Figure S13*). 

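In the RNA sequencing data at 12 weeks, the Mtor transcript had a log2 fold change of −0.03 between R403Q-CD (n = 7) and WT-CD (n = 5; SE 0.0808, adjusted p = 0.868, edgeR), and of 0.17 between R403Q-EMPA (n = 4) and R403Q-CD (adjusted p = 0.433, edgeR). Scaled to library size alone the former was 0.035. The mTOR inhibitor gene Ddit4 had a log2 fold change of −0.32 with EMPA (adjusted p = 0.469). A list of 80 genes whose transcription follows mTORC1 had an NES of 0.96 (adjusted p = 0.772) between R403Q-CD and WT-CD, with 42 genes higher and 38 lower. Between R403Q-EMPA and R403Q-CD its NES was −1.63 (adjusted p = 0.0281), with 53 genes lower and a median log2 fold change of −0.06. This NES lost the threshold in 5 of 11 fits that each left out 1 mouse. Scores of the list were 0.0664 ± 0.106 in WT-CD, 0.0621 ± 0.195 in R403Q-CD and −0.192 ± 0.36 in R403Q-EMPA (SD, n = 5, 7 and 4; exact permutation p = 0.963 for R403Q-CD against WT-CD and 0.167 for R403Q-EMPA against R403Q-CD). The Reactome set for mTOR signalling had an NES of −1.04 (adjusted p = 0.661) between R403Q-CD and WT-CD and −0.861 (adjusted p = 0.836) with EMPA. Signalling by mTORC1 in Reactome had −1.02 (adjusted p = 0.703) and −0.824 (adjusted p = 0.847), and components and regulators of the mTOR complexes −1.63 (adjusted p = 0.0728) and 1.15 (adjusted p = 0.511). With library size alone, the first of these contrasts turned positive for mTOR signalling (NES 0.71) and for signalling by mTORC1 (NES 0.731). Regulation of insulin-like growth factor transport had an NES of 1.68 (adjusted p = 0.112) and, with EMPA, 0.986 (adjusted p = 0.717). Counts of transcripts do not measure phosphorylation of mTOR or S6.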

Transcriptomics and proteomics at 12 and 25 weeks of age, respectively, also indicated an up-regulation of the mTOR signalling in R403Q hearts and its down-regulation by EMPA treatment (see Supplementary data online, *Tables S1* and *S3*). Interestingly, myocardial BCAA concentrations, a major stimulus for mTOR activation,^38,39^ trended 4% higher in R403Q hearts (ns) and were reduced by 31% with EMPA treatment (*P* < .01; *Figure 6C*), consistent with transcriptomic findings of increased BCAA catabolism with EMPA (*Table 1*). 

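For transcripts of BCAA catabolism, 26 of 27 enzyme genes were lower in R403Q-CD than in WT-CD hearts (median log2 fold change −0.28) and 24 of 27 were higher in R403Q-EMPA than in R403Q-CD (median log2 fold change 0.11; NES 1.91 (adjusted p = 0.0108)). The latter enrichment lost the threshold in 3 of 11 fits without a mouse, where the NES fell as low as 0.856. The smaller Reactome set of 17 genes had an NES of −2.34 (adjusted p = 8.3e-05) between R403Q-CD and WT-CD and 1.47 (adjusted p = 0.226) with EMPA. With mice as replicates, the enzyme scores were 0.611 ± 0.323 in WT-CD (SD, n = 5), −0.456 ± 1.12 in R403Q-CD (SD, n = 7) and 0.0337 ± 0.208 in R403Q-EMPA (SD, n = 4). R403Q-CD differed from WT-CD with an exact permutation p of 0.0442 (adjusted p = 0.158) and R403Q-EMPA from R403Q-CD with 0.527 (adjusted p = 0.77).

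Bckdhb (ENSMUSG00000032263, chromosome 9 of GRCm38 from 83925145 to 84124240) encodes a subunit of the branched-chain ketoacid dehydrogenase. It had 73.4 ± 3.09 CPM in WT-CD, 54 ± 13 in R403Q-CD and 63.3 ± 3.49 in R403Q-EMPA (SD, n = 5, 7 and 4). Its log2 fold change was −0.43 between R403Q-CD and WT-CD (SE 0.145, adjusted p = 0.133, edgeR) and 0.23 with EMPA (adjusted p = 0.569). The same R403Q-CD mouse with the lowest fatty acid oxidation score lay far below the other 6 for this gene. Bckdk, which encodes the inhibitory kinase of the enzyme, had a log2 fold change of −0.23 between R403Q-CD and WT-CD (adjusted p = 0.0862 over all genes and 0.0362 over the 43 marker genes).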

Liquid chromatography–mass spectrometry corroborated these findings, showing elevated levels of individual BCAAs: isoleucine, leucine and valine in R403Q hearts, normalized with EMPA treatment (see Supplementary data online, *Figure S14*). Interestingly, a 16-week treatment with 3,6-dichlorobenzo[*b*]thiophene-2-carboxylic acid (BT2), which activates BCAA oxidation,^40^ was associated with attenuation of LVH in R403Q hearts (see Supplementary data online, *Figure S17*). Taken together, these findings suggest the critical role of impaired BCAA catabolism and mTOR signalling in R403Q mutation-induced HCM, which is effectively mitigated by EMPA treatment, even after as short as 2 weeks of administration. Of note, trends towards improved plasma BCAA levels, blood glucose, ketone, and lactate homeostasis were observed after 16 weeks of EMPA treatment (see Supplementary data online, *Figure S16*).

**Figure 6:**
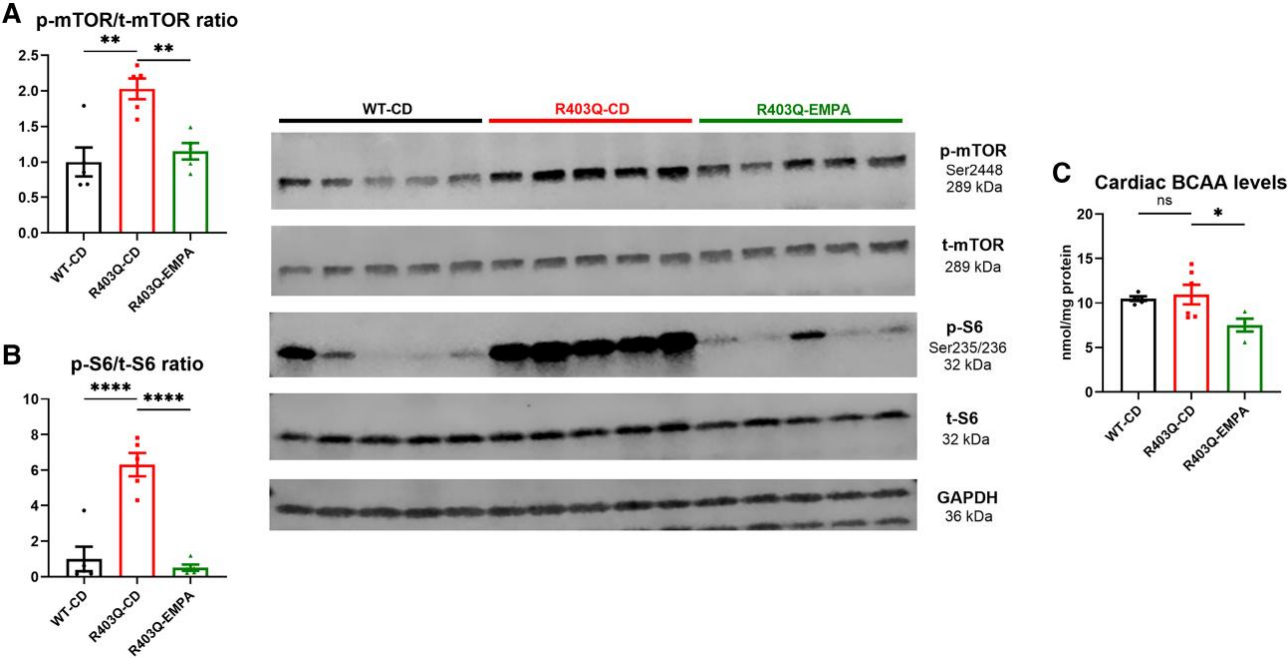
Empagliflozin attenuates mammalian target of rapamycin pathway activation and decreases cardiac branched-chain amino acids levels in R403Q hearts. Correspondingly to hypertrophy development, p-mTOR/t-mTOR ratio (*A*), a key regulator of growth, and p-S6/t-S6 ribosomal protein ratio (*B*), its major downstream effector, were increased in R403Q hearts as shown by western blot analysis. A 16-week empagliflozin treatment attenuated mammalian target of rapamycin pathway activation (*A* and *B*) and decreased cardiac branched-chain amino acids levels (*C*), a well-known mammalian target of rapamycin pathway activator. Data shown are mean ± SEM. The *n* = 5 (for western blot) and 4–6 (for cardiac branched-chain amino acid levels measurement). Uncropped western blot images are depicted in Supplementary data online, *Figure S13*. *P*-values were obtained by one-way analysis of variance with Bonferroni multiple comparisons tests (adjusted *P*-value threshold <.05). ns, not significant. *P < .05 and **P < .01, and ****P < .0001

## Discussion

This study demonstrates the therapeutic potential of SGLT2i EMPA in a murine model of HCM induced by the R403Q cardiac myosin mutation. Empagliflozin improved coupling between glycolysis and glucose oxidation, normalized elevated intracellular sodium, and enhanced mitochondrial function in HCM hearts. These metabolic improvements, likely driven by the restoration of mitochondrial oxidative capacity, were associated with reduced LVH, ameliorated fibrosis, improved LV diastolic function and contractile reserve.

Our study identifies several interrelated mechanisms of HCM pathophysiology that may be improved by treatment with SGLT2i.

### Impaired myocardial energetics

Hypertrophic cardiomyopathy mutations in sarcomere-associated genes lead to inefficient power generation by the sarcomere, resulting in up to five-fold increased ATP consumption by myosin ATPase.^3,41^ These mutations also impair the transition of myosin heads to the super-relaxed state,^42^ increasing ATP hydrolysis contributing to diastolic dysfunction, ATP wastage, and reduced efficiency of power generation. As a result, HCM hearts exhibit an energetic deficit, characterized by reduced PCr/ATP ratio and a decreased free energy of ATP hydrolysis |Δ*G*_∼ATP_|.^4,26,43^ Our findings corroborate this, revealing a significant energetic deficit and increased energy cost of contraction in R403Q hearts.

The mismatch between ATP supply and demand in HCM elevates ADP levels and decreases |Δ*G*_∼ATP_|. When |Δ*G*_∼ATP_| declines to the critical threshold of 52–53 kJ/mol, it approaches the minimal energy required for sarcoplasmic/endoplasmic reticulum Ca^2+^-ATPase (SERCA) function.^44^ Further reductions in ATP flux impair diastolic calcium reuptake, leading to diminished myocardial relaxation,^44,45^ elevated LVEDP and reduced contractile reserve—the heart's capacity to enhance contractility under increased workload^28,29,45–47^ Elevated ADP has been shown to contribute to impaired myocardial relaxation in HCM,^4^ consistent with our data showing diastolic dysfunction and decreased contractile reserve in R403Q hearts. When SERCA's function declines, other Ca^2+^ extruding mechanisms are up-regulated and lead to further cytosolic [Na^+^]*_i_* accumulation^48^ a phenomenon observed in HCM.^16,49^ Recently, EMPA was shown to improve mitochondrial respiratory function and cardiomyocyte calcium handling by modulation of SERCA in a murine heart failure with preserved ejection fraction (HFpEF) model.^50^ In our study, EMPA improved mitochondrial ATP synthesis, as measured by ^31^P NMR magnetization transfer, consistent with previous studies demonstrating the beneficial effects of SGLT2i on cardiac energetics in both diabetic^9,24,51,52^ and non-diabetic cardiomyopathy models.^53–55^ Notably, the causal relationship between cardiac energetics and function in HCM is further supported by our previous study, where saturating mitochondria with butyrate—an accessible energy substrate for mitochondrial ATP synthesis—acutely improved energetics and function of isolated beating R403Q hearts.^56^

### Uncoupled glycolysis

During foetal development, cardiomyocyte proliferation and maturation occur under low oxygen conditions, primarily relying on anaerobic glycolysis for both energy production and nucleotide synthesis. After birth, increased oxygen availability promotes a transition to adult mitochondria capable of efficient ATP synthesis through oxidative phosphorylation. This shift is accompanied by suppression of mTOR signalling, facilitating a metabolic transition from glycolysis to glucose oxidation and FAO as the primary energy sources.^9,14,57^

In HCM, the heart reverts to a foetal metabolic profile despite adequate oxygen and nutrients.^58,59^ This reversal is characterized by mTOR signalling activation, a preferential reliance on glycolysis, and a reduced oxidative phosphorylation. Resulting uncoupled glycolysis may lead to the accumulation of metabolic byproducts such as lactate and free H^+^ contributing to elevated [Na^+^]*_i_*.^14^ Notably, EMPA has been shown to reduce blood lactate levels in a murine HFpEF model.^50^ Accumulation of glucose-6-phosphate may further activate mTOR signalling, and induce cellular stress, contractile dysfunction, and cardiac remodelling through pathways such as the pentose phosphate pathway, hexosamine biosynthetic pathway,^60,61^ and the *o*-GlyNAcylation^62^ of proteins. In this study, we assessed the collective flux through these pathways as ‘other fates of glucose’. Indeed, they were elevated in HCM and normalized by EMPA treatment (*Figure 3C*).

A plausible mechanism for the treatment effect is that increased TCA cycle flux induced by EMPA enhances glucose oxidation,^63^ reducing excess glucose available for biosynthetic pathways and lactate production. This improved coupling may alleviate metabolic byproduct accumulation and associated cellular stress, contributing to improved metabolic efficiency. These effects may extend beyond the heart, as we have previously demonstrated that EMPA improved insulin sensitivity in R403Q mice.^64^ Insulin, in turn, directly stimulates mitochondrial glucose oxidation, enabling mitochondria to manage increased glucose uptake with reduced lactate production.^65^

Thus, our findings align with prior studies showing that EMPA increases mitochondrial capacity for glucose oxidation.^54,57,63^ In our study, this effect was associated with lower lactate production, normalization of elevated [Na^+^]*_i_*, improved calcium handling (see Supplementary data online, *Figure S15*) and enhanced diastolic function. Collectively, these observations underscore EMPA's potential to counteract adverse metabolic remodelling in HCM, offering a promising therapeutic avenue for mitigating disease progression.

### Role of [Na^+^]*_i_* in hypertrophic cardiomyopathy and potential relationship to arrhythmia prevention

Our results confirm previous findings of elevated intracellular sodium [Na^+^]*_i_*^15,16,49^ and mitochondrial dysfunction in HCM.^7,8,66^ This aligns with the reciprocal relationship between elevated [Na^+^]*_i_* and decreased mitochondrial calcium ([Ca^2+^]_MITO_), which impairs ATP synthesis and increases reactive oxygen species (ROS) production.^19,51^ The resulting ROS accumulation further exacerbates the energetic deficit and disrupts ion homeostasis.^67^ Notably, inhibition of ROS has shown therapeutic promise in HCM animal studies.^2^

Elevated [Na⁺]*_i_* has additional consequences, including reduced extrusion of calcium and protons via the plasma membrane Na⁺/Ca^2^⁺ and Na⁺/H⁺ exchangers leading to slowed relaxation and cytosolic acidification.^16,49,68^ Consistent with the literature,^3,69^ our study observed impaired calcium handling associated with increased sarcomere shortening and reduced relaxation in R403Q cardiomyocytes, which improved after EMPA treatment (see Supplementary data online, *Figure S15*).

Given that elevated [Na⁺]*_i_*–related changes in ion homeostasis contribute not only to diastolic dysfunction but also to compromised electrophysiology,^70^ it is notable that SGLT2i have demonstrated anti-arrhythmic effects in several clinical scenarios.^71^ Together with our data, this suggests the potential for EMPA to reduce ventricular arrhythmias and sudden cardiac death (SCD) in HCM, though this was not directly assessed in our study.

### Relationship between metabolic reprogramming and elevated [Na^+^]*_i_*

A switch of energy substrate preference away from FAO is known to occur in pathological hypertrophy and HF.^72^ A similar metabolic substrate switch has been suggested in HCM by metabolomic studies,^66^ but never confirmed by measurement of substrate oxidation fluxes. Our data provide the first evidence that EMPA can restore FAO and correct the uncoupled glycolysis observed in HCM, thereby normalizing substrate oxidation fluxes.

While a direct effect of SGLT2i on sodium transport has been suspected,^73,74^ elevated myocardial [Na^+^]*_i_* in HCM may also result from increased uncoupled glycolysis. Cytosolic acidification, driven by glycolysis, activates the sarcolemmal Na^+^/H^+^ exchanger leading to sodium overload.^13,14,75^ In this context, our observation that EMPA decreases myocardial [Na^+^]*_i_* in R403Q model may stem from its ability to improve coupling between glycolysis and glucose oxidation.

Notably, increased [Na^+^]*_i_* exacerbates energetic inefficiency by elevating ATP demand via Na^+^/K ^+^ -ATPase^49^ and reducing mitochondrial calcium [Ca^2+^]_MITO_,^19,51,76^ thereby impairing ATP production and further diminishing contractile efficiency.^14,75^ The reversal to foetal gene expression,^54,57^ reduction in fatty acid transport,^53,77^ increase in [Na^+^]*_i_*^22^ and enhanced mTOR signalling^78,79^ likely contribute to the decrease in FAO observed in R403Q hearts—all of which are improved by EMPA treatment.

### Branched-chain amino acid catabolism

Dysfunction in BCAA metabolism has been implicated in cardiac hypertrophy and failure, with suppression of BCAA catabolic pathways observed in both murine and human HF.^80^ Supressed cardiac BCAA catabolism inhibits PDH^81^ over-activates mTOR,^82^ and promotes glycolysis/glucose uncoupling and cardiac hypertrophy, respectively.^38,39,83^ Elevated BCAA levels are associated with adverse outcomes in HF patients,^84,85^ and contribute to cardiac injury.^80,86,87^

In contrast, facilitating BCAA catabolism, has shown cardioprotective effects in HF.^40,80^ Pharmacological activation of BCAA catabolism attenuates HF in mice subjected to transverse aortic banding, ischaemia/reperfusion, and myocardial infarction.^80–82^ Plasma BCAA levels and other metabolic parameters in our mice are shown in Supplementary data online, *Figure S16*.

Our findings indicate that EMPA reduces myocardial BCAA levels by enhancing BCAA catabolism, suppressing mTOR activation, and improving remodelling, energetics, and function in HCM. Furthermore, treatment with 3,6-dichlorobenzo[*b*]thiophene-2-carboxylic acid (BT2), a potent inhibitor of branched-chain ketoacid dehydrogenase kinase that activates BCAA oxidation,^40^ resulted in decreased cardiac hypertrophy in mice with R403Q mutation (see Supplementary data online, *Figure S17*).

These observations are consistent with prior studies demonstrating that improved BCAA catabolism enhances cardiac energetics and function in HF models, as well as in patients treated with EMPA.^54,88,89^ A recent mechanistic study further supports this, showing that EMPA increases coenzyme A production in the heart, thereby supporting fuel usage, including BCAAs and lactate.^63^ Thus, our findings align with broader research linking enhanced BCAA catabolism to improved cardiac function and provide a potential mechanistic link between enhanced mitochondrial oxidation and attenuation of LVH in HCM.

### Other potential mechanisms of empagliflozin's benefit

One proposed mechanism of EMPA's benefit is a direct effect on myosin function.^90^ This hypothesis has been suggested by studies identifying SGLT2i as modulators of sarcomere relaxation via changes in myofilament properties.^91,92^ However, our data do not strongly support this hypothesis. Acute EMPA treatment in human iPSC-CMs harbouring the myosin R403Q mutation did not alter calcium handling or relaxation (see Supplementary data online, *Figure S18*), despite the beneficial effect of chronic treatment in adult isolated cardiomyocytes (see Supplementary data online, *Figure S15*). If EMPA was acting directly on myosin, its effects should have been evident in both mature cardiomyocytes and iPSC-CMs, given that the myosin mutation remains constant regardless of cardiomyocyte type. Additionally, even chronic EMPA treatment failed to normalize the diastolic sarcomere length in isolated adult R403Q cardiomyocytes (see Supplementary data online, *Figure S15*), further arguing against a direct effect on myosin or the sarcomere.

A second potential mechanism involves EMPA's influence on sodium handling.^69^ Elevated intracellular sodium ([Na⁺]*_i_*) is a hallmark of HCM and contributes to impaired calcium handling and diastolic dysfunction. While the Na⁺/Ca^2^⁺ exchanger has been identified as pivotal in the SGLT2i-mediated mechanism underlying enhanced relaxation in HCM,^69^ the lack of effect in iPSC-CMs may be due to their lower sodium channel density or immaturity, which could obscure EMPA's benefits on sodium transport. Thus, the lack of an effect in iPSC-CMs does not necessarily negate EMPA's potential impact on sodium handling in HCM, and the significant improvements in mature cardiomyocytes suggest that sodium handling remains a plausible target for EMPA in HCM.

Another possible mechanism involves EMPA's metabolic effects via an aestivation-like hypometabolic state. This hypothesis posits that SGLT2i induce a systemic metabolic shift that mimics energy conservation during prolonged periods of starvation. This shift includes skeletal muscle serving as an energy and nitrogen reservoir, the liver producing urea and ketones, and the heart utilizing fatty acids, ketones, and BCAAs as fuel sources.^93^ Supporting this, our previous work has shown an increase in the glucagon/insulin ratio after EMPA treatment, consistent with the metabolic profile of aestivation.^64^

A more recent mechanistic explanation involves the direct activation of the enzyme pantothenate kinase 1 (PANK1) by EMPA. Pantothenate kinase 1 is the rate-limiting enzyme in the conversion of pantothenate (vitamin B5) to coenzyme A (CoA), a critical cofactor for all major metabolic pathways. Activation of PANK1 by EMPA increases CoA production, which enhances mitochondrial oxidative capacity and supports flux through the PDH complex, FAO, and BCAA oxidation.^63^

Regardless of the exact molecular target, the unifying mechanism underlying EMPA's benefits appears to be the enhancement of mitochondrial oxidative metabolism. By increasing mitochondrial ‘furnace’ capacity, EMPA reduces accumulation of metabolic byproducts including protons and lactate, reduces glucose diversion into biosynthetic pathways, and suppresses mTOR activation through enhanced BCAA catabolism. These metabolic adaptations likely contribute to the observed improvements in energetics, diastolic function, and structural remodelling in HCM.

### Limitations

First, while SGLT2i have shown anti-arrhythmic properties,^71^ the potential impact of EMPA on ventricular arrhythmias and SCD in HCM was not evaluated in this study. Future investigations are needed to explore this aspect. Our study focused primarily on EMPA's effects on cardiac metabolism, function, and phenotype in HCM, as HF remains the predominant cause of disease-related morbidity and mortality in HCM.^94,95^ Second, we limited our study to male R403Q mice due to the more consistent manifestation of the HCM phenotype in males.^25,96^ While this approach models aspects of human HCM, sex-based differences in disease progression and treatment response may warrant further investigation in female models. Importantly, our findings from the troponin R92L HCM model, which exhibits the phenotype in both sexes, indicate that EMPA provides improvement in both male and female mice. Third, while mTOR signalling is known to play a key role in HCM pathophysiology, and inhibition of this pathway (e.g. with rapamycin) has been shown to ameliorate the HCM phenotype in various models,^97,98^ proving a causal role for mTOR in EMPA's effects is challenging. The degree of cardiac mTOR activation in HCM is potentially dependent on several factors, including genetic predispositions associated with different HCM pathogenic mutations, HCM phenotype and severity, and coexisting conditions linked to mTOR activation such as Type 2 diabetes mellitus or arterial hypertension.^99,100^ The influence of these factors on the therapeutic effects of EMPA in HCM warrants future research. Currently, there is no viable mTOR knockout model available to conclusively establish this pathway's involvement.^99^ Further studies employing advanced genetic models or targeted mTOR inhibition may help elucidate the precise role of mTOR in EMPA's therapeutic effects on HCM. Fourth, potential confounding variables should be considered, as they may influence the observed outcomes in clinical scenarios involving HCM patients. These include genetic variations, differences in metabolic states (e.g. concurrent Type 2 diabetes), or the effects of concomitant medications, such as beta-blockers known to impact glucose and lipid metabolism.

### Clinical relevance

Recent advancements, such as the introduction of cardiac myosin inhibitors, have provided effective treatment options for obstructive HCM. However, non-obstructive HCM remains without targeted therapies, leaving a significant unmet clinical need. This is particularly critical as HF has emerged as the predominant cause of disease-related morbidity and mortality in HCM patients, highlighting an urgent need for innovative treatments.^94,95^

Our findings suggest that SGLT2i, such as EMPA, could address this gap by offering a novel therapeutic option for non-obstructive HCM. The observed amelioration of LVH and improved diastolic function with EMPA indicate its potential to alter the natural history of the disease. By preventing or attenuating the progression of hypertrophy, SGLT2i could provide early intervention opportunities for genotype-positive patients, even before the onset of symptoms or the development of the HCM phenotype.

Given its remarkable ability to reverse hypertrophy in preclinical models, EMPA warrants further investigation for its potential synergistic effect with myosin inhibitors in obstructive HCM and, potentially, non-obstructive HCM if these therapies are extended to broader patient populations. Furthermore, EMPA's favourable safety profile, cost-effectiveness, and demonstrated efficacy in other cardiovascular conditions make it an attractive candidate for clinical investigation and treatment across all HCM subtypes. Its capacity to address both metabolic and structural remodelling highlights its potential to slow disease progression, improve quality of life, and reduce the risk of HF in this underserved population.

This work aligns with the growing body of evidence supporting the utility of SGLT2i in cardiovascular diseases and highlights their promise as a potential therapeutic approach for HCM, offering hope for early and effective intervention strategies.

## Conclusions

This study provides robust evidence supporting the therapeutic potential of the SGLT2i EMPA in ameliorating several key aspects of HCM pathology induced by the R403Q mutation in cardiac myosin. Our findings underscore the central role of metabolic dysregulation in HCM and point to the potential of SGLT2i as valuable therapeutic agents. These findings advocate for further clinical evaluation of EMPA and potentially other SGLT2i in HCM, to explore their full clinical utility and to elucidate the underlying mechanisms contributing to their beneficial effects. This could pave the way for more targeted therapies that address the complex metabolic and structural changes observed in HCM, opening avenues for improved management of this challenging condition.

## Supplementary Material

ehaf324_Supplementary_Data

# Supplementary material for: Empagliflozin enhances metabolic efficiency and improves left ventricular hypertrophy in a hypertrophic cardiomyopathy mouse model
**Source:** Eur Heart J. 2025 May 21;46(40):4105–19. doi: 10.1093/eurheartj/ehaf324
**Supplement:** ehaf324_Supplementary_Data

# **The SGLT2 Inhibitor Empagliflozin Enhances Metabolic Efficiency and Ameliorates Left Ventricular Hypertrophy in Myosin R403Q Mutant Hypertrophic Cardiomyopathy Mice**

Tomas Baka, Jarrod Moore, Fuzhong Qin, Salva R Yurista, Aifeng Zhang, Huamei He, Jordan M Chambers, Dominique Croteau, Raghuveera K Goel, Hunter Smith, Miranda C Wang, Christopher S Chen, Ion A Hobai, Martina Rombaldova, Ondrej Kuda, Jil C Tardiff, James A Balschi, David R Pimentel, Christine E Seidman, Jonathan G Seidman, Andrew Emili, Wilson S Colucci, Ivan Luptak

## **Supplementary material**

## **Supplementary Methods**

### **Supplementary animal studies**

To determine the effect of EMPA on developed HCM, a 16-week EMPA treatment was initiated in mice aged 24 weeks and the cardiac phenotype (LV hypertrophy) was assessed longitudinally. Adult male mice (20-30 weeks old) harboring cardiac myosin R403Q mutation were shown to present hallmarks of developed hypertrophic cardiomyopathy (HCM), including LV hypertrophy, cardiac fibrosis and cardiomyocyte disarray.<sup>1-3</sup> At the end, the effect of EMPA on cardiomyocyte contractility and  $\text{Ca}^{2+}$  handling was measured in isolated myocyte studies.

To increase generalizability of our findings with respect to other HCM pathogenic sarcomere mutations, a 16-week EMPA treatment was initiated in 9-10-week-old mice harboring R92L mutation in cardiac troponin T; the cardiac function and phenotype were determined by echocardiography and histopathology at the end of the experiment. R92L mutant hearts were shown to develop significant hypertrophic phenotype and energetic deficit.<sup>4,5</sup> These mice were developed and kindly provided by Dr. Jil Tardiff (University of Arizona, Tucson, USA).<sup>6</sup>

To determine the role of BCAA metabolism in cardiac hypertrophy, 9-10-week-old R403Q mice were started on control diet or diet enriched with 3,6-dichlorobenzo[b]thiophene-2-carboxylic acid (BT2), a potent inhibitor of branched chain ketoacid dehydrogenase kinase (BCKDK), at 450 mg BT2 per 1 kg diet. BT2 administration leads to the activation of BCAA oxidation, reduced plasma BCAA and branched-chain  $\alpha$ -ketoacids (BCKA) levels and cardioprotective effects after a wide range of cardiac insults, including pressure overload, myocardial infarction, and ischemia-reperfusion.<sup>7</sup> After 16 weeks of treatment, BT2's effect on cardiac function and phenotype was assessed by echocardiography.

## **Echocardiography**

A VisualSonics Vevo 2100 high-resolution imaging system equipped with a 22- to 55-mHz MS550D transducer and Vevo offline analytic software (Toronto, Canada) were used for data capture and analysis. Mice were anesthetized with isoflurane at a concentration of 2.5% for anaesthesia induction and then 1.5% for anaesthesia maintenance. To assess LV dimensions and systolic function, the heart was imaged in the 2-D parasternal short-axis view, and an M-mode echocardiogram of the mid-ventricle was recorded at the level of papillary muscles. LV anterior (AWT) and posterior wall thickness (PWT), LV end-diastolic (EDD) and end-systolic (ESD) dimensions were measured, and total wall thickness and LV fractional shortening ( $FS = (EDD - ESD) / EDD \times 100$ ) were calculated. To assess LV diastolic function, pulsed-wave Doppler images were collected in the apical four-chamber view to record the mitral Doppler flow spectra and measure peak early (E) and late (A) mitral inflow velocities and calculate E/A ratio; tissue Doppler images were collected in the parasternal short-axis view to measure myocardial peak early diastolic velocity ( $Em$ ).<sup>8,9</sup>

## **Determination of left ventricular contractile function and high-energy phosphates in isolated beating hearts by <sup>31</sup>P NMR spectroscopy**

Left ventricular (LV) contractile function and high-energy phosphates were measured simultaneously in isolated retrograde-perfused Langendorff heart. Briefly, hearts were perfused with Krebs-Henseleit buffer containing 5.5 mM glucose and 0.4 mM mixed long chain fatty acids (bound to 1% albumin) of 60% palmitic acid, 8% palmitoleic acid, 24% oleic acid, and 8% linoleic acid; and 50  $\mu$ U/ml insulin. Water-filled balloon was inserted into the LV. After stabilization, balloon volume was adjusted to achieve an LV end-diastolic pressure (EDP) of 8 to 9 mmHg and held constant during the protocol. The LV developed pressure (DevP) was calculated as:  $DevP = \text{systolic pressure} - \text{end-diastolic pressure (LVEDP)}$ . LV workload was changed by increasing the concentration of  $CaCl_2$  in the Krebs-Henseleit buffer from 2 to 4

mmol/l and increasing the pacing rate from 450 to 600 bpm. Rate pressure product (RPP = DevP × heart rate) was calculated to estimate the work performed. Simultaneously, [ATP], [phosphocreatine (PCr)], [inorganic phosphate (Pi)], and intracellular pH (pH) were measured by <sup>31</sup>P NMR using a Varian spectrometer at 161.4 MHz (Varian, Palo Alto, CA, USA). Cytosolic creatine concentration ([Cr]) was determined from freeze-clamped hearts using HPLC and used for ADP and ΔG<sub>~ATP</sub> calculations.<sup>10,11</sup>

The cytosolic creatine concentration ([Cr]) was calculated as the difference between total creatine concentration [Cr<sub>total</sub>] measured by High Performance Liquid Chromatography (HPLC)<sup>12</sup> and phosphocreatine ([PCr]) measured by <sup>31</sup>P NMR. The free [ADP] was calculated using the creatine kinase reaction (Equation 1) assumed to be at equilibrium, where K<sub>eq</sub> = 1.66 × 10<sup>9</sup> M<sup>-1</sup>.<sup>13–15</sup>

$$\text{Equation 1: } [\text{ADP}] = ([\text{ATP}][\text{Cr}]) / ([\text{PCr}][\text{H}^+])K_{\text{eq}}$$

The free energy of ATP hydrolysis (ΔG<sub>~ATP</sub>) was calculated by using the Equation 2, where ΔG<sub>0</sub> (–30.5 kJ/mol) is the value of ΔG<sub>~ATP</sub> under standard conditions, R = 8.314 J/mol·K, and T = 310 K. The value of ΔG<sub>~ATP</sub> is negative, which denotes that the reaction is exergonic or energy-releasing. For the sake of clarity, we use the absolute value of ΔG<sub>~ATP</sub>, i.e. |ΔG<sub>~ATP</sub>|. <sup>13–15</sup>

$$\text{Equation 2: } |\Delta G_{\sim \text{ATP}}| = |\Delta G_{0\sim \text{ATP}} + RT \ln[\text{ADP}][\text{Pi}]/[\text{ATP}]|$$

ATP synthesis rates were measured with the 2-site saturation transfer technique by applying a low-power narrow-band radiofrequency in order to saturate γ-ATP resonance and measure changes in the PCr and Pi resonance.<sup>13–15</sup> ATP synthesis rates were measured with the 2-site saturation transfer technique. A low-power narrow-band radiofrequency was applied in order to saturate γ-ATP resonance and measure changes in the PCr and Pi resonance. Spectra were acquired with 4.8 s (M<sub>∞</sub>) a selective saturating pulse and without (M<sub>0</sub>). To eliminate direct attenuation of the observed resonance by the γ-ATP targeted saturation pulse, a same-power radiofrequency pulse was used and targeted at an equal frequency offset

downfield from the observed resonance during the  $M_0$  acquisition. This allowed control for “radiofrequency spillover” by a symmetrical irradiation targeted at the same offset on the opposite side of the  $P_i$  resonance. The unidirectional pseudo–first-order rate constant of ATP synthesis was calculated using the formulae:  $k_f = (M_0/M_\infty)/T1$  and  $\text{flux} = k_f [P_i]$ , where  $T1$  is the intrinsic longitudinal relaxation time for  $P_i$ ,  $[P_i]$  and  $M_0$  and  $M_\infty$  are magnetizations of  $P_i$  at 0 ( $M_0$ ) and 4.8 s ( $M_\infty$ ).

The energy cost of contraction was calculated as the amount of ATP synthesized to perform work (cost of contraction = ATP synthesis/RPP).<sup>14,15</sup>

### **Determination of $^{13}\text{C}$ substrate oxidation and $[\text{Na}^+]_i$ in isolated beating hearts**

To determine substrate oxidation rates, hearts were perfused with  $^{13}\text{C}$ -enriched fatty acids ( $\text{U-}^{13}\text{C}$  labeled fatty acid mix, Cambridge Isotope, CLM-8455, 0.4 mM) and  $1\text{-}^{13}\text{C}$  labeled glucose (Cambridge Isotope, CLM-420, 5.5 mM).<sup>16</sup> Proton-decoupled  $^{13}\text{C}$  NMR (102.8 MHz, 9.4T) spectra of cardiac tissue were acquired. The contributions of each substrate to the oxidative metabolism and the rate of anaplerosis were determined using the  $^{13}\text{C}$  isotopomers peak areas of the C3 and C4 of glutamate by modeling the tricarboxylic acid cycle fluxes as previously described.<sup>17–19</sup> Glucose uptake was measured by perfusion with 2-deoxyglucose (2-DG) and subsequent accumulation of 2-DG-phosphate measured with  $^{31}\text{P}$  NMR.<sup>20</sup>  $^{13}\text{C}$ -labelled lactate was measured in the perfusate to determine the fate of pyruvate.

Intracellular sodium levels  $[\text{Na}^+]_i$  in isolated hearts were determined by  $^{23}\text{Na}$  MRS as described previously.<sup>11</sup> Briefly, hearts were perfused with Krebs-Henseleit buffer containing glucose (10 mmol/l), pyruvate (0.5 mmol/l), NaCl (118 mmol/l), KCl (5.9 mmol/l),  $\text{MgSO}_4$  (1.2 mmol/l),  $\text{NaHCO}_3$  (25 mmol/l),  $\text{CaCl}_2$  (3.4 mmol/l), and a sift reagent thulium(III) 1,4,7, 10-tetraazacyclododecane- $\text{N,N',N'',N'''}\text{-tetra(methylene-phosphonate)}$  ( $\text{TmDOTP}^{5-}$  at 3.5 mmol/l). A balloon filled with water (volume adjusted to achieve an LVEDP of 8–9 mmHg) was inserted into the LV. A Varian spectrometer at 105.5 MHz was used to acquire the  $^{23}\text{Na}$  NMR spectra.

For quantification, an average of five subsequent spectra was used. Quantification was performed relative to a reference resonance of a capillary placed next to the heart filled with 20 mmol/l TmDOTP5<sup>-</sup> and 12  $\mu$ L of 736 mmol/l Na<sup>+</sup>. To determine the heart dry weights at the end of the protocol, hearts were dried at 60°C for 48h. [Na<sup>+</sup>]<sub>i</sub> was calculated using the formula: [Na<sup>+</sup>]<sub>i</sub> = (NMR area)/(NMR standard area)  $\times$  (Na<sup>+</sup> standard content)/V<sub>i</sub>, where V<sub>i</sub> is intracellular volume determined from dry weight and <sup>31</sup>P MRS.<sup>11,21,22</sup>

### **Heart weight, histology, western blot analysis and BCAA levels measurement**

Mice were euthanized, hearts were harvested and weighed at the end of the study. LV samples were fixed in fixed in 10% buffered formalin, embedded in paraffin, sectioned, and stained. Myocyte cross-sectional area, and fibrosis (Picrosirius Red) were measured and analyzed, as previously described.<sup>8,9</sup> To assess myocyte cross-sectional area, sections were stained with hematoxylin and eosin and examined under a light microscope. Five random fields from two sections per animal were analyzed and 50 myocytes per animal were quantified. The cardiomyocyte cross-sectional area was calculated using ImageJ software (National Institutes of Health, Bethesda, MD, USA). To assess fibrosis, sections were stained with Picrosirius Red Stain Kit (Polysciences, Warrington, PA, USA) and examined under a light microscope. Mean percentage of fibrosis was determined from 10 random fields per heart and quantified using ImageJ software.

For western blot analysis, frozen heart samples were homogenized and sonicated in ice-cold lysis buffer.<sup>23</sup> Isolated protein concentration was measured by Pierce BCA assay kit (Catalog No. 23225, Thermo Fisher Scientific, Waltham, MA, USA). Thereafter, the SDS-PAGE on 4–20% gradient gels (Bio-Rad, Hercules, CA, USA) was followed by protein transfer to a PVDF transfer membrane with fluorescent capability (MilliporeSigma, St. Louis, MO, USA). Then, blots were blocked with the Intercept Blocking Buffer (Li-Cor, Lincoln, NE, USA) incubated with primary and appropriate secondary antibody (Li-Cor). Signal was detected

using the Li-Cor Odyssey scanner. The primary antibodies were used at the following dilutions: total-mTOR (Catalog No. 2972, Cell Signaling, Danvers, MA, USA) at 1:500, phospho-mTOR (Ser2448; Catalog No. 5536, Cell Signaling) at 1:500, total-S6 ribosomal protein (Catalog No. 2317, Cell Signaling) at 1:1000, phospho-S6 ribosomal protein (Ser235/236; Catalog No. 4858, Cell Signaling) at 1:500 and GAPDH (Catalog No. ab8245, Abcam, Cambridge, UK) at 1:20,000.

Plasma and cardiac BCAA levels were measured from plasma and heart samples, respectively, using a colorimetric assay kit (Catalog No. ab83374, Abcam, Cambridge, UK) conforming to the manufacturer instructions.

### **Cardiac RNA isolation, RNA sequencing, and sequencing analysis**

RNA isolation, RNA sequencing, and sequencing analysis were performed as described previously.<sup>8</sup> Briefly, frozen LV tissue was homogenized, and mRNA was extracted with the RNeasy Universal Mini Kit (Qiagen). The Boston University Microarray and Sequencing Resource Core Facility performed RNA quantity and quality measurements, library preparations, RNA sequencing, and analyses. Sequencing libraries were generated using the NEBNext Ultra II RNA kit with poly(A) selection and run on an Illumina NextSeq 2000 platform with 100x100bp paired-end reads. FASTQ files were aligned to mouse genome build mm10 using STAR (version 2.6.0c), and assessed for quality using FastQC (version 0.11.7) and RSeQC (version 3.0.0). Ensembl-Gene-level counts for nonmitochondrial genes were generated using featureCounts (Subread package, version 1.6.2) and Ensembl annotation build 100 (uniquely aligned proper pairs, same strand). Human homologs of mouse genes were identified using HomoloGene (version 68). Gene Set Enrichment Analysis (GSEA) (version 2.2.1) was used to identify biological terms, pathways, and processes that are coordinately upregulated or downregulated within each pairwise comparison. Gene versions of the Hallmark, Biocarta, KEGG, PID, Reactome, WikiPathways, Gene Ontology (GO), and

transcription factor and microRNA motif gene sets obtained from the Molecular Signatures Database (MSigDB), version 7.5.1.

### **Cardiac proteomics and phosphoproteomics**

Cardiac proteomics and phosphoproteomics were performed as described previously.<sup>24</sup> Frozen LV samples were placed in lysis buffer containing protease (Sigma) and phosphatase inhibitor (PhosSTOP Roche, MilliporeSigma). Afterwards, they were homogenized and sonicated and digested with sequencing-grade Trypsin (1:50 enzyme to protein ratio, w/w, ThermoFisher). Peptide digests were de-salted using a C18 Sep-Pak (Waters) according to the manufacturer's instructions, resuspended in 100 mM TEAB and quantified by Quantitative Colorimetric Peptide Assay (Pierce) prior to tandem mass tag (TMT) labelling. 100 µg of peptide digest was mixed with a unique amine-reactive isotope-coded isobaric tandem mass tag (TMT-16-plex) reagent (ThermoFisher). After pooling, labeled peptide was desalted, dried, and suspended in buffer (0.1% ammonium hydroxide, 2% acetonitrile). The pooled sample mixture was pre-fractionated by high pH reversed-phase HPLC on a XBridge Peptide BEH C18 column (Waters) using an Agilent 1100 HPLC system. Peptides were eluted using a gradient of mobile phase A (0.1% NH<sub>4</sub>OH, 2% ACN) to B (0.1% NH<sub>4</sub>OH, 98% ACN) over 48 min, and collected as 12 pooled fractions. For phosphoproteomics, the bulk (95%) of each sample was subjected to phosphopeptide enrichment using FeO<sub>2</sub> metal-chelate resin (PureCube Fe-NTA MagBeads, Cube Bio-tech), while the remaining (5%) portions were analyzed directly by nanoflow LC/MS as bulk proteome measurements. Stable isotope-labeled peptides were reconstituted in mobile phase A (0.1% formic acid, 2% acetonitrile) prior to LC/MS analysis. After loading onto a C18 reverse-phase pre-column (ThermoScientific), peptides were gradient separated on an EASY-Spray C18 nanocolumn (ThermoScientific) and electro-sprayed at ~250 nL/min into the Exploris instrument operated in positive ion mode. Data-dependent MS/MS spectra were acquired automatically to select the 12-most abundant peptides for MS/MS analysis with fragmentation

by high energy dissociation. The resulting RAW files were searched by MaxQuant (1.6.7.0) using default settings against the mouse proteome. Bioinformatic analysis was performed using open-source R software. A total of 6,548 unique proteins and 5,068 unique phosphosites were identified in this study.

### **Contractility and Ca<sup>2+</sup> handling in isolated cardiomyocytes**

Left ventricular cardiomyocytes were isolated, and cell contractility and Ca<sup>2+</sup> handling was measured as we described previously.<sup>25–27</sup> Briefly, cardiomyocytes were isolated from the left ventricle enzymatically, placed in physiological Tyrode solution [containing 137 mM NaCl, 5.4 mM KCl, 1.2 mM CaCl<sub>2</sub>, 0.5 mM MgCl<sub>2</sub>, 10 mM HEPES, 5 mM glucose, and 0.5 mM probenecid; pH 7.40] and externally paced at 5 Hz at 37°C. Cardiomyocyte contractility and intracellular Ca<sup>2+</sup> levels (using fura-2 AM, Molecular Probes, Invitrogen, Waltham, MA, USA) were measured simultaneously using an integrated system (IonOptix, featuring a HyperSwitch dual 340- to 380-nm excitation light source). Probenecid was added to the superfusing solution to increase fura-2 retention. Sarcomere shortening was expressed as the percentage of diastolic sarcomere length. The time constant (Tau<sub>Ca</sub>) of a monoexponential curve fitted with fura ratio decrease in diastole was measured to determine SERCA activity. Diastolic sarcomere length and diastolic Ca<sup>2+</sup> levels were measured just before the following Ca<sup>2+</sup> transient.

### **Cardiac glucose metabolism**

To determine cardiac glucose metabolism, the metabolic fate of glucose was tracked as described previously.<sup>28</sup> Mice were administered 300 mg of <sup>13</sup>C-labelled glucose (CLM-1396-25, Cambridge Isotope Laboratories, Tewksbury, MA, USA) by oral gavage after 12-h fasting. Heart was harvested 90 min after oral gavage. Cardiac labelled glucose metabolism was analyzed by liquid chromatography–mass spectrometry (LC-MS) as described previously.<sup>28</sup>

## **Blood glucose, lactate and ketone levels**

Blood glucose, lactate and ketone (beta-hydroxybutyrate) levels were measured by handheld meters using specific test strips conforming to the manufacturer's instructions and as described previously in studies with mice. Blood glucose was measured by an AimStrip Plus glucometer (Germaine Laboratories, San Antonio, TX, USA),<sup>8</sup> blood lactate was measured by Lactate Plus blood lactate meter (Nova Biomedical, Waltham, MA, USA),<sup>29</sup> and blood ketone (beta-hydroxybutyrate) level was measured by Precision Xtra glucose and ketone monitoring system (Abbott Laboratories, Abbott Park, IL, USA).<sup>30</sup>

## **Human induced pluripotent stem cell (hiPSC)-derived cardiomyocyte cell culture**

Human iPSC-derived cardiomyocytes were generated from the Harvard Personal Genome Project line 1 (PGP1, GM23338), generously provided by the Seidman Lab at Harvard Medical School.<sup>31,32</sup> Heterozygous mutations were introduced into the MYH7 allele in hiPSC as described previously.<sup>31</sup> hiPSCs were cultured with mTESR Plus media (STEMCELL Technologies, Vancouver, BC, Canada) on Matrigel (Thermo Fisher Scientific, Waltham, MA, USA)-coated plates and differentiated into cardiomyocytes (day 0) at 80–100% confluency via activation of the WNT pathway with 8  $\mu$ M CHIR 99021 (Tocris, Bristol, UK) in RPMI + GlutaMAX media supplemented with B27 minus insulin (RPMI and B27 minus, Thermo Fisher Scientific). After 24 h, the cells were washed with PBS and given RPMI and B27 minus. On day 3, the cells were switched to CDM3 media consisting of RPMI supplemented with 500  $\mu$ g/ml bovine serum albumin and 213  $\mu$ g/ml L-ascorbic acid 2-phosphate trisodium salt (Sigma Aldrich). The CDM3 media was supplemented with 5 $\mu$ M IWP-4 (Tocris) and 1 $\mu$ M retinol inhibitor (BMS 453, Cayman Chemical). On day 5, the cells were given CDM3 supplemented with 1  $\mu$ M retinol inhibitor. On day 7, the media was replaced with fresh CDM3. On day 9 and 11, the cardiomyocyte population was purified by metabolic selection via RPMI glucose-free media (Gibco, Waltham, MA, USA) supplemented with 4 mM of DL-lactate (MilliporeSigma,

Burlington, MA, USA). On day 13, the media was replaced with CDM3. Following 24h, cells were replated onto fibronectin-coated tissue culture plastic plates using 0.25% Trypsin-EDTA (Thermo Fisher Scientific) and 10  $\mu\text{g/mL}$  deoxyribonuclease I (STEMCELL Technologies). They were then placed in RPMI B27+ supplemented with 5  $\mu\text{M}$  Y-27632 (Tocris) and 2% fetal bovine serum (MilliporeSigma) for seeding. Cultures were maintained on RPMI + GlutaMAX media supplemented with B27 plus insulin. Isogenic healthy wild-type (WT) hiPSC-CMs or MYH7-variant (R403Q+/-) hiPSC-CMs were differentiated in time-matched batches. On day 16+ of differentiation, WT and mutant hiPSC-CMs were plated at 180k cells/well in a 6-well plate. Two days after plating, cells were treated with vehicle (dimethyl sulfoxide) or 1  $\mu\text{M}$  empagliflozin for 24 hours. Empagliflozin concentrations were selected following plasma concentrations of the drug in patients described previously.<sup>33,34</sup> Three days after plating, the hiPSC-CMs were washed three times in Tyrode's buffer (Thermo Fisher Scientific) and incubated in 10  $\mu\text{M}$  Rhod-3 AM calcium indicator, PowerLoad, and Probenecid for 45 min covered from light, following the protocol from the Rhod-3 AM calcium imaging kit (ThermoFisher). Cells were washed in Tyrode's buffer and incubated in Probenecid for an additional 45 min. Cells were then washed in Tyrode's buffer three additional times and kept in Tyrode's during live imaging. Calcium transients were acquired at 30 frames per second at 15X on a Nikon Eclipse Ti (Nikon Instruments, Tokyo, JP) with an Evolve EMCCD Camera (Photometrics, Tucson, AZ, USA), equipped with a temperature and CO<sub>2</sub> equilibrated environmental chamber. hiPSC-CMs were electrically stimulated at 1 Hz using a C-Pace EP stimulator (IonOptix, Westwood, MA, USA). Videos were acquired at 15 locations per experimental group with a 560 nm laser illumination wavelength. Calcium transients of each cell were calculated using a custom Matlab script tracking intensity change over time within the cell. This was repeated over three differentiations (N = 3). The relaxation rate was calculated as change in fluorescence and the T75 relaxation during each beat. All data were normalized to the average WT values for the matched differentiation.

## Single-nucleus RNA sequencing analysis of cardiac samples

Nuclei were isolated from 50 mg fresh frozen cardiac samples (n=2) using the 10x Genomics Chromium Nuclei isolation kit (PN-1000494, with RNAse inhibitor; 10X Genomics, Pleasanton, CA, USA), conforming to the manufacturer protocol. Nuclei integrity and counts were determined using a hemocytometer. Single nuclei sequencing libraries were generated according to 10X Genomics' Chromium Single Cell 3' GEM, Library & Gel Bead Kit by the Boston University Single Cell Sequencing Core conforming to the manufacturer's protocol and as described previously.<sup>35–38</sup> Briefly, to generate Gel Bead in Emulsion (GEMs), nuclei suspension was combined with 3' Gel Beads containing unique bead barcodes and transcript UMIs and loaded to Chromium Chip G. 3,000 nuclei per sample with a range of 77–83% integrity was targeted for capture and library preparation (around 10,000 nuclei per sample was captured). Barcoded, full-length cDNA, was generated by incubation and dissolving the Gel Bead from GEMs. Pooled fractions were amplified via PCR to generate mass sufficient for library preparation. Double-stranded cDNA was processed according to the manufacturer's protocol (10X Genomics, Pleasanton, CA, USA). cDNA libraries were assessed for size distribution and molarity via the Bioanalyzer High Sensitivity DNA Assay (Agilent Technologies, Lexington, MA, USA). Libraries were sequenced using an Illumina NextSeq 2000 instrument (Illumina, San Diego, CA, USA). The run generated over 1.2 billion reads with 94% > Q30 and an error rate of 0.15%. Bioinformatics analysis was performed by the Boston University Single Cell Sequencing Core as described previously.<sup>35–38</sup> Briefly, Uniform Manifold Approximation and Projection (UMAP)/Cellular Latent Dirichlet Allocation (celda) analysis identified 9 cell types and 15 cell clusters. Gene set enrichment analysis (GSEA) using fgsea was performed to identify coordinately regulated pathways in fibroblasts. The fgsea package was used to identify enrichment of pathways in the Molecular Signatures Database (MSigDB), version 7.5.1. The gene set collections used were the Hallmark, Reactome, KEGG, WikiPathways, and Gene Ontology sets. Pathway enrichment was tested by generating differentially expressed genes between samples, with FDR < 0.05 as a threshold. The pathways were

sorted by enrichment score, and the top and bottom 25 were selected by the p-values. More details on the single-nucleus RNA sequencing analysis can be found in datasets deposited to Gene Expression Omnibus (GEO).

## Statistical analysis

Results are presented as mean $\pm$ SEM (unless stated otherwise in figure legend). One-way ANOVA with Bonferroni multiple comparisons test (adjusted p-value threshold  $<0.05$ ) was used to analyze the  $^{13}\text{C}$  and  $^{23}\text{Na}$  NMR data (glucose uptake, substrate oxidation rates, lactate production and intracellular sodium; Figure 3 and S6), energy cost of contraction at LW and HW (Figure 4H), echocardiography and histology data (Figure 5, S1, S8 and S10), and western blot, cardiac BCAA levels and heart weight data (Figure 6 and Table S4), echocardiography and histology data in the experiment with mice harboring cardiac troponin R92L mutation (Figure S12), echocardiography data in the experiment with BT2 administration (Figure S17), cardiac levels of individual BCAAs measured by liquid chromatography-mass spectrometry (Figure S14), plasma BCAA and blood glucose, ketone and lactate levels (Figure S16), cardiac levels of carnitines as measured by liquid chromatography-mass spectrometry (Figure S7), and sarcomere length, shortening and relaxation and calcium transient in isolated cardiomyocytes (Figure S15). Two-way repeated measures ANOVA with Bonferroni multiple comparisons test (adjusted p-value threshold  $<0.05$ ) was used to analyze the contractile function and  $^{31}\text{P}$  NMR data from the isolated beating hearts (Figure 4A through 4G). Two-way repeated measures ANOVA with Tukey's multiple comparisons test was used to analyze longitudinal echocardiography data on EMPA's effect on advanced HCM phenotype (Figure S11). Two-way ANOVA with Tukey's multiple comparisons test was used to analyze carnitine isotopologues (Figure S7). Two-way ANOVA with a mixed-effect model that corrected for multiple comparisons with a Bonferroni test (adjusted p-value threshold  $<0.05$ ) was used to analyze calcium transient and relaxation rate data in iPSC-CMs (Figure S18). Specific statistical tests and n per group are indicated in figure legends. The statistical analyses were

performed using GraphPad Prism 10 (GraphPad Software, La Jolla, CA).  $P < 0.05$  was considered significant.

For proteomics and phosphoproteomics data analysis (Figure 2 and S5, Table S3), peptide feature signal intensities were log transformed and loess normalized. LIMMA R package was used for differential analysis (moderated Student t-tests), and to generate ranked lists for subsequent enrichment analysis using the Benjamini-Hochberg false discovery rate (FDR) correction.<sup>39</sup> Statistical enrichment analysis was performed using fgsea R package with the Molecular Signatures Database (MSigDB) version 7.5.1.<sup>40</sup> Pathways with FDR  $< 0.05$  in the R403Q-CD comparison was considered significant. Volcano plots were created with the EnhancedVolcano R package.<sup>41</sup>

For RNA sequencing data analysis (Table 1, S1 and S2), variance-stabilizing transformation (VST) was accomplished using the Variance Stabilizing Transformation function in the DESeq2 R package (version 1.32.0). 

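The variance-stabilizing transformation brings counts to a log2-like scale on which the spread between samples depends less on the mean. The deposited variance-stabilized values were matched by the DESeq2 transformation of the deposited counts without regard to groups over all 21 mice (largest difference 4.11e-10), and not by the transformation over the 16 mice of the 3 groups (largest difference 0.114) or with groups taken into account (0.836). The lowest deposited value, 5.156, stands for a count of 0. For the 5556 genes with a mean count of at least 1000, the value differed from the log2 of the normalized count by at most 1.01.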

Differential expression was assessed using the Wald test implemented in the DESeq2 R package. Correction for multiple hypothesis testing was accomplished using the Benjamini-Hochberg false discovery rate (FDR). FDR  $< 0.05$  was considered significant. All analyses were performed using the R environment for statistical computing (version 4.1.2). Similar gene set enrichment analysis (GSEA) using fgsea with the Molecular Signatures Database (MSigDB) version 7.5.1 was performed for single-nucleus RNA sequencing data, with FDR  $< 0.05$  as a threshold (Figure S2 and S3).

## **Dataset deposition**

The RNA sequencing datasets have been deposited in Gene Expression Omnibus (GEO Series ID: GSE270093 for tissue RNAseq and GEO Series ID: GSE283722 for single-nucleus RNAseq). The mass spectrometry proteomics and phosphoproteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE (Proteomics Identifications Database) partner repository with the dataset identifier PXD053046 and

10.6019/PXD053046. The data that support the findings of this study are available from the corresponding author upon reasonable request.

## Supplementary Figures

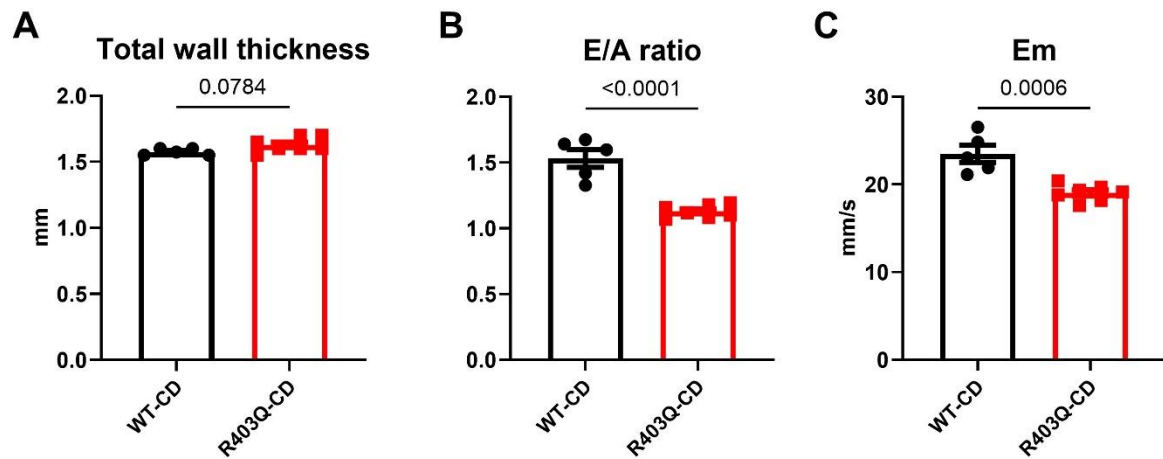

**Figure S1. 12-week-old R403Q mice show LV diastolic dysfunction without LV hypertrophy.** Echocardiography of 12-week-old R403Q mice shows LV diastolic dysfunction as evidenced by decreased E/A ratio (**B**) and Em (**C**) without LV hypertrophy (**A**). Data shown are mean±SEM. n=5-7. *P* values were obtained by unpaired t test.

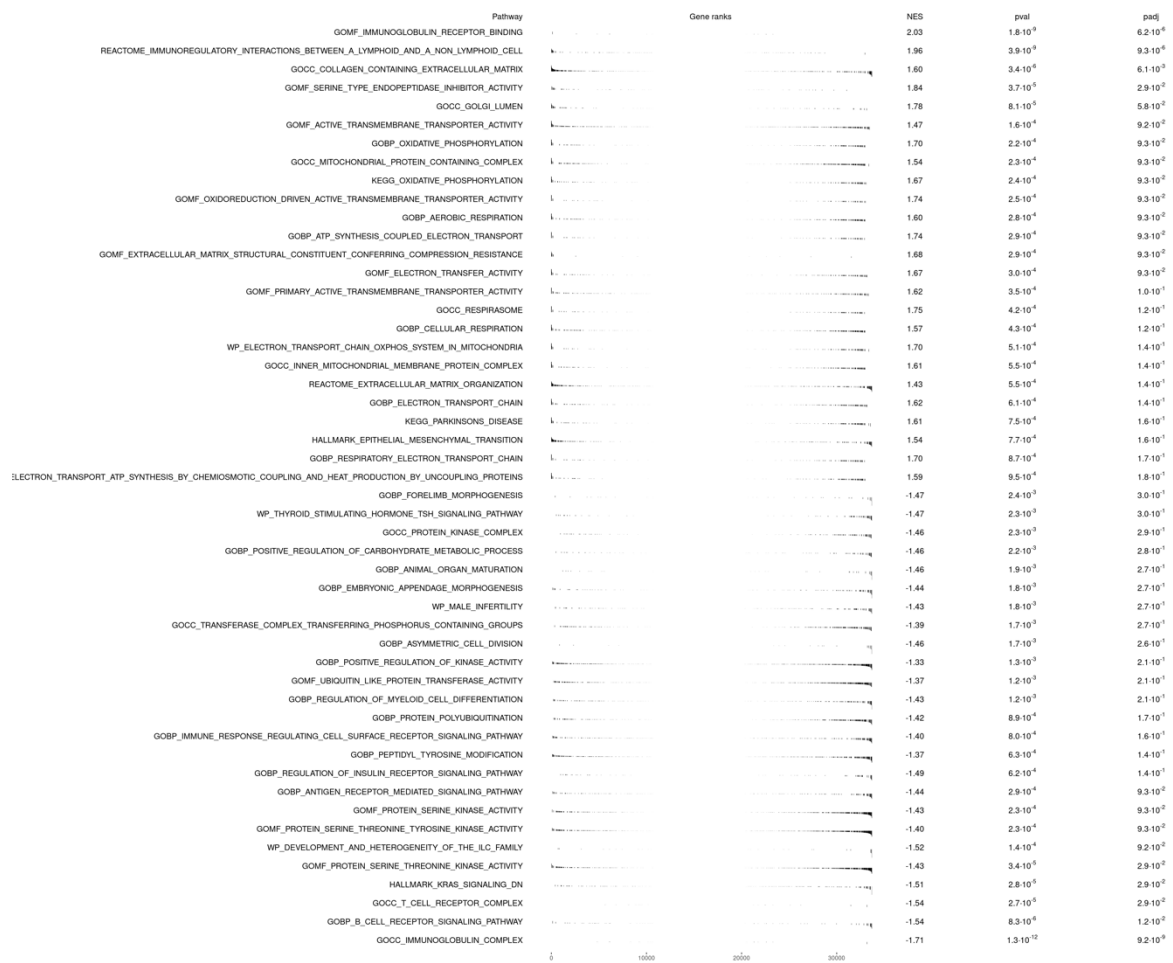

**Figure S3. Top 25 most up- or down-regulated pathways in fibroblasts from R403Q-CD vs. WT-CD hearts.** n = 2. NES, Normalized Enrichment Score; p, nominal p value; padj, adjusted p value; GOBP, Gene Ontology Biological Process; GOCC, Gene Ontology Cellular Component; GOMF, Gene Ontology Molecular Function; KEGG, Kyoto Encyclopedia of Genes and Genomes; WP, WikiPathways. Pathway enrichment was tested by generating differentially expressed genes between samples, with FDR < 0.05 as a threshold. Adjusted p-value < 0.05 is considered significant.

**Figure S4. Top 25 most up- or down-regulated pathways in fibroblasts from R403Q-EMPA vs. R403Q-CD hearts.** n = 2. NES, Normalized Enrichment Score; p, nominal p value; padj, adjusted p value; GOBP, Gene Ontology Biological Process; GOCC, Gene Ontology Cellular Component; GOMF, Gene Ontology Molecular Function; KEGG, Kyoto Encyclopedia of Genes and Genomes; WP, WikiPathways. Pathway enrichment was tested by generating differentially expressed genes between samples, with FDR < 0.05 as a threshold. Adjusted p-value < 0.05 is considered significant.

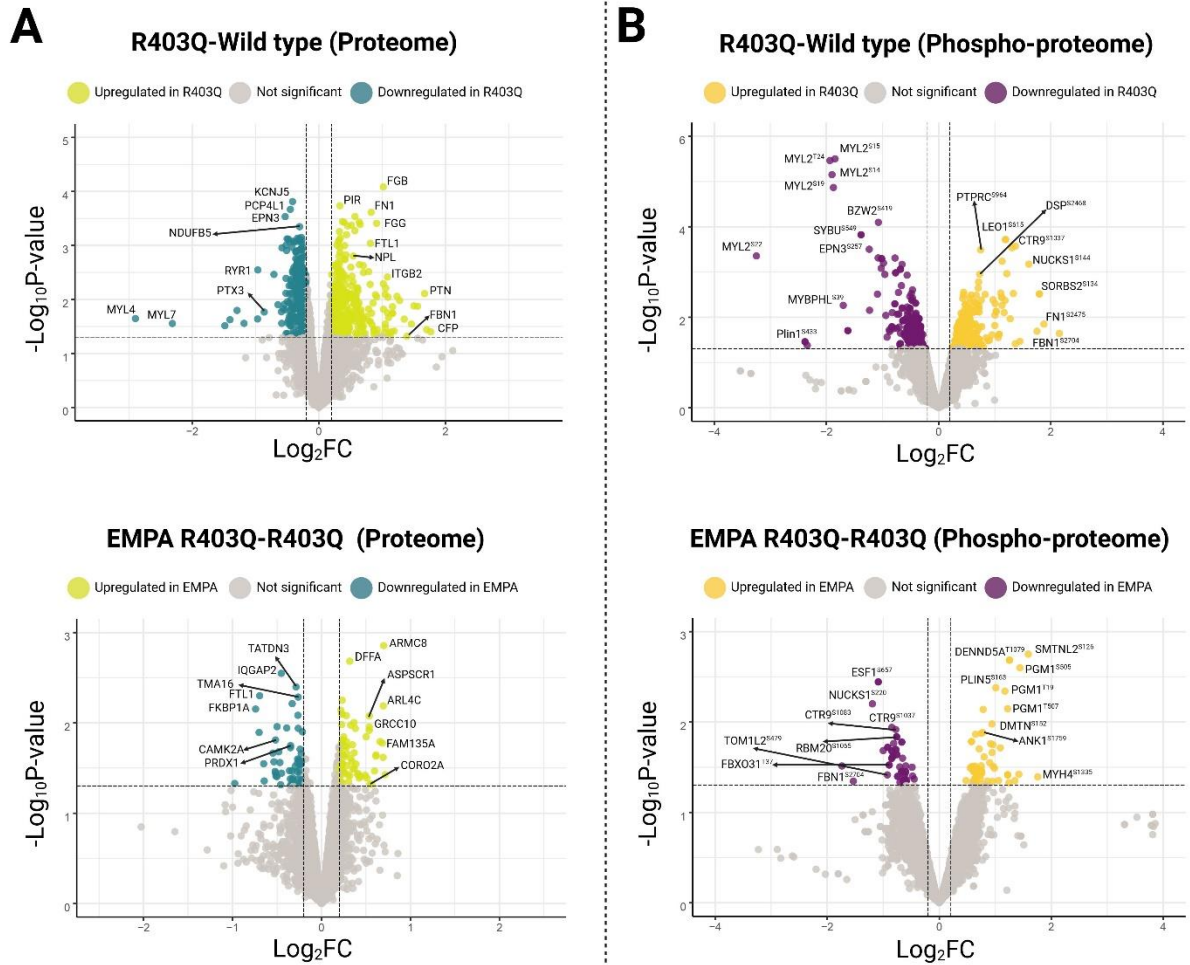

**Figure S5. Cardiac proteomic and phosphoproteomic analysis performed in 25-week-old mice after 16 weeks of treatment.** Volcano plots of differentially expressed proteins (**A**) and phosphor-proteins (**B**) show negative log-transformed p-values against log<sub>2</sub>-transformed fold-change (log<sub>2</sub>FC) measured between specimens. Non-grey values are highlighted based on a threshold of p-value<0.05 and log<sub>2</sub>FC ≥0.2 or ≤-0.2.

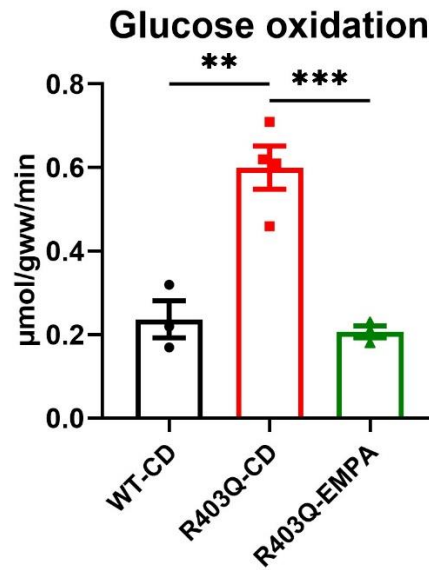

**Figure S6. Empagliflozin normalizes glucose oxidation rate in R403Q hearts.** The glucose oxidation rate was elevated 2.6-fold in R403Q hearts vs WT and EMPA normalized it. Data shown are mean $\pm$ SEM.  $n=3-4$ .  $P$  values were obtained by one-way ANOVA with Bonferroni multiple comparisons tests (adjusted  $p$ -value threshold  $<0.05$ ). \*\* $P<0.01$  and \*\*\* $P<0.001$ .

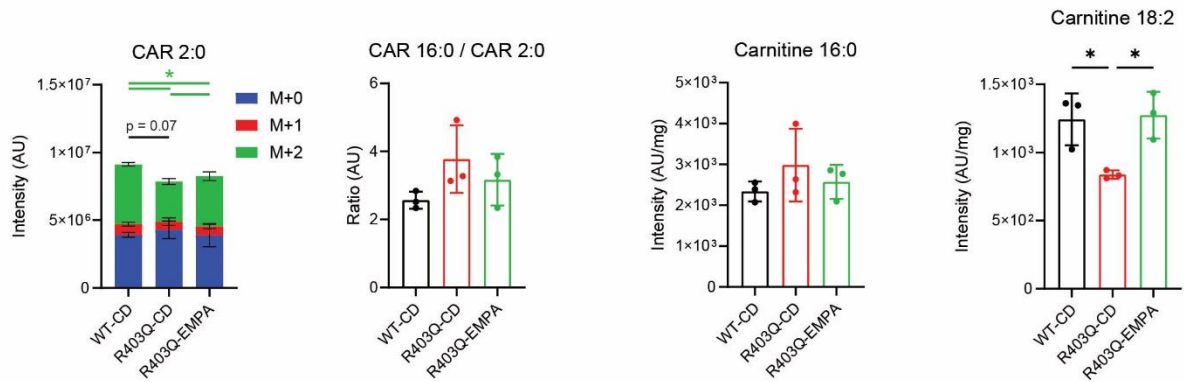

**Figure S7. Cardiac levels of carnitines as measured by liquid chromatography-mass spectrometry.** Acetylcarnitine serves as a proxy to evaluate the balance between acetyl-CoA flux from glycolysis and mitochondrial  $\beta$ -oxidation. In wild-type hearts,  $^{13}\text{C}$ -labeled glucose contributed to acetylcarnitine, reflected as the M+2 isotopologue (green bar). In R403Q hearts, while total acetylcarnitine levels remained unchanged, the proportion of the M+2 isotopologue was reduced, indicating that fewer  $^{13}\text{C}$  carbon atoms from tracer glucose were directed toward oxidative phosphorylation. Treatment with empagliflozin partially restored this rewiring. The ratio of palmitoylcarnitine (CAR 16:0) to acetylcarnitine (CAR 2:0) serves as a marker of effective  $\beta$ -oxidation. An increasing trend in this ratio was observed in R403Q hearts, suggesting impaired  $\beta$ -oxidation and accumulation of acylcarnitine intermediates. While palmitoylcarnitine levels showed an increasing trend, linoleoylcarnitine (CAR 18:2), a major essential fatty acid substrate, was decreased in R403Q hearts, indicating an inability to utilize circulating linoleic acid. Empagliflozin restored linoleoylcarnitine levels, suggesting improved utilization of essential fatty acids. This differential behavior between palmitoylcarnitine (an endogenous metabolite) and linoleoylcarnitine (an essential fatty acid) may reflect a shift toward enhanced utilization of exogenous fatty acids from circulation rather than endogenous stores. Taken together, these findings suggest that empagliflozin normalizes dysregulated acyl-carnitine profiles and improves fatty acid oxidation (FAO) in R403Q hearts. AU, arbitrary unit. Data are means  $\pm$  SD,  $n = 3$ . One-way ANOVA (groups, Bonferroni's multiple comparisons test with adjusted  $p$ -value threshold  $<0.05$ ), \* statistically significant at  $p < 0.05$ . Isotopologues: Two-way ANOVA (group, isotopologue, Tukey's multiple comparisons test)

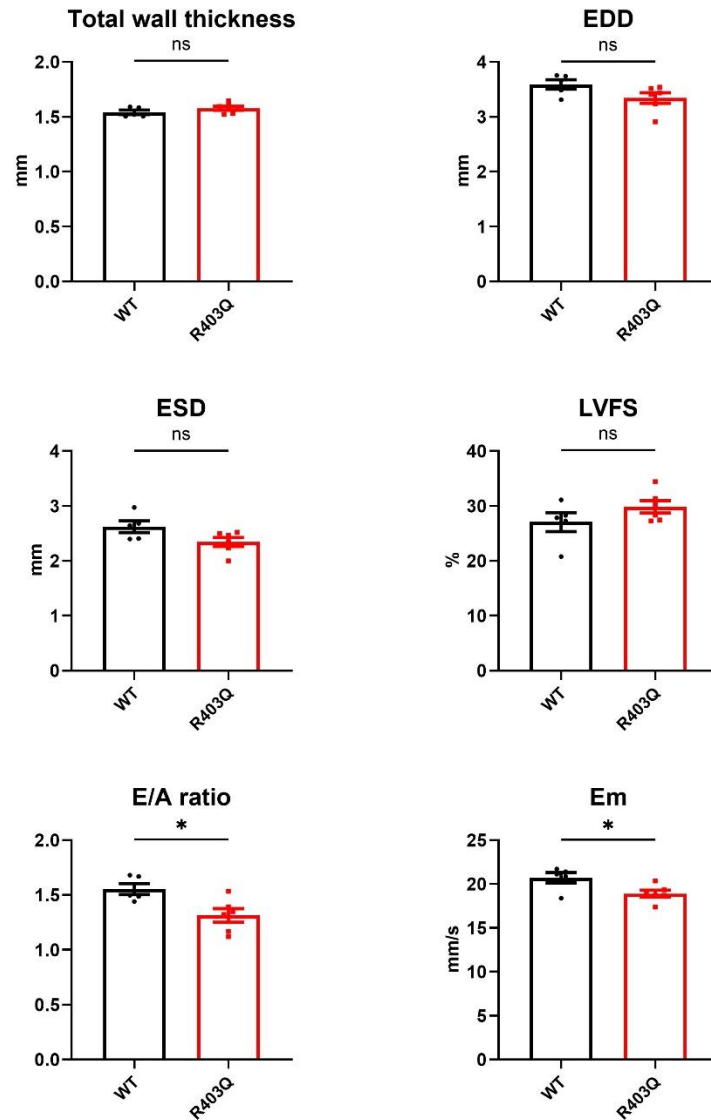

**Figure S8. Echocardiography of 9-10-week-old R403Q mice.** Mice harboring myosin R403Q mutation present with diastolic dysfunction but no cardiac hypertrophy at the age of treatment initiation. Left ventricular end-diastolic (EDD) and end-systolic diameter (ESD), fractional shortening (LVFS). E/A ratio, ratio of peak early (E) and late (A) mitral inflow velocities; Em, tissue Doppler of myocardial peak early diastolic velocity. Data shown are mean±SEM. n=5-6. *P* values were obtained by unpaired t test. \**P*<0.05, ns, not significant.

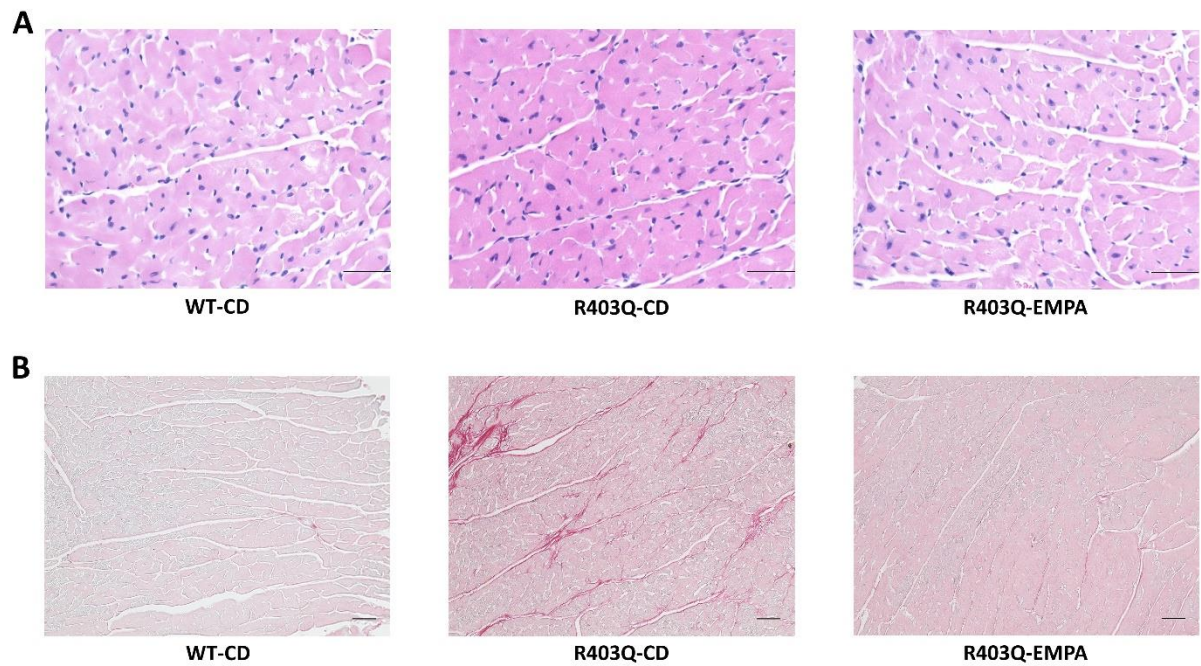

**Figure S9. Additional histopathological images depicting effect of EMPA on cardiac hypertrophy and fibrosis in R403Q hearts.** A 16-week EMPA treatment reduced cardiac hypertrophy (**A**) and fibrosis (**B**) in R403Q hearts. Representative photomicrographs, hematoxylin-eosin for myocyte cross-section area analysis (**A**) or picrosirius red for cardiac fibrosis analysis (**B**), transmitted light, scale bar indicates 50  $\mu$ m.

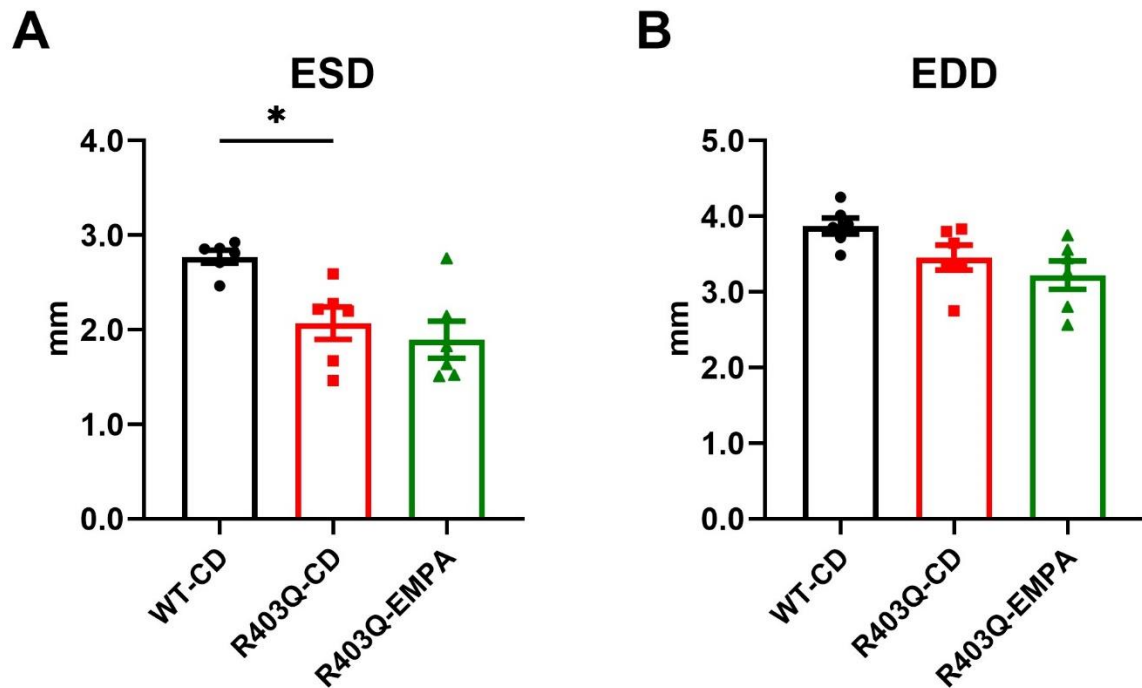

**Figure S10. Heart dimensions after 16-week EMPA treatment as assessed by echocardiography.** R403Q hearts showed decreased end-systolic diameter (ESD) (**A**) and non-significantly decreased end-diastolic diameter (EDD) (**B**). 16-week EMPA treatment did not affect these measurements. Data shown are mean $\pm$ SEM. n=6. *P* values were obtained by one-way ANOVA with Bonferroni multiple comparisons tests (adjusted *p*-value threshold <0.05). \**P*<0.05.

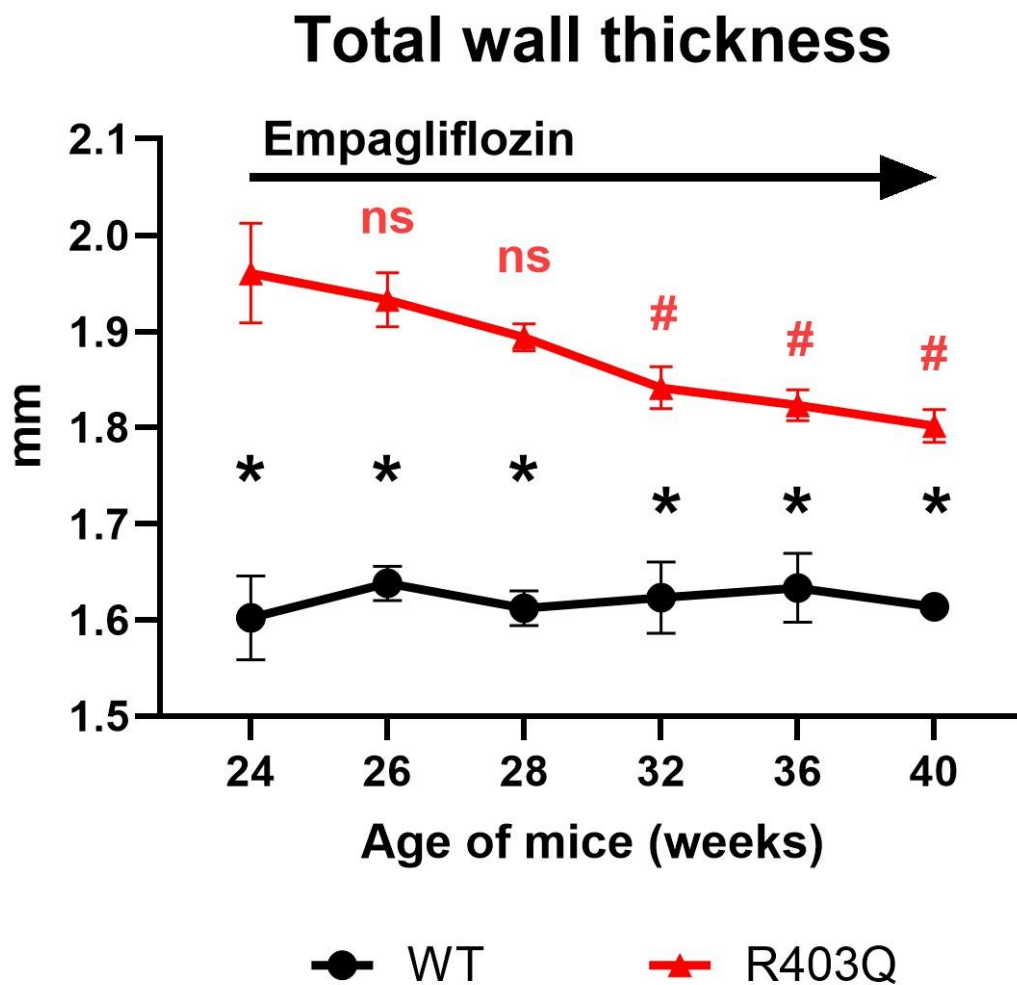

**Figure S11. Empagliflozin reverses cardiac hypertrophy in R403Q hearts if treatment initiated at advanced HCM phenotype.** A 16-week EMPA treatment was initiated in R403Q mice aged 24 weeks presenting with developed HCM phenotype. Total wall thickness was assessed longitudinally by echocardiography. Left ventricular hypertrophy was significantly reduced after 8 weeks of EMPA treatment and steadily declined further till the end of the study at 16 weeks of treatment. Data shown are mean $\pm$ SEM.  $n=4-5$ .  $P$  values were obtained by two-way repeated measures ANOVA with Tukey's multiple comparisons tests. \* $P<0.05$  vs WT, #  $P<0.05$  vs R403Q at 24-week-old; ns, not significant.

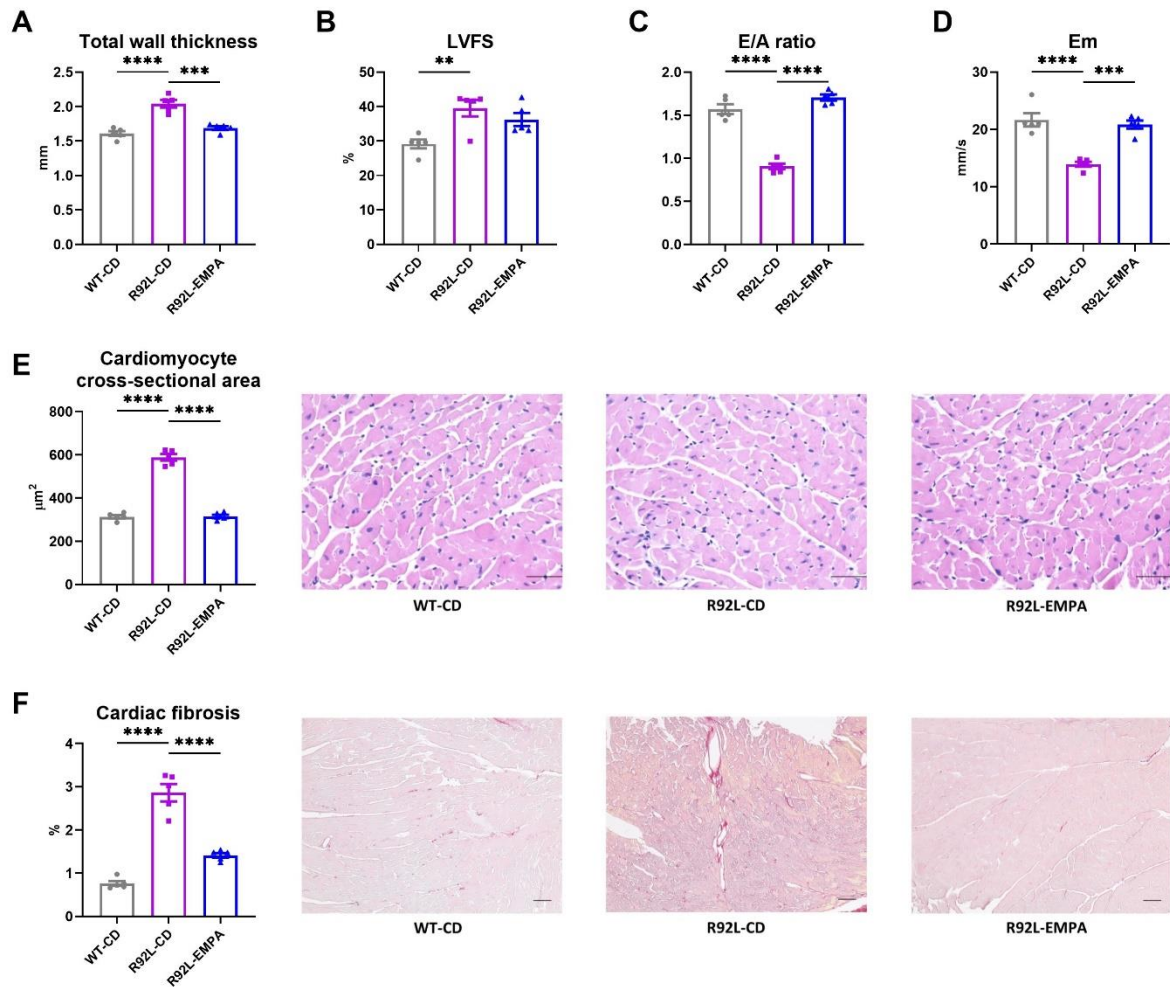

**Figure S12. Empagliflozin prevents cardiac hypertrophy and improves diastolic function in R92L hearts.** R92L hearts developed LV hypertrophy as evidenced by increased total wall thickness (**A**) on echocardiogram and increased cardiomyocyte cross-section area (**E**) and fibrosis (**F**) in histopathology. Hypercontractility in R92L hearts was evidenced by increased LV fractional shortening (LVFS) (**B**). Furthermore, deteriorated LV diastolic function was evidenced by reduced E/A ratio (**C**) and Em (**D**). A 16-week EMPA treatment reduced cardiac hypertrophy and fibrosis (**A**, **E**, **F**). Additionally, EMPA enhanced LV diastolic function (**C** and **D**) without affecting hypercontractility (**B**). Data shown are mean $\pm$ SEM.  $n=5$ .  $P$  values were obtained by one-way ANOVA with Bonferroni multiple comparisons tests (adjusted  $p$ -value threshold  $<0.05$ ).  $**P<0.01$ ,  $***P<0.001$ , and  $****P<0.0001$ . Representative photomicrographs, hematoxylin-eosin for myocyte cross-section area analysis (**E**) or picrosirius red for cardiac fibrosis analysis (**F**), transmitted light, scale bar indicates 50  $\mu\text{m}$ .

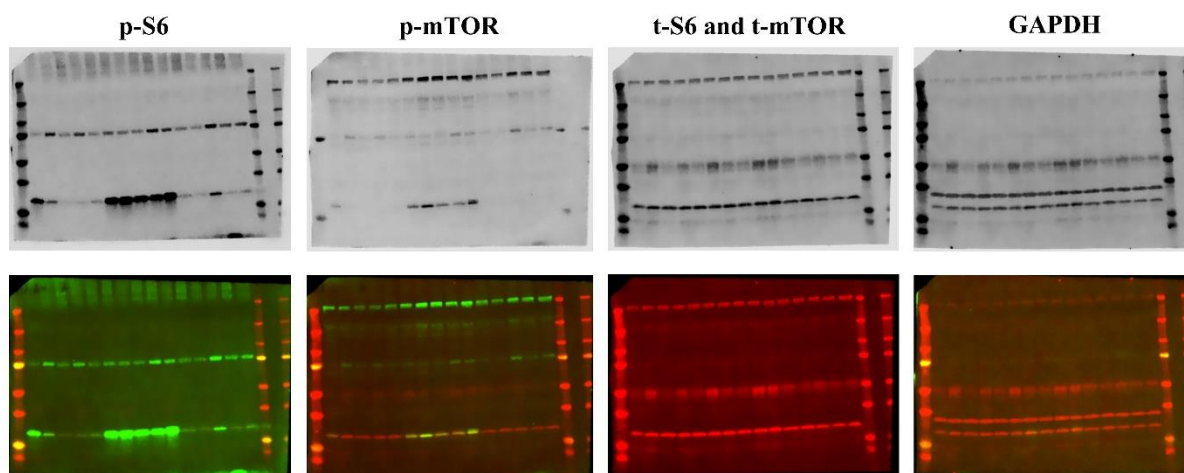

**Figure S13. Representative uncropped western blot images.** Phospho-S6 and total-S6 ribosomal protein, phospho-mTOR and total-mTOR, and GAPDH proteins. Left-to-right, WT-CD: blots 1-5, R403Q-CD: blots 6-10, R403Q-EMPA: blots 11-15.

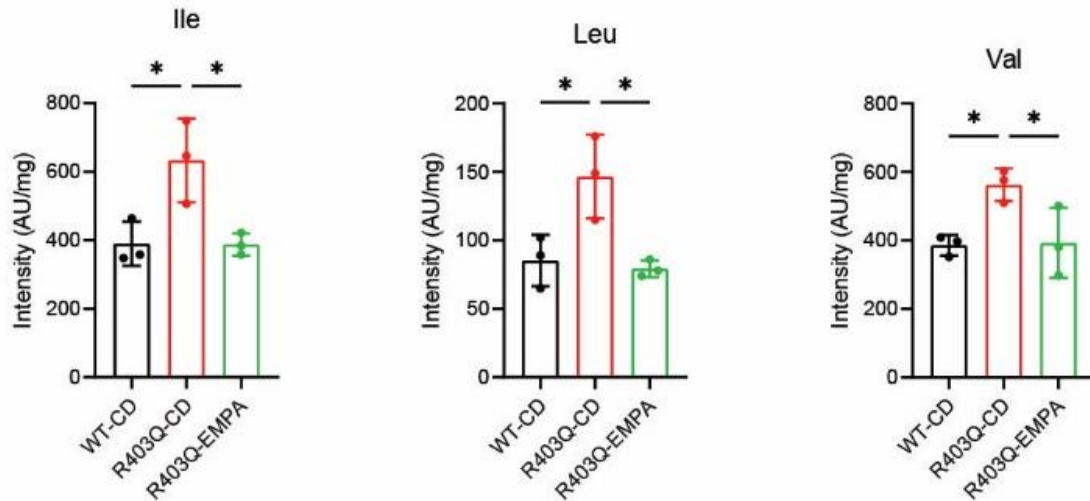

**Figure S14. Cardiac levels of individual BCAAs measured by liquid chromatography-mass spectrometry.** AU, arbitrary unit, Ile, isoleucine, Leu, leucine; Val, valine. Data are means  $\pm$  SD,  $n = 3$ .  $P$  values were obtained by one-way ANOVA with Bonferroni multiple comparisons tests (adjusted  $p$ -value threshold  $< 0.05$ ). \* $P < 0.05$ .

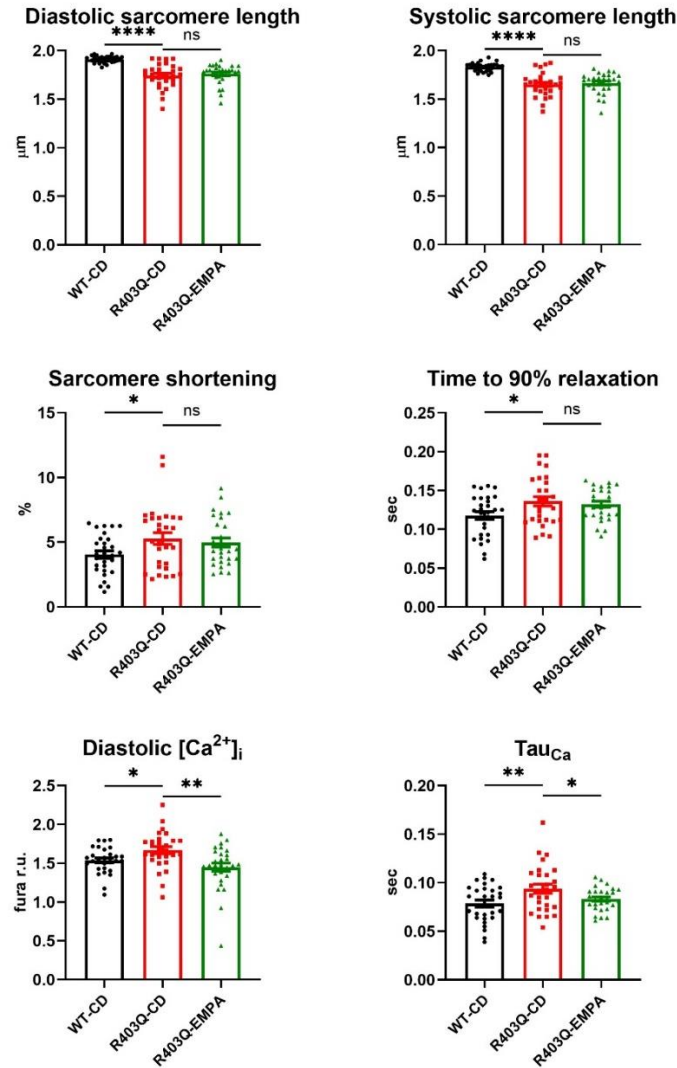

**Figure S15. Sarcomere length, shortening and relaxation and calcium transient in isolated cardiomyocytes after 16-week treatment.** Cardiomyocytes isolated from mice harboring myosin R403Q mutation have shorter sarcomere lengths in systole and diastole, increased sarcomere shortening and impaired relaxation. Furthermore, R403Q mutant cardiomyocytes have increased diastolic intracellular  $Ca^{2+}$  and impaired  $Ca^{2+}$  diastolic decay as evidenced by increased exponential diastolic  $Ca^{2+}$  decay time constant ( $\tau_{Ca}$ ). Empagliflozin improved calcium handling associated with a trend to relaxation normalization. Data shown are mean±SEM. n=28-30 cells isolated from 3 mice per group. *P* values were obtained by one-way ANOVA with Holm-Šidák's multiple comparisons test. \**P*<0.05, \*\**P*<0.01, \*\*\*\**P*<0.0001; ns, not significant.

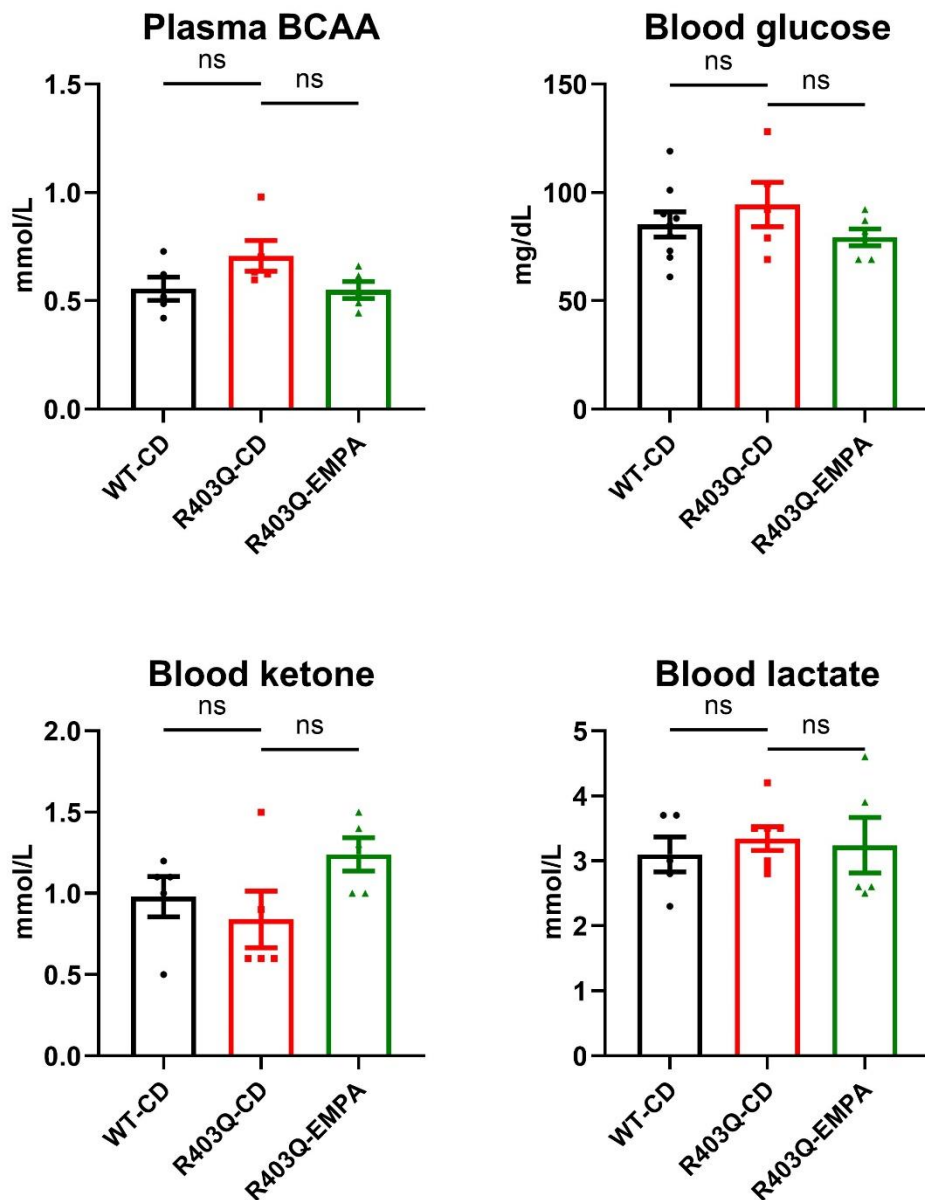

**Figure S16. Metabolic characteristics of mice after 16-week treatment.** Plasma BCAA levels were measured using a colorimetric assay kit (Catalog No. ab83374, Abcam, Cambridge, UK) conforming to the manufacturer instructions. Blood glucose, ketone and lactate levels were measured with particular handheld meters conforming to the manufacturer instructions. Data shown are mean $\pm$ SEM.  $n=5-9$ .  $P$  values were obtained by one-way ANOVA with Bonferroni multiple comparisons tests (adjusted  $p$ -value threshold  $<0.05$ ). ns, not significant.

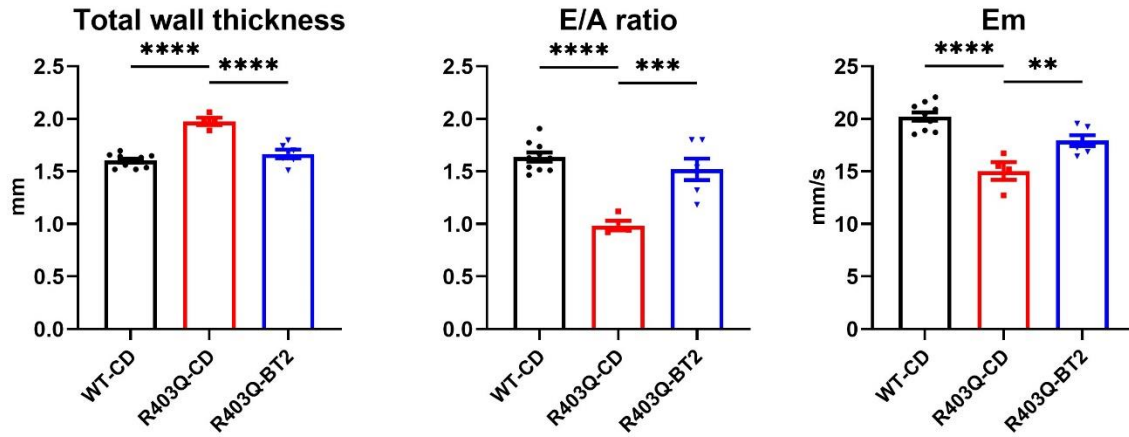

**Figure S17. BT2 improves cardiac hypertrophy and diastolic function in R403Q mutant mice.** A 16-week treatment with 3,6-dichlorobenzo[b]thiophene-2-carboxylic acid (BT2), a potent inhibitor of branched chain ketoacid dehydrogenase kinase (BCKDK) activating BCAA oxidation, improves cardiac hypertrophy and diastolic function in mice harboring myosin R403Q mutation. Data shown are mean $\pm$ SEM. n=4-10. *P* values were obtained by one-way ANOVA with Bonferroni multiple comparisons tests (adjusted p-value threshold <0.05). \*\**P*<0.01, \*\*\**P*<0.001, \*\*\*\**P*<0.0001.

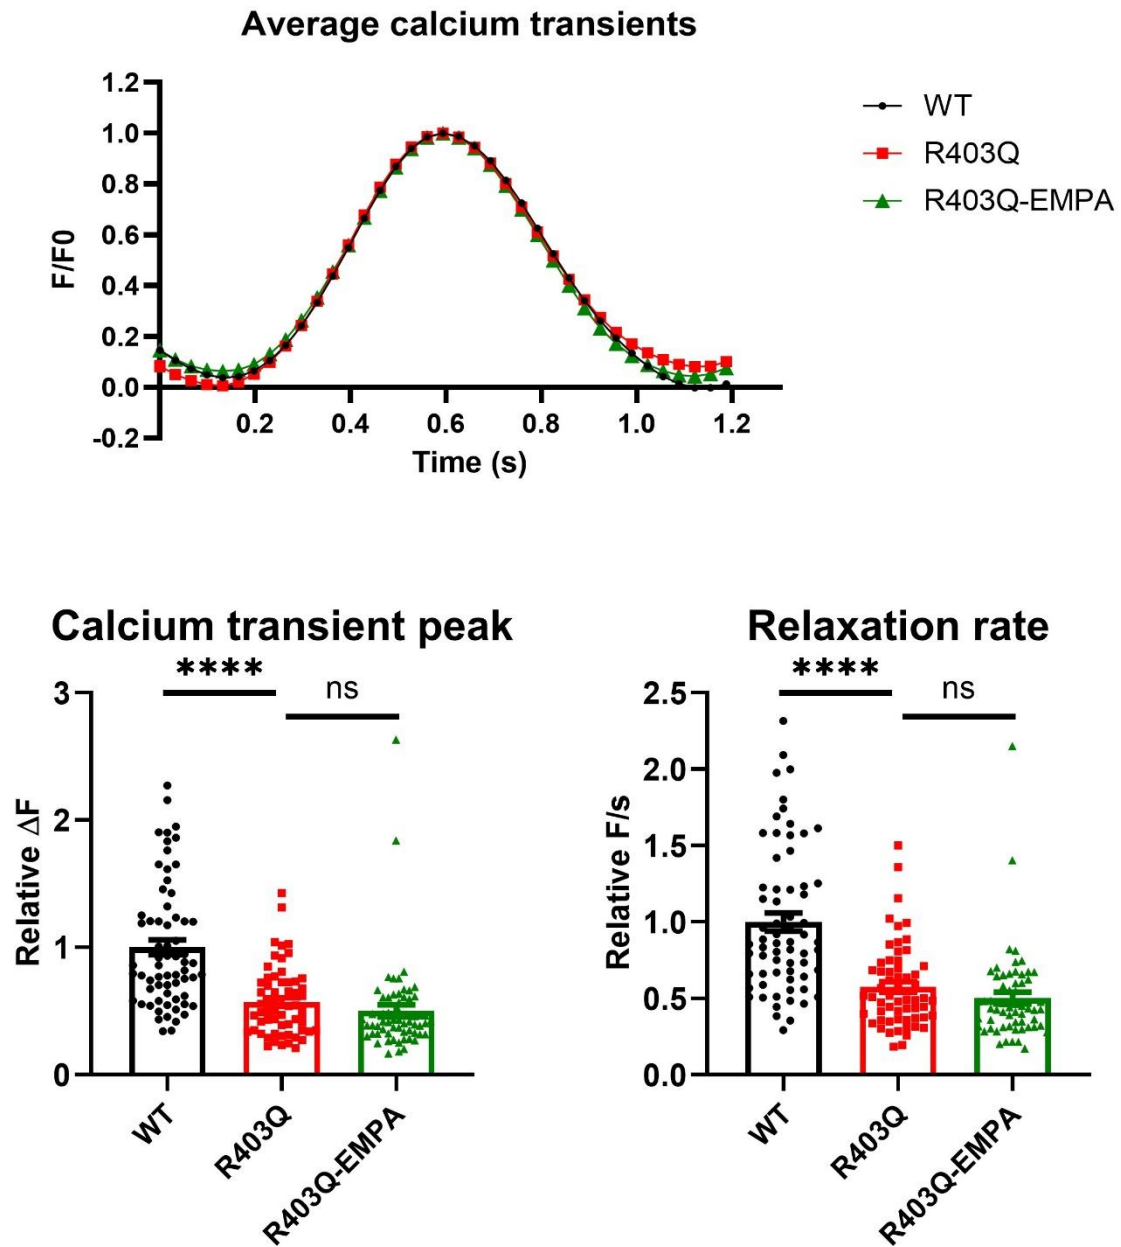

**Figure S18. Calcium transient and relaxation rate of induced pluripotent stem cell-derived cardiomyocytes (iPSC-CM).** iPSC-CMs harboring myosin R403Q mutation present impaired calcium handling and relaxation. Acute treatment with 1  $\mu$ M EMPA did not have an effect on these parameters.  $n = 3$ ;  $n > 60$  cells.  $P$  values were obtained by two-way ANOVA with a mixed-effect model that was corrected for multiple comparisons using a Bonferroni test (adjusted  $p$ -value threshold  $< 0.05$ ). \*\*\*\* $P < 0.0001$ ; ns, not significant.

## Supplementary Tables

**Table S1. Cardiac RNA sequencing analysis conducted on 12-week-old mice prior to the development of left ventricular hypertrophy (LVH); selected pathways with a FDRq < 0.25 suggestive of pathway enrichment.** R403Q hearts showed the following trends: 1) Upregulation of mTORC1 signaling; 2) Downregulation of fatty acid metabolism; 3) Pathological regulation of energetic metabolism pathways, characterized by the downregulation of mitochondrial electron transport, alongside upregulation of AMP-activated protein kinase (AMPK) activation and ATPase-coupled ion transport; 4) Dysregulation of metabolic signaling pathways, evident from downregulation of insulin signaling and upregulation of glucagon signaling; and 5) Pathological modulation of cardiac muscle contraction and relaxation. Differential expression was assessed using the Wald test implemented in the DESeq2 R package. Sample sizes were n = 5 for WT-CD, n = 7 for R403Q-CD, and n = 4 for R403Q-EMPA. Gene sets were obtained from the Molecular Signatures Database (MSigDB), version 7.5.1. False discovery rate (FDR) corrected p-values (FDRq) and nominal p-values (p) of each gene set are reported. An FDRq < 0.05 was considered significant and an FDRq < 0.25 was considered suggestive of pathway enrichment. Gene sets showing coordinated upregulation are depicted in red; those showing coordinated downregulation are depicted in blue.

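In the counts of 12-week-old hearts, insulin signalling components scored 0.32 ± 0.293 in WT-CD, −0.33 ± 0.446 in R403Q-CD and 0.177 ± 0.497 in R403Q-EMPA (SD, n = 5, 7 and 4). R403Q-CD differed from WT-CD with an exact permutation p of 0.0215 (adjusted p = 0.157), 6 of 7 mice lying below every WT-CD mouse, and R403Q-EMPA from R403Q-CD with an exact permutation p of 0.118 (adjusted p = 0.64). With EMPA, the insulin receptor gene Insr had a log2 fold change of 0.34 (adjusted p = 0.302) and the insulin receptor substrate gene Irs1 of 0.66 (adjusted p = 0.229 over all genes and 0.0399 over the 43 marker genes, edgeR). Scores of the action potential channels in R403Q-EMPA were −0.0555 ± 0.294 (SD, n = 4; exact permutation p = 0.191 against R403Q-CD). Hcn4 was at 7.42 ± 1.81 CPM in R403Q-EMPA (SD, n = 4).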

**Table S2. Top 20 most up- or down-regulated gene sets by EMPA in R403Q hearts.** Hearts of 12-week-old animals before LV hypertrophy and after 2 weeks of EMPA treatment were used. Differential expression was assessed using the Wald test implemented in the DESeq2 R package. n = 5 (WT-CD), 7 (R403Q-CD), and 4 (R403Q-EMPA). Gene sets obtained from the Molecular Signatures Database (MSigDB), version 7.5.1. FDR<sub>q</sub>, Benjamini-Hochberg false discovery rate-corrected p-value. NES, Normalized Enrichment Score. p, nominal p value. FDR<sub>q</sub> <0.05 was considered significant. Gene sets coordinately upregulated are depicted in red; Gene sets coordinately downregulated are depicted in blue.

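In the counts of the same hearts, 139 of the 1150 gene sets tested between R403Q-EMPA (n = 4) and R403Q-CD (n = 7) had an adjusted p-value under 0.05 with fgsea, 28 higher and 111 lower with EMPA. Between R403Q-CD and WT-CD (n = 5) there were 170, of which 92 were higher and 78 lower. The test draws random sets of genes rather than regrouping the mice, so its p-values do not include the spread between mice. Of the genes with the smallest p-values between R403Q-EMPA and R403Q-CD, Srebf1 had a log2 fold change of 0.45 (SE 0.0772) and Bcl2l1 of −0.59 (SE 0.103), both with an adjusted p of 0.0916 from edgeR. Neither gene is among the marker genes, and both are named here for their p-values.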

## The biological significance of the pathways in Table S2

### Down-regulated gene sets by EMPA in R403Q hearts:

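Among collagen genes, Col1a1 (ENSMUSG00000001506, chromosome 11 of GRCm38 from 94936224 to 94953042) had 67.2 ± 35.7 CPM in WT-CD, 177 ± 231 in R403Q-CD and 76 ± 45.7 in R403Q-EMPA hearts (SD, n = 5, 7 and 4). Its log2 fold change was 1.40 between R403Q-CD and WT-CD (SE 0.622, adjusted p = 0.227, edgeR) and −1.21 between R403Q-EMPA and R403Q-CD (adjusted p = 0.475). Col3a1 had 104 ± 56.2 CPM in WT-CD, 354 ± 541 in R403Q-CD and 123 ± 82.1 in R403Q-EMPA (SD, n = 5, 7 and 4). The SD in R403Q-CD exceeds the mean for both genes, and 1 mouse, the same that had the lowest fatty acid oxidation score, reached 1568 CPM of Col3a1 against a median of 132 in its group. The log2 fold changes of Col3a1 were 1.76 (adjusted p = 0.192) and −1.51 (adjusted p = 0.433).

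Of 35 collagen chain genes, 32 were higher in R403Q-CD than in WT-CD (median log2 fold change 0.79, NES 2.34 (adjusted p = 7.21e-06)). Collagen degradation had an NES of 2.37 (adjusted p = 1.02e-06), collagen biosynthesis and modifying enzymes 2.29 (adjusted p = 4.54e-06), assembly of collagen fibrils 2.07 (adjusted p = 0.000649) and crosslinking of collagen fibrils 1.7 (adjusted p = 0.0583). Extracellular matrix organization had 2.29 (adjusted p = 6.76e-09), and a list of matrix proteins, collagen-modifying enzymes and profibrotic signals 2.33 (adjusted p = 1.7e-05). Collagen chain scores of the mice were −0.302 ± 0.633 in WT-CD and 0.315 ± 0.913 in R403Q-CD (SD, n = 5 and 7; exact permutation p = 0.23, adjusted p = 0.374). Fibroblast marker scores differed by 0.987 between the same groups (exact permutation p = 0.0783, adjusted p = 0.41 over 15 marker scores).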

One of the phenotypic hallmarks of HCM is cardiac fibrosis.<sup>1,42</sup> In our analysis, gene sets associated with **collagen metabolism** were coordinately upregulated in R403Q hearts and **downregulated by EMPA**, as shown in Table 1. 

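Between R403Q-EMPA and R403Q-CD hearts, 33 of 35 collagen chain genes were lower with EMPA (median log2 fold change −0.67, NES −2.56 (adjusted p = 1.39e-06)). The NES of collagen biosynthesis and modifying enzymes was −2.65 (adjusted p = 1.15e-07), that of collagen degradation −2.16 (adjusted p = 0.000213), that of collagen fibril assembly −2.15 (adjusted p = 0.00264) and that of collagen fibril crosslinking −1.36 (adjusted p = 0.359). Extracellular matrix organization had an NES of −1.9 (adjusted p = 4.03e-05), and the list of matrix proteins, collagen-modifying enzymes and profibrotic signals −2.55 (adjusted p = 2.05e-06). In fits that each left out 1 mouse, the NES of extracellular matrix organization lay between −2.3 and 0.967 and that of collagen chains between −2.75 and −1.43. The highest value in each range came without the R403Q-CD mouse with the largest collagen counts, and no collagen or matrix set then passed the threshold. Collagen chain scores in R403Q-EMPA were −0.174 ± 0.494 (SD, n = 4; exact permutation p = 0.376 against R403Q-CD, adjusted p = 0.77).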

Notably, EMPA's effect on collagen-related pathways was among the most significantly regulated, with 7 of the 20 most downregulated gene sets linked to collagen or extracellular matrix remodeling. These included: Collagen chain trimerization, Collagen biosynthesis and modifying enzymes, Extracellular matrix structural constituent conferring tensile strength, Collagen trimer, Collagen formation, Extracellular matrix structural constituent, and Complex of collagen trimers. These findings reinforce previous evidence showing that SGLT2 inhibitors alleviate cardiac fibrosis in experimental models of various cardiovascular pathologies, including heart failure with reduced ejection fraction after myocardial infarction, heart failure with preserved ejection fraction, or diabetic cardiomyopathy.<sup>8,43,44</sup> Moreover, our histology analysis further supports the transcriptomic data showing attenuation of the profound cardiac fibrosis in R403Q hearts by EMPA (Figure 6F).

Another phenotypic hallmark of HCM is cardiomyocyte hypertrophy.<sup>1,42</sup> Notably, 8 out of 20 most down-regulated gene sets by EMPA were associated with cell growth and proliferation encompassing key biological processes such as DNA replication, RNA transcription, protein turnover, post-translational modifications, and apoptosis. These included APC/C-mediated degradation of cell cycle proteins, The role of GTSE1 in G2/M progression after G2 checkpoint, Proteasome, Golgi to ER retrograde transport, Proteasome complex, Metabolism of polyamines, Aurora B pathway, and SCF(Skp2)-mediated degradation of p27/p21. 

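Between R403Q-EMPA and R403Q-CD, the set for APC/C-mediated degradation of cell cycle proteins had an NES of −2.21 (adjusted p = 2.88e-05), with 64 of 79 genes lower and a median log2 fold change of −0.07. SCF(Skp2)-mediated degradation of p27/p21 had an NES of −1.87 (adjusted p = 0.00706) and proteasome subunits −2.2 (adjusted p = 0.0013), with 34 of 38 subunit genes lower and a median log2 fold change of −0.08. Proteasome subunit genes also belong to both of the former sets. Golgi to ER retrograde transport had an NES of −1.75 (adjusted p = 0.0641) and metabolism of polyamines 0.846 (adjusted p = 0.836), the latter −0.402 when genes were ranked by log2 fold change. Ranking by log2 fold change also took the APC/C set (NES −1.48) and the SCF(Skp2) set (NES −1.02) below the threshold.

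Between R403Q-CD and WT-CD, none of these sets passed: the NES was 0.951 (adjusted p = 0.783) for APC/C-mediated degradation, 0.896 (adjusted p = 0.835) for SCF(Skp2)-mediated degradation, 1.13 (adjusted p = 0.537) for proteasome subunits, −0.471 (adjusted p = 1) for Golgi to ER transport, which became 1.19 with library size alone, and 1.25 (adjusted p = 0.41) for polyamines. Proteasome scores were 0.0563 ± 0.494 in WT-CD, 0.228 ± 0.48 in R403Q-CD and −0.469 ± 0.826 in R403Q-EMPA (SD, n = 5, 7 and 4; exact permutation tests, adjusted p = 0.668 for R403Q-CD against WT-CD and 0.64 for R403Q-EMPA against R403Q-CD).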

These findings are consistent with prior studies demonstrating the **anti-remodeling effects of SGLT2 inhibitors** across various cardiovascular conditions.<sup>8,45,46</sup> Moreover, our histological analysis corroborates these transcriptomic changes, revealing a significant

reduction in cardiomyocyte cross-sectional area in R403Q hearts following EMPA treatment (Figure 6E).

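For interferon-stimulated genes, 33 of 34 were higher in R403Q-CD than in WT-CD hearts (median log2 fold change 0.52, NES 2.88 (adjusted p = 6.76e-09)) and 30 were lower in R403Q-EMPA than in R403Q-CD (median log2 fold change −0.34, NES −2.65 (adjusted p = 1.11e-06)). Interferon alpha/beta signalling of Reactome, with 12 genes, had an NES of 1.62 (adjusted p = 0.151) and −1.49 (adjusted p = 0.221) in the same contrasts. Interferon scores were −0.545 ± 0.364 in WT-CD, 0.485 ± 0.924 in R403Q-CD and −0.168 ± 0.393 in R403Q-EMPA (SD, n = 5, 7 and 4). R403Q-CD differed from WT-CD with an exact permutation p of 0.0202 (adjusted p = 0.157) and R403Q-EMPA from R403Q-CD with 0.218 (adjusted p = 0.64). Macrophage marker scores were also higher in all 7 R403Q-CD mice than in all 5 WT-CD mice, so that interferon-stimulated genes and macrophage markers changed together between these groups. They were not lower with EMPA: the macrophage score was 0.607 ± 0.751 in R403Q-CD and 0.825 ± 0.504 in R403Q-EMPA (SD, n = 7 and 4; exact permutation p = 0.652).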

There is also increasing evidence of low-grade systemic and cardiac inflammation in HCM.<sup>47,48</sup> Interestingly, SGLT2 inhibitors were shown to exert **anti-inflammatory properties**.<sup>49</sup> Indeed, 3 out of 20 most down-regulated gene sets by EMPA were associated with inflammatory response, including Pathogenic Escherichia coli infection in both WikiPathways and KEGG databases, and Interferon alpha response.

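Smooth muscle contraction had an NES of −2.23 (adjusted p = 0.00134) between R403Q-EMPA and R403Q-CD hearts, with 21 of 25 genes lower and a median log2 fold change of −0.21. Between R403Q-CD and WT-CD its NES was 0.867 (adjusted p = 0.852). The scores of the mice for this set differed between R403Q-EMPA (n = 4) and R403Q-CD (n = 7) by −0.648 (exact permutation p = 0.0697, adjusted p = 0.613). Marker genes of smooth muscle cells and pericytes differed by −0.578 between the same groups (exact permutation p = 0.0636, adjusted p = 0.159 over 15 marker lists).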

Finally, the relevance of the remaining two most downregulated gene sets - Smooth muscle cell contraction and Epithelial-mesenchymal transition - is unclear and warrants further investigation.

#### **Up-regulated gene sets by EMPA in R403Q hearts:**

Notably, 16 out of the 20 most up-regulated gene sets by EMPA were associated with lipid metabolism including **fatty acid, triglyceride, and cholesterol metabolism and their associated signaling pathways**. These included: Fatty acid oxidation (WikiPathways and GOBP databases), Cellular response to sterol depletion, NR1H3 and NR1H2 regulate gene expression linked to cholesterol transport and efflux, Negative regulation of fatty acid metabolic process, Mitochondrial long-chain fatty acid betaoxidation, Fatty acid catabolic process, PPAR signaling pathway, NR1H2 and NR1H3 mediated signaling, Regulation of fatty acid betaoxidation, Mitochondrial fatty acid betaoxidation, Regulation of triglyceride metabolic process, PPAR signaling pathway, Regulation of lipid metabolism by PPARalpha, Fatty acid transmembrane transport, and Regulation of triglyceride biosynthetic process. These findings align with our functional metabolic data (Table 1 and Figure 3E) demonstrating increased Fatty acid oxidation in R403Q hearts following EMPA treatment, as measured by substrate oxidation fluxes). This supports the notion that **enhancing mitochondrial oxidative capacity is a key mechanism of EMPA's cardioprotective effects in HCM**. 

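In R403Q-EMPA against R403Q-CD hearts, the NES was 2.59 (adjusted p = 1.41e-06) for genes of fatty acid uptake, storage and PPAR alpha targets, with 23 of 26 genes higher, and 2.6 (adjusted p = 2.05e-06) for liver X receptor and sterol-regulated genes, with 17 of 23 higher. The median log2 fold changes were 0.35 and 0.16. Regulation of lipid metabolism by PPAR alpha in Reactome had an NES of 1.38 (adjusted p = 0.318). Between R403Q-CD and WT-CD, the NES of these 3 sets was −1.52 (adjusted p = 0.105), −1.5 (adjusted p = 0.169) and −1.96 (adjusted p = 0.00865).

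Liver X receptor and sterol-regulated genes scored 0.0414 ± 0.164 in WT-CD, −0.31 ± 0.232 in R403Q-CD and 0.491 ± 0.275 in R403Q-EMPA (SD, n = 5, 7 and 4). All 4 R403Q-EMPA mice lay above all 7 R403Q-CD mice (exact permutation p = 0.00303, adjusted p = 0.133). Fatty acid uptake genes scored −0.393 ± 0.78 in R403Q-CD (SD, n = 7) and 0.603 ± 0.0678 in R403Q-EMPA (SD, n = 4; exact permutation p = 0.0303, adjusted p = 0.533). With the clock score in the model the NES of the fatty acid uptake list was 1.29 (adjusted p = 0.465) and that of the liver X receptor list 1.92 (adjusted p = 0.044).

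Pdk4 (ENSMUSG00000019577, chromosome 6 of GRCm38 from 5483351 to 5496309) had 1814 ± 952 CPM in R403Q-CD and 3917 ± 937 in R403Q-EMPA (SD, n = 7 and 4; log2 fold change 1.11, SE 0.372, adjusted p = 0.269, edgeR). Srebf1 had 24.1 ± 1.68 and 32.9 ± 4.4 CPM (SD, n = 7 and 4). The carnitine palmitoyltransferase genes changed less, with a log2 fold change of 0.29 for Cpt1b (adjusted p = 0.407) and 0.23 for Cpt2 (adjusted p = 0.497), and Slc5a1 had 0.70 (adjusted p = 0.351).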

Additionally, these results are

consistent with prior studies demonstrating similar metabolic benefits of SGLT2 inhibitors in other cardiac pathologies.<sup>8,50</sup>

The functional relevance of the remaining four gene sets up-regulated by EMPA (WYAAANNRNNNGCG motif, Microbody lumen, Pathways affected in adenoid cystic carcinoma, and miR-1233-3p motif) remains unclear and may warrant further investigation.

**Table S3. Subset of notable up- and down regulated proteome and phospho-proteome pathways.** Cardiac proteomics/phosphoproteomics. FDR, Benjamini-Hochberg false discovery rate-corrected p-value. NES, Normalized Enrichment Score. p, nominal p value. FDR <0.05 in the R40Q-CD vs wild type-CD was considered significant. Protein/phosphoprotein sets coordinately upregulated are depicted in red; Protein/phosphoprotein sets coordinately downregulated are depicted in blue.

  

**Table S4. Heart and body weights after 16-week EMPA treatment.** Data shown are mean±SEM. n=6-7. *P* values were obtained by one-way ANOVA with Bonferroni multiple comparisons tests (adjusted p-value threshold <0.05). \**P*<0.05 vs. WT-CD; #*P*<0.05 vs. R403Q-CD.

**Table S5. Mean, SEM and N for all experiments and including the WT-EMPA group.** Of note, RNA sequencing datasets (Table 1) have been deposited in Gene Expression Omnibus (GEO Series ID: GSE270093) and proteomics and phosphoproteomics data (Figure 2) have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD053046 and 10.6019/PXD053046.

## References

1. Geisterfer-Lowrance AAT, Christe M, Conner DA, Ingwall JS, Schoen FJ, Seidman CE, et al. A mouse model of familial hypertrophic cardiomyopathy. *Science* 1996;**272**:731–734. <https://doi.org/10.1126/SCIENCE.272.5262.731>
2. Green EM, Wakimoto H, Anderson RL, Evanchik MJ, Gorham JM, Harrison BC, et al. A small-molecule inhibitor of sarcomere contractility suppresses hypertrophic cardiomyopathy in mice. *Science* 2016;**351**:617–621. <https://doi.org/10.1126/SCIENCE.AAD3456>
3. Reichart D, Newby GA, Wakimoto H, Lun M, Gorham JM, Curran JJ, et al. Efficient in vivo genome editing prevents hypertrophic cardiomyopathy in mice. *Nat Med* 2023;**29**:412–421. <https://doi.org/10.1038/S41591-022-02190-7>
4. He H, Hoyer K, Tao H, Rice R, Jimenez J, Tardiff JC, et al. Myosin-driven rescue of contractile reserve and energetics in mouse hearts bearing familial hypertrophic cardiomyopathy-associated mutant troponin T is mutation-specific. *J Physiol* 2012;**590**:5371–5388. <https://doi.org/10.1113/JPHYSIOL.2012.234252>
5. He H, Javadpour MM, Latif F, Tardiff JC, Ingwall JS. R-92L and R-92W mutations in cardiac troponin T lead to distinct energetic phenotypes in intact mouse hearts. *Biophys J* 2007;**93**:1834–1844. <https://doi.org/10.1529/BIOPHYSJ.107.107557>
6. Ertz-Berger BR, He H, Dowell C, Factor SM, Haim TE, Nunez S, et al. Changes in the chemical and dynamic properties of cardiac troponin T cause discrete cardiomyopathies in transgenic mice. *Proc Natl Acad Sci U S A* 2005;**102**:18219–18224. <https://doi.org/10.1073/PNAS.0509181102>
7. Murashige D, Jung JW, Neinast MD, Levin MG, Chu Q, Lambert JP, et al. Extra-cardiac BCAA catabolism lowers blood pressure and protects from heart failure. *Cell Metab* 2022;**34**:1749–1764.e7. <https://doi.org/10.1016/J.CMET.2022.09.008>
8. Croteau D, Luptak I, Chambers JM, Hobai I, Panagia M, Pimentel DR, et al. Effects of Sodium-Glucose Linked Transporter 2 Inhibition With Ertugliflozin on Mitochondrial Function, Energetics, and Metabolic Gene Expression in the Presence and Absence of Diabetes Mellitus in Mice. *J Am Heart Assoc* 2021;**10**:e019995. <https://doi.org/10.1161/JAHA.120.019995>
9. Qin F, Siwik DA, Luptak I, Hou X, Wang L, Higuchi A, et al. The polyphenols resveratrol and S17834 prevent the structural and functional sequelae of diet-induced metabolic heart disease in mice. *Circulation* 2012;**125**:1757–1764. <https://doi.org/10.1161/CIRCULATIONAHA.111.067801>
10. Luptak I, Qin F, Sverdlov AL, Pimentel DR, Panagia M, Croteau D, et al. Energetic Dysfunction Is Mediated by Mitochondrial Reactive Oxygen Species and Precedes Structural Remodeling in Metabolic Heart Disease. *Antioxid Redox Signal* 2019;**31**:539–549. <https://doi.org/10.1089/ars.2018.7707>
11. Croteau D, Baka T, Young S, He H, Chambers JM, Qin F, et al. SGLT2 inhibitor ertugliflozin decreases elevated intracellular sodium, and improves energetics and contractile function in diabetic cardiomyopathy. *Biomed Pharmacother* 2023;**160**:114310. <https://doi.org/10.1016/J.BIOPHA.2023.114310>
12. Kammermeier H. High energy phosphate of the myocardium: concentration versus free energy change. *Basic Res Cardiol* 1987;**82 Suppl 2**:31–36. [https://doi.org/10.1007/978-3-662-11289-2\\_3](https://doi.org/10.1007/978-3-662-11289-2_3)

How the deposited data were processed for this re-analysis (not part of the article)

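RNA was measured in left ventricular tissue of 21 male mice: WT-CD (n = 5), R403Q-CD (n = 7), R403Q-EMPA (n = 4) and WT-EMPA (n = 5). The authors extracted RNA from frozen tissue, selected polyadenylated RNA, sequenced it as read pairs, aligned the pairs to the mouse genome with STAR and checked them with FastQC and RSeQC. The authors made the deposited counts with featureCounts, which assigns uniquely aligned proper pairs to Ensembl genes, and left out mitochondrial genes. The deposited log2 values are these counts after division by DESeq2 size factors and DESeq2's variance-stabilizing transformation. The paper then used DESeq2's Wald test, mapped mouse genes to human genes with HomoloGene and ran GSEA with sets of MSigDB, a collection that was not used here.

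The table of counts holds 55450 genes, of which 32463 had at least 1 count in any mouse and 0 lay on the mitochondrial genome. Symbols and positions came from a GENCODE annotation of GRCm38, which named 55104 of the genes. Totals of the WT-EMPA mice ran from 30558067 to 36673833 counts (median 35975642), and their Myh6 transcripts took 4.4 ± 0.469% of the counts (SD, n = 5). The highest Spearman correlation of the counts of any pair of mice was 0.9942 and the lowest 0.9566 (median 0.9906), so no column was a copy of another. Each mouse gave a single sample, so that no comparison was paired by mouse, and comparisons within cages were made among the alternatives.

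Conditions came from the sample labels and the paper. The 3 groups of the paper's RNA sequencing results were fitted together, and WT-EMPA entered a separate fit of all 4 groups, which gave the contrasts of WT-EMPA with WT-CD, R403Q-EMPA with WT-EMPA and the difference between genotypes in the effect of EMPA (the interaction). Counts were analysed in R 4.3.3 with edgeR 4.0.16: genes were kept by filterByExpr with a minimum count of 10, scaled by TMM and tested with the quasi-likelihood F test, with a Benjamini-Hochberg adjusted p-value under 0.05 as the threshold. This left 17025 genes in the fit of 3 groups and 17309 in the fit of 4. Gene sets were tested with fgsea 1.28.0 (multilevel method, seed 11) over the mouse Reactome sets that come with the package and have between 5 and 500 tested genes, and over the lists written by hand, which hold markers of pathways in the paper. The sets name 7111 Entrez genes, of which 6952 could be matched to Ensembl genes. Set scores used log2 CPM with a prior count of 2. Differences of scores were tested by exact permutation, and correlations between scores by permutation. An NES is reported only for the 44 sets chosen beforehand.

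Named genes were chosen by rule: the 43 marker genes that could be tested, and for each contrast the 5 higher and the 5 lower genes with the smallest p-values among those with an adjusted p under 0.05 and a symbol. Some genes that meet the rule are not reported here. A gene named outside the rule is marked where it appears. The groups, the contrasts with their tests, the gene sets, the marker genes and the alternatives were fixed before the data were examined, and 0 alternatives were added afterwards. Apart from the counts over regrouped mice and the use of different R403Q-CD mice in each contrast, the tests of technical explanations, and the regrouping for single sets, were chosen after the results they address were seen.

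The alternatives were DESeq2 1.42.0 with its size factors and Wald test, no filter on low counts, scaling to library size alone, limma 3.58.1 on the deposited variance-stabilized values, fits of 2 or of all 4 groups, cage as a factor within 1 diet, cage as a random effect in limma's voom, ranking of genes by log2 fold change, limma's camera, adjustment over the 44 sets alone, scores from variance-stabilized values, from library size alone or as medians, and leaving out each mouse in turn. For the counts of genes in each contrast, the counts of sets in 4 contrasts, the counts of set scores in the pair of contrasts of the paper, the NES of single sets and the comparison of these contrasts, the mice were regrouped at random 100 times, the real grouping included. The counts of set scores with WT-EMPA mice, the opposite shares with WT-EMPA and the fits with covariates were not recounted in this way, and the regrouping took no account of cage.

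The tests were tried on simulated counts with the spread of the real data. When 200 genes were changed 2-fold in the design of R403Q-CD against WT-CD, edgeR recovered 92% of them among 16839 tested, and 5.15% of 194 genes past the threshold had not been changed. In the design of R403Q-EMPA against R403Q-CD it recovered 85.5% of 200 among 16832, and 3.39% of 177 had not been changed. With no change, 0 of 16836 and 0 of 16822 genes passed. A collagen list raised in simulated R403Q-CD mice had an NES of 2.88 (adjusted p = 3.47e-08, fgsea), 1 of 1121 sets without a raised gene passed, and the score test gave an exact permutation p of 0.00126, the smallest possible. Simulated genes were drawn independently of each other, unlike real genes that rise and fall together. The 1 of 1121 therefore cannot tell how often fgsea passes unchanged sets in the real data.

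Metabolite, protein, imaging and functional measurements of the paper, the later time point and the statements that rest on them were not analysed here. Genes without enough counts in the smallest group were left out of the tests, since their changes cannot be told from counting error.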

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

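The tests of library size, atrial tissue, blood cells, transcript length and GC content and those of single sets over other groupings were chosen only after the results they address were seen, whereas the counts of genes and sets over other groupings of the mice were set beforehand. In 108 groups of values, the highest and the lowest mouse were compared with the rest of their group by Dixon's ratio, and 5 ratios exceeded the 95% level, where chance alone gives 5.4. The total count of WT-EMPA replicate 68691RN was the lowest of 5 (ratio 0.799), Myh7 of WT-CD replicate 68660RN the lowest of 5 (0.75) and Myh6 of WT-EMPA replicate 68691LN the highest of 5 (0.714). R403Q-CD replicate 68660NN had the lowest Bckdhb (0.605) and the lowest Myh6 (0.583) of 7 mice. No explanation was tested for the first 3, and a number this close to the one chance gives needs none.

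The R403Q-CD mouse 68660NN also had the lowest fatty acid oxidation score and the largest collagen counts of its group, and many results lean on it. Without it, 177 genes separated R403Q-CD from WT-CD and 2 separated R403Q-EMPA from R403Q-CD, 66.1% of the former changed the opposite way with EMPA, and 12 of 17 sets did. Library size was a candidate explanation, since its total of 43539684 counts was the highest. After its counts were thinned at random to 31172268, its fatty acid oxidation score went from −2.83 to −2.84, while the other 6 mice reached no lower than −1.12, so library size does not account for this score. The Dixon ratio of the score, which went from 0.52 to 0.525, lay under the 95% level for 7 mice before thinning already and cannot add to that. Blood cells were not the source by their markers, for which it ranked 20 of 21. Atrial tissue in the sample may contribute, since its atrial marker score ranked 1 of 21 (score 1.56). However, WT-CD mouse 68666LN (1.27) and R403Q-CD mouse 68666NN (1.14) also had high atrial scores. Fatty acid oxidation scores were no lower than −0.332 in WT-CD and −1.12 in the other 6 R403Q-CD mice. These values argue against atrial tissue as the only source of the low score. Mouse 68660NN ranked first as well for fibroblast (1.85) and macrophage markers (2.09) and last for cardiomyocyte markers (−2.09). A different tissue composition or more advanced disease can therefore not be told apart from atrial tissue. It was the only R403Q-CD mouse of cage 68660, so its cage cannot be separated from the mouse itself. Its WT-CD cage mate 68660LN had the lowest fatty acid oxidation score (−0.332) and the highest collagen chain score (0.548) of WT-CD. The other cage mate, 68660RN, went the other way for cardiomyocyte markers, with rank 1 of 21 (0.79). Apart from cage, the design gives no condition that sets mouse 68660NN apart, and no biological explanation was tested.

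The effect of EMPA was compared between genotypes by an interaction term, which the paper does not report. In edgeR 0 genes passed the threshold (smallest adjusted p 0.537) and 567 of 17309 had an unadjusted p under 0.05. With fgsea 15 of the 44 sets passed, 7 with a positive and 8 with a negative NES, among 151 of 1152 sets. The NES was 3.12 for respiratory electron transport, 2.77 for complex I subunits and 2.07 for TCA cycle enzymes, where positive values mean a change more upward in R403Q than in wild-type mice. It was −2.05 for matrix proteins, collagen-modifying enzymes and profibrotic signals, −2.36 for fetal and hypertrophic marker genes and −2.29 for interferon-stimulated genes. Of the other 9 sets, several of which share genes with these, the NES was 2.17 for the citric acid cycle, 1.93 for BCAA catabolism enzymes, 1.76 for SCF(Skp2)-mediated degradation and 1.68 for APC/C-mediated degradation, and −1.8 for extracellular matrix organization, −1.78 for hypertrophy model genes, −1.74 for collagen degradation, −1.69 for collagen chains and −1.65 for collagen biosynthesis. Respiratory electron transport, complex I subunits and fetal marker genes passed in each of the 21 fits without a mouse, and the others in fewer. The log2 differences were −2.30 for Nppa, −1.19 for Nppb and −0.24 for Myh7 (each with an adjusted p of 0.999 in edgeR). Random regrouping of the mice is a candidate explanation for these numbers: 54 of 100 groupings gave at least as many genes with an unadjusted p under 0.05, and 62 gave at least the 19 sets found when enrichment was run over the 44 sets alone (median of the others 21). For single sets, 16 groupings gave an NES at least as far from 0 as the real one for respiratory electron transport, 18 for complex I subunits and 11 for fetal marker genes, and between 8 and 75 did for the 15 sets. No single gene was tested in this way. With camera 0 sets passed, where fgsea gave 19 sets an unadjusted p under 0.05, and 3 passed without mouse 68660NN. For the sets, a difference between genotypes in the response to EMPA can therefore not be told apart from an arbitrary grouping of these mice.

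The RNA sequencing results of the paper do not cover WT-EMPA hearts, although its Table S5 includes the group for other experiments. The paper gives no age for the WT-EMPA hearts that were sequenced, and the deposited description gives 16 weeks of treatment. Against WT-CD, 5 of 17309 genes passed the threshold in edgeR, and all 5 were higher with EMPA, among them Srebf1 (log2 fold change 0.65, adjusted p = 0.0236), Btnl9 (0.70, adjusted p = 0.0348), Ttc7 (0.50, adjusted p = 0.0424) and Man1c1 (0.42, adjusted p = 0.0466). At an unadjusted p under 0.05 there were 1907 genes, where chance gives 865. Of 100 splits of the 10 mice, 1, the real one, gave as many as 5 genes, and 1, again the real one, as many as 1907 (median of the others 453, highest 1590). In fits without 1 mouse, the log2 fold change of Srebf1 lay between 0.55 and 0.70, and the gene lost the threshold in 5 of 10. With the clock score in the model 0 genes passed, although that model can also remove an effect of EMPA.

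Of the 44 sets, 13 passed in WT-EMPA against WT-CD, 4 higher and 9 lower, among 192 of 1152 sets. The NES was 2.5 for fatty acid uptake, storage and PPAR alpha targets, 2.17 for liver X receptor and sterol-regulated genes and 1.95 for fatty acid oxidation enzymes. It was −2.81 for respiratory electron transport, −2.51 for complex I subunits, −1.75 for TCA cycle enzymes, −2.79 for proteasome subunits, −2.81 for APC/C-mediated degradation of cell cycle proteins, −2.67 for SCF(Skp2)-mediated degradation of p27/p21 and −1.99 for collagen biosynthesis and modifying enzymes. The other 3 were insulin signalling components (1.76), collagen formation (−1.73) and the mTORC1-dependent list (−1.68). Pdk4 had a log2 fold change of 1.19 (adjusted p = 0.271 in edgeR). With mice as replicates 0 sets passed the adjustment over 44 and 9 had an unadjusted p under 0.05. For liver X receptor and sterol-regulated genes, all 5 WT-EMPA mice lay above all 5 WT-CD mice (scores 0.735 ± 0.4 and 0.0414 ± 0.164, SD; exact permutation p = 0.00794, adjusted p = 0.116).

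Several technical explanations were weighed for the lower respiratory chain, proteasome and cell cycle sets in WT-EMPA. The log2 fold changes of WT-EMPA against WT-CD followed transcript length (Spearman rho 0.237 over 17293 genes; genes are not independent replicates), and removal of the trend with length moved these sets unequally. After the trend with length was removed, the NES of respiratory electron transport went from −2.85 to −2.37 (adjusted p = 7.78e-07, fgsea) and stayed past the threshold, so length does not fully explain it. Complex I subunits went from −2.52 to −2.21, SCF(Skp2)-mediated degradation from −2.69 to −2.49, proteasome subunits from −2.84 to −2.65 and APC/C-mediated degradation, which did not weaken, from −2.8 to −2.84. The trend with GC content was weak (Spearman rho −0.0394) and its removal left the NES at −2.86 (adjusted p = 2.02e-09, fgsea). Complex I subunits went from −2.52 to −2.5, proteasome subunits from −2.84 to −2.85, APC/C-mediated degradation from −2.8 to −2.82 and SCF(Skp2)-mediated degradation from −2.69 to −2.7. Sets lowered by a trend with GC content would have weakened once it was removed. These values argue against such a trend as the explanation for these sets. An arbitrary grouping remains a possible explanation, because 42 of the 100 splits gave at least the 14 sets found over the 44 sets alone (median of the others 12). For single sets, 28 splits gave an NES at least as far from 0 for respiratory electron transport, 9 for proteasome subunits and 9 for APC/C-mediated degradation. The same was not so for liver X receptor and sterol-regulated genes, where 4 did, nor for the numbers of genes. Cage remains another, since WT-EMPA and WT-CD mice came from different cages. The pattern of the lower sets can therefore not be told apart from an arbitrary grouping or cage, and it is not called an effect of EMPA.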

How the results depend on the processing

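None of the alternatives was chosen after the results were seen. Of 116 values of NES in the text, 68 passed the threshold. Of these, 25 kept their direction and stayed past it under every alternative and in every fit without a mouse (camera gives no NES and is counted apart), and 63 kept their direction. Of 65 log2 fold changes, 25 passed the threshold, 11 of them under every alternative, and 25 kept their direction. Over alternatives that used all mice, NES values stayed on their side of the threshold in 830 comparisons, passed it newly in 55 and lost it in 54. In fits without a mouse these numbers were 1242, 52 and 117. For log2 fold changes they were 373, 10 and 21 with all mice and 670, 4 and 60 without a mouse. The cause of a change was not tested for any result below.

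Counts of genes past the threshold moved most with the choice of test. DESeq2's Wald test gave 806 genes for R403Q-CD against WT-CD, 139 for R403Q-EMPA against R403Q-CD, 114 for WT-EMPA against WT-CD, 297 for R403Q-EMPA against WT-EMPA and 421 for R403Q-EMPA against WT-CD. For the interaction it gave 0, with 759 genes at an unadjusted p under 0.05 in place of 567. With no filter on low counts, the interaction had 1363 such genes among 32463 tested, and again 0 past the threshold. For R403Q-CD against WT-CD, a fit of all 4 groups gave 250 genes, 96 of them among the 98. A fit of the 2 groups compared gave 28, all among the 98, and cage added to that fit gave 19. Library size alone gave 147, of which 118 were higher, 29 lower and 87 among the 98. For R403Q-EMPA against R403Q-CD, the fit of 4 groups gave 2 genes and voom with cage as a random effect 2. For WT-EMPA against WT-CD, library size alone gave 0 genes, with 1880 at an unadjusted p under 0.05, and voom with cage 1. For R403Q-EMPA against WT-EMPA, cage in the model gave 6 genes, 0 of them among the 10. The other alternatives with all mice gave counts of genes past the threshold within 1.5 times the reported ones.

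In fits that each left out 1 mouse, from 14 to 630 genes passed for R403Q-CD against WT-CD (12 fits), from 0 to 2 for R403Q-EMPA against R403Q-CD (11, with 1386 to 2670 genes at an unadjusted p under 0.05), from 0 to 7 for WT-EMPA against WT-CD (10, with 1258 to 2115), from 1 to 64 for R403Q-EMPA against WT-EMPA (9) and from 25 to 52 for R403Q-EMPA against WT-CD (9). For the interaction 0 genes passed in each of 21 fits, with 438 to 778 at an unadjusted p under 0.05. Sets past the threshold ranged from 17 to 26, from 9 to 24, from 9 to 15 and from 3 to 21 for R403Q-CD against WT-CD, R403Q-EMPA against R403Q-CD, WT-EMPA against WT-CD and the interaction. With mice as replicates they ranged from 0 to 2 and from 0 to 0 in the former pair of contrasts, with 4 to 17 and 1 to 6 sets at an unadjusted p under 0.05. The share of opposite genes ranged from 60 to 86%, the correlation of the contrasts from −0.59 to −0.33 and the number of opposite sets from 12 to 25.

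The number of sets past the threshold changed by more than 1.5 times with camera, to 0 in each of the 4 contrasts (19 to 32 sets had an unadjusted p under 0.05 with fgsea), and with ranking by log2 fold change, to 13 for R403Q-EMPA against R403Q-CD and 5 for the interaction. With WT-EMPA against WT-CD in place of R403Q-EMPA against R403Q-CD, the share of opposite genes was 36.73% and the correlation 0.11 (0.1083), while 53.19% of all genes and 14 of 20 sets were opposite. With different R403Q-CD mice in each contrast the correlation was −0.18 (−0.1753).

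Values past no threshold changed sign in some settings. For R403Q-CD against WT-CD, Golgi to ER transport had an NES of 0.529 with no filter on low counts, 1.19 with library size alone, 0.503 with 4 groups and 0.7 with cage in the model. Library size alone turned signalling by mTORC1 (0.731), mTOR signalling (0.71), the ion-pumping ATPases (0.699) and the log2 fold change of Mtor (0.035). Ranking by log2 fold change turned signalling by mTORC1 (0.518), mTOR signalling (0.627), the insulin cascade (0.628) and striated muscle contraction (1.54, and 1.02 with no filter). For R403Q-EMPA against R403Q-CD, it turned polyamines (−0.402) and signalling by mTORC1 (0.487). With no filter, insulin-like growth factor transport was at −0.883. The ion-pumping ATPases were at −0.987 with DESeq2, −0.812 with no filter, −0.806 with library size alone, −0.677 with variance-stabilized values, −0.652 with 4 groups and −0.664 with 2.

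Without 1 mouse, NES ranges for R403Q-CD against WT-CD that crossed 0 were −0.719 to 1.44 (APC/C), −0.935 to 0.635 (Golgi to ER), −0.674 to 1.31 (SCF(Skp2)), −0.689 to 1.1 (mTORC1-dependent list), −1.11 to 1.14 (smooth muscle) and −0.974 to 0.797 (striated muscle), and the log2 fold change of Mtor ran from −0.082 to 0.017. For R403Q-EMPA against R403Q-CD they were −1.05 to 0.966 (ion-pumping ATPases), −0.845 to 1.83 (BCAA set of Reactome), −0.848 to 1.86 (citric acid cycle), −0.928 to 1.77 (TCA cycle enzymes), −1.11 to 1.46 (mTOR components), −1.49 to 0.971 (collagen crosslinking), −2.3 to 0.967 (extracellular matrix organization), −1.29 to 1.11 (mTOR signalling), −1.41 to 0.712 (signalling by mTORC1), −0.954 to 1.09 (polyamines), −1.32 to 2.26 (respiratory electron transport), −1.47 to 1.99 (complex I), −1.03 to 1.31 (insulin-like growth factor transport) and −0.901 to 1.8 (PPAR alpha). The log2 fold change of Myh6 ran from −0.029 to 0.14. For the interaction, such ranges were −2.4 to 1.09 (matrix list), −2.25 to 1.21 (collagen biosynthesis), −2.28 to 1.05 (collagen chains) and −2.3 to 1.03 (extracellular matrix organization). Of the results in this paragraph, 5 passed the threshold with all mice: these 4 and extracellular matrix organization in R403Q-EMPA against R403Q-CD. All 5 changed sign without R403Q-CD mouse 68660NN.

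Depth limits the genes with few counts: Slc5a2 had too few counts for the filter and was not tested in any of the contrasts. With cage in the model the contrasts between diets could not be fitted, since no cage held both. Every alternative set beforehand was run.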

Differences from the paper's values

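None of the tests behind these differences was chosen after the result was seen. The paper states an NES for 26 combinations of pathway and contrast that have a set of the same name here, 10 for R403Q-CD against WT-CD and 16 for R403Q-EMPA against R403Q-CD. The sets were matched by name, and their genes were not compared. The error used is a jackknife over mice of the NES computed here. Of the 10 pairs, 0 differed by more than the error and all 10 had the same sign. Of the 16 pairs, 2 differed and 15 had the same sign.

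For Golgi to ER retrograde transport in R403Q-EMPA against R403Q-CD, the paper's NES is −2.11, and the NES here was −1.75 (error 0.246). None of the alternatives set before the data were examined came within that error. They gave values from −1.84 to −1.07, and from −1.81 to −1.53 in the fits that each left out 1 mouse. For metabolism of polyamines in the same contrast, the paper's NES is −2.06, and the NES here was 0.846 with an error of 1.7. Ranking genes by log2 fold change (NES −0.402) and leaving out R403Q-EMPA replicate 68692NN (NES −0.954) gave the paper's sign and came within that wide error. Both stayed well short of −2.06. The other alternatives set before the data were examined did not come within the error.

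The paper states that pathways of ion-pumping ATPases were raised in untreated R403Q hearts, whereas the list for these ATPases had a negative NES of −1.09 here, and a positive NES of 0.699 with scaling to library size alone. The paper reports raised mTOR signalling in transcripts of untreated R403Q hearts. Transcripts in the mTORC1-dependent list had an NES of 0.96 here, and the Reactome sets of mTOR signalling and of signalling by mTORC1 had −1.04 and −1.02, with positive values of 0.71 and 0.731 when scaled to library size alone and of 0.627 and 0.518 when genes were ranked by log2 fold change.

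Some pathways that the paper reports as changed did not pass the threshold here. Between R403Q-CD and WT-CD these included regulation of the PDH complex, crosslinking of collagen fibrils, the insulin receptor signalling cascade and the glucagon-like peptide 1 set. They also included hypertrophy model genes and respiratory electron transport, for which the paper used sets of other collections, complex I subunits, the longer PDH list and regulation of insulin-like growth factor transport. With DESeq2's Wald statistic, the test named in the paper, the former 6 passed (NES −1.76, 1.67, −1.48, 1.69, 1.7 and −1.67). With adjustment over the 44 sets alone, all of them passed except complex I subunits. The PDH set also passed with no filter on low counts (−1.82), library size alone (−2.04), variance-stabilized values (−1.84) and cage in the model (−1.97). Crosslinking also passed with no filter (1.75), all 4 groups in the fit (1.71) and cage in the model (1.88), and the glucagon-like peptide 1 set with no filter (1.77) and cage in the model (1.75). Respiratory electron transport also passed with no filter (−1.68), variance-stabilized values (−1.65), all 4 groups in the fit (−1.65) and cage in the model (−2.19), and hypertrophy model genes with no filter (1.73) and variance-stabilized values (1.7). Complex I subunits passed with cage in the model (−1.97), and the longer PDH list with no filter (−1.82) and cage in the model (−1.93). Between R403Q-EMPA and R403Q-CD, Golgi to ER transport passed with library size alone (−1.77), variance-stabilized values (−1.84) and adjustment over the 44 sets alone, and the glucagon-like peptide 1 set with the last of these. The action potential channels passed in that contrast with DESeq2's Wald statistic (1.77), no filter (1.81), library size alone (1.68), variance-stabilized values (1.78), all 4 groups in the fit (1.79), cage as a random effect (1.79) and adjustment over the 44 sets alone. The Reactome sets of the PDH complex, collagen crosslinking, BCAA catabolism, the insulin cascade, PPAR alpha and polyamines did not pass in that contrast under any of the alternatives that used all mice. In that contrast, the paper's own false discovery rates for the PDH complex, collagen crosslinking, BCAA catabolism, the action potential, the insulin cascade and the glucagon-like peptide 1 set also lie above 0.05, and its Table S1 lists pathways by a looser limit than the one it uses for significance. For single genes in that contrast, edgeR gave 0 past the threshold and 2123 with an unadjusted p under 0.05, while DESeq2's Wald test gave 139.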

Other observations

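The tests of collection time, clock phase, macrophage content, reads shared between Myh6 and Myh7 and fibroblast content, and of single sets over other groupings, were chosen only after the results were seen. The counts of genes and sets over other groupings of the mice and the test with different R403Q-CD mice in each contrast were not.

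The number of genes past the threshold was rarely matched by other groupings. For R403Q-CD against WT-CD 3 of 100 splits gave at least 98 genes, for R403Q-EMPA against WT-CD 1 gave at least 84, for R403Q-EMPA against WT-EMPA 2 gave at least 10, and for WT-EMPA against WT-CD 1 gave at least 5. The same was not so for R403Q-EMPA against R403Q-CD, where 21 of 100 gave at least 2123 genes with an unadjusted p under 0.05. Counts of gene sets were matched more often: 26 splits for R403Q-CD against WT-CD and 63 for R403Q-EMPA against R403Q-CD gave at least the 28 and 24 sets of the real groups, and 7 and 28 splits gave at least the 13 and 3 set scores with an unadjusted p under 0.05. The NES of most single sets was matched by other groupings too. Of the 20 sets past the threshold between R403Q-CD and WT-CD, 1 had an NES that fewer than 5 of 100 splits reached, the action potential channels (1, the real split), while 39 reached that of fatty acid oxidation enzymes. Of the 20 between R403Q-EMPA and R403Q-CD, 2 did, liver X receptor and sterol-regulated genes (2 splits) and smooth muscle contraction (4), while 43 reached that of fatty acid oxidation enzymes. Among 20 sets, chance alone would give about 1 with so few. The paper lists liver X receptor (NR1H2 and NR1H3) and smooth muscle pathways among those most changed by EMPA in these same mice. Their place among the 44 sets is thus not independent of this contrast, which favours a low number of splits. The action potential pathway was likewise reported as lower in these R403Q-CD mice. These splits ignored the cages, which WT-CD and R403Q-CD mice shared. The enrichment test treats genes that rise and fall together as independent, which is a candidate explanation for the large numbers of sets in arbitrary groupings. With camera, which estimates that correlation, 0 of the 44 sets passed in either contrast, where fgsea gave 32 and 27 an unadjusted p under 0.05.

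Part of the opposite direction of the genotype and EMPA contrasts comes from the R403Q-CD mice they share. When the 16 mice were shuffled among the 3 groups, 25 of 100 groupings gave a correlation at least as negative, 89 gave at least as large a share of opposite genes among the top 98 (median of the others 87.8%), and 13 gave at least the 26 sets of opposite sign found among those that passed when enrichment was run over the 44 sets alone (median of the others 13). These shuffles also mixed wild-type with R403Q mice, so they did not keep the genotype difference. The share of opposite genes among them therefore cannot tell whether EMPA opposed it. With different R403Q-CD mice in each contrast, the mean correlation was −0.18 and the mean share of opposite genes 56.41%, each between the levels set beforehand as showing that sharing explains the relation and that it does not. On average 14.5 of 19.64 sets past the threshold (78.6%) had the opposite sign. No R403Q-CD mouse enters both contrasts in these splits, so the relation that remains does not come from sharing. The correlation ranged from −0.37 to 0.06, however, and the splits were not compared with shuffled mice. A counteracting effect of EMPA can therefore not be told apart from an arbitrary grouping of the mice. WT-EMPA against WT-CD, which shares WT-CD mice with the genotype contrast in the same sign rather than the opposite, gave 36.7% opposite genes among the 98 and a correlation of 0.11. Of all genes, however, 53.19% were opposite, as were 14 of the 20 sets past the threshold in the genotype contrast, against the direction that the sharing favours.

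R403Q-EMPA and WT-EMPA hearts, which do not enter the genotype contrast of the paper, differed in 10 of 17309 genes in edgeR's test, 6 higher and 4 lower in R403Q-EMPA, with 2544 genes at an unadjusted p under 0.05. These groups shared 2 cages, and with cage in the model 6 genes passed, 0 of them among the 10. The higher genes with the smallest p-values were Ftl1 (log2 fold change 0.62, adjusted p = 0.00126), its pseudogene Ftl1-ps1 (0.65), Sept6 (0.56), Epdr1 (0.41) and a gene with a provisional name, and the lower were Hif3a (−0.73), Chrm2 (−0.58, adjusted p = 0.0183), Jade2 (−0.49) and another gene with a provisional name. Reads of Ftl1 and its pseudogene may be shared, and this was not tested. The balance of higher and lower genes depended on the processing: with cage in the model, 1 gene was higher and 5 were lower. DESeq2's Wald test gave 139 higher and 158 lower genes, and scaling to library size alone 10 higher and 3 lower. Of the 10 genes 5 were also past the threshold between R403Q-CD and WT-CD, all changed in the same direction, and 6 between R403Q-EMPA and WT-CD. The R403Q-EMPA mice also enter the latter contrast, which by itself favours shared genes. In the latter contrast the higher genes with the smallest p-values included Olfr1396 (1.53) and Cntn5 (1.46), and the lower ones Slc44a2 (−0.55, adjusted p = 0.00425), Bcl2l1 (−0.75), Noct (−0.72) and Arrdc2 (−0.93).

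Marker lists written before the test, and a clock score made from a pair of them, were compared between mice, 15 scores per contrast. Between R403Q-EMPA and R403Q-CD, clock genes active at night differed by −1.22, with all 4 R403Q-EMPA mice below all 7 R403Q-CD mice (exact permutation p = 0.00303, adjusted p = 0.0455, the smallest p possible). In WT-EMPA against WT-CD the difference was −1.31, with 4 of 5 mice below (exact permutation p = 0.0238, adjusted p = 0.143). Genes of the fasting and ketone response were higher with EMPA in both genotypes, by 1.08 in R403Q mice (3 of 4 above all R403Q-CD mice; exact permutation p = 0.00909, adjusted p = 0.0606) and by 1.4 in wild-type mice (4 of 5 above; exact permutation p = 0.0159, adjusted p = 0.143).

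A different time of collection is a candidate explanation for the clock genes. The clock score, night genes minus day genes, averaged −0.0485, 1.58, 0.155 and 1.61 in the 4 CD cages and −1.27, −0.234 and −2.34 in the 3 EMPA cages. It differed between cages of the same diet (permutation p = 0.0444 over 100000 resamples), which collection by cage would give. All EMPA cages lay below all CD cages (difference −2.1, exact permutation p = 0.0286, the smallest possible), and since no cage held both diets, an effect of EMPA on the clock or on feeding time cannot be told apart from the time of collection. With the clock score as a covariate, the NES of fatty acid uptake genes in R403Q-EMPA against R403Q-CD was 1.29 and no longer passed the threshold, while that of liver X receptor genes still passed. The covariate had the same effect on most sets: of the 20 that passed in this contrast 4 still did, namely liver X receptor genes, proteasome subunits, APC/C-mediated and SCF(Skp2)-mediated degradation. Fatty acid oxidation enzymes went from an NES of 2.34 to 1.7 (adjusted p = 0.0972, fgsea), collagen biosynthesis from −2.65 to −0.941, interferon-stimulated genes from −2.65 to −0.914 and insulin signalling components from 1.77 to −1.33. In WT-EMPA against WT-CD both lists still passed with this covariate (NES 2.25 and 2.05, fgsea), and respiratory electron transport had −2.7, with 8 of the 13 sets still past the threshold. Of single genes, 0 passed with the covariate in that contrast, in place of 5. Clock phase may thus account for part of the change of most sets in R403Q mice, fatty acid uptake genes among them. The covariate also differs between the diets, so it can remove an effect of EMPA itself, and these explanations cannot be told apart.

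Macrophage markers were higher in R403Q-CD than in WT-CD by 1.33, in all 7 mice (exact permutation p = 0.00379, adjusted p = 0.0568), and fibroblast markers by 0.987 (exact permutation p = 0.0783, adjusted p = 0.41). With the macrophage score as a covariate, the NES of interferon-stimulated genes fell to 0.697, and 1 gene passed the threshold in place of 98. More macrophages may therefore account for the interferon-stimulated genes in this contrast. Since the score separates R403Q-CD from WT-CD without overlap, however, the covariate and the genotype cannot be told apart. The same covariate turned fatty acid oxidation enzymes to an NES of 1.85 and collagen chains to −2.22. With EMPA the relation did not hold: 30 of 34 interferon-stimulated genes were lower in R403Q-EMPA than in R403Q-CD. The macrophage score was not lower (0.825 against 0.607, exact permutation p = 0.652).

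Fibroblast content may account for much of the spread of the collagen scores: across the 21 mice, WT-EMPA included, deviations from group means correlated with r = 0.793 (permutation p = 3e-05, adjusted p = 6e-05 over 2 relations; Spearman rho 0.682, permutation p = 0.00109), just under the level of 0.8 set for the test. Without the 2 farthest mice r was 0.647. The list of fibroblast markers was written separately. By the level set, the test did not count in favour of fibroblast content. Fibroblast scores were also not lower in R403Q-EMPA than in R403Q-CD (0.531 against 0.446, exact permutation p = 0.873), whereas 33 of 35 collagen chain genes were lower. The relation thus concerns the spread within groups and not the lower collagen genes with EMPA. For Myh7, which had a positive log2 fold change with EMPA in both genotypes (0.65 in WT-EMPA, adjusted p = 0.126 in edgeR), reads shared with Myh6 were tested as an explanation. The deviations of both genes from group means had r = 0.247 (permutation p = 0.267; Spearman rho 0.0883, permutation p = 0.704; adjusted p = 0.267 over 2 relations; r = −0.112 without the 2 farthest of 21 mice), which cannot tell whether reads are shared. Residuals of mice from the same cage had a mean correlation of 0.102 on the CD diet (8 pairs) against −0.0298 for other pairs (27), and of 0.0741 (4 pairs) against −0.0184 (16) on the EMPA diet.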
